# Short-term tamoxifen administration improves hepatic steatosis and glucose intolerance through JNK/MAPK in mice

**DOI:** 10.1038/s41392-022-01299-y

**Published:** 2023-03-03

**Authors:** Zhiqiang Fang, Hao Xu, Juanli Duan, Bai Ruan, Jingjing Liu, Ping Song, Jian Ding, Chen Xu, Zhiwen Li, Kefeng Dou, Lin Wang

**Keywords:** Translational research, Drug development

## Abstract

Nonalcoholic fatty liver disease (NAFLD) which is a leading cause of chronic liver diseases lacks effective treatment. Tamoxifen has been proven to be the first-line chemotherapy for several solid tumors in clinics, however, its therapeutic role in NAFLD has never been elucidated before. In vitro experiments, tamoxifen protected hepatocytes against sodium palmitate-induced lipotoxicity. In male and female mice fed with normal diets, continuous tamoxifen administration inhibited lipid accumulation in liver, and improved glucose and insulin intolerance. Short-term tamoxifen administration largely improved hepatic steatosis and insulin resistance, however, the phenotypes manifesting inflammation and fibrosis remained unchanged in abovementioned models. In addition, mRNA expressions of genes related to lipogenesis, inflammation, and fibrosis were downregulated by tamoxifen treatment. Moreover, the therapeutic effect of tamoxifen on NAFLD was not gender or ER dependent, as male and female mice with metabolic disorders shared no difference in response to tamoxifen and ER antagonist (fulvestrant) did not abolish its therapeutic effect as well. Mechanistically, RNA sequence of hepatocytes isolated from fatty liver revealed that JNK/MAPK signaling pathway was inactivated by tamoxifen. Pharmacological JNK activator (anisomycin) partially deprived the therapeutic role of tamoxifen in treating hepatic steatosis, proving tamoxifen improved NAFLD in a JNK/MAPK signaling-dependent manner.

## Introduction

Nonalcoholic fatty liver disease (NAFLD) which is a metabolic-associated chronic liver disease,^1,2^ has become the leading cause of hepatocellular carcinoma^3^ and the leading reason for liver transplantation in western countries.^4^ In terms of pathological characteristics, NAFLD can be categorized as nonalcoholic fatty liver and nonalcoholic steatohepatitis (NASH) which is prone to end-stage liver diseases.^5^ The pathogenesis of NAFLD is complex and tightly connected with obesity, type 2 diabetes mellitus, hyperlipidemia, and metabolic syndrome.^6^ Although the disease burden is increasing, no FDA-approved drug has been found to effectively treat NAFLD or NASH so far.

Tamoxifen, synthesized in 1966, is a selective estrogen receptor (ER) modulator (SERM).^7^ Since there are multiple target tissues for estrogen, such as endometrium, cardiovascular system, bone, brain, and liver,^8^ off-target effects may occur following tamoxifen administration. Tamoxifen has been used for the treatment of breast cancer for 50 years and the first case was reported in 1971.^9^ Growing evidence unveiled long-term tamoxifen treatment in breast cancer patients led to metabolic disorders. In 1995, Pratt et al. first discovered tamoxifen treatment resulted in steatohepatitis.^10^ Afterwards, Van Hoof, Ogawa, and Cai et al. reported the similar clinical phenomenon.^11–13^ However, a clinical trial subsequently demonstrated that tamoxifen only increased the risk of NASH in overweight and obese women.^14^ In addition, a few in vitro and in vivo experiments proved that tamoxifen promoted lipid accumulation in hepatocytes and enhanced fatty acid biosynthesis.^15–19^ However, some other findings suggested that tamoxifen protected hepatocytes against lipotoxicity and steatosis.^20,21^ Therefore, the effect of tamoxifen on lipid metabolism seems to be controversial.

Apart from cancer treatment, tamoxifen is frequently used to generate genetic mutations in mice by inducing Cre/loxp recombination system. The CreER/loxp system which is widely used in transgenic mice can induce somatic mutations at a chosen time and/or in a specific tissue.^22^ Through fusing Cre recombinase with a mutated ligand-binding domain of ER, the Cre recombinase can be activated by tamoxifen instead of estradiol.^23^ The route of tamoxifen induction varies from different laboratories. Wang et al. administrated tamoxifen orally to adult mice at 100 mg/kg for 4 consecutive days to induce Cre recombination,^24^ while in O’Shea’s publication, tamoxifen was intraperitoneally injected at 50 mg/kg per day for 5 consecutive days.^25^ Unavoidably, some off-target effects of tamoxifen induction were reported in retina and skeleton.^26,27^ Occasionally, we found that following a normal routine of tamoxifen induction, lipid accumulation and hepatic steatosis were prominently reduced in both normal and NAFLD-established mice, which aroused our great interest. It seems that the off-target effect of tamoxifen may probably be protective to lipid metabolism.

In this article, we investigated the role of short-term tamoxifen administration in NAFLD mouse models and determined JNK/MAPK signaling pathway was involved in tamoxifen-driven treatment. Also, we discussed the safety and potential application of tamoxifen in the treatment on NAFLD.

## Results

### Tamoxifen protects hepatocytes against lipotoxicity in vitro

To explore the impact of tamoxifen on hepatocytes in vitro, we utilized primary hepatocytes, two human hepatocyte cell lines—Huh7 and HepG2 and a mouse hepatocyte cell line—AML12. To induce lipotoxicity, cells were exposed to 0.3 mM sodium palmitate for 36 h. For treatment, different concentrations of tamoxifen (10, 20, 40 μM) were added into cell medium for another 36 h. As shown by Oil-red O (ORO) staining (Fig. 1a, b), in primary hepatocytes and all three cell lines, sodium palmitate-triggered lipid accumulation could be notably reduced by tamoxifen in a dose-dependent manner. However, tamoxifen treatment did not decrease cellular TC contents in all these cells and did not change TG contents in HepG2 cell line. To investigate whether tamoxifen increased cytotoxicity, we performed trypan blue staining in Huh7 and AML12 cell lines treated with PA or PA plus different concentrations of TAM to examine cell viability and found that tamoxifen treatment did not increase cytotoxicity (Supplementary Fig. S1a, b). To investigate the role of tamoxifen on lipid metabolism, we performed RT-qPCR experiment and found that tamoxifen suppressed expressions of genes related to lipid uptake (FATP2, FATP5, and CD36), de novo lipogenesis (SREBP1c, FASN, SCD1, and ACC1), fatty acid oxidation (PPARα, CPT1α, and ACOX1) and TG export (APOB and MTTP) in a dose-dependent manner (Supplementary Fig. S1c). These data collectively indicated that tamoxifen could effectively protect hepatocytes from lipotoxicity in vitro without increasing cytotoxicity.

**Fig. 1:**
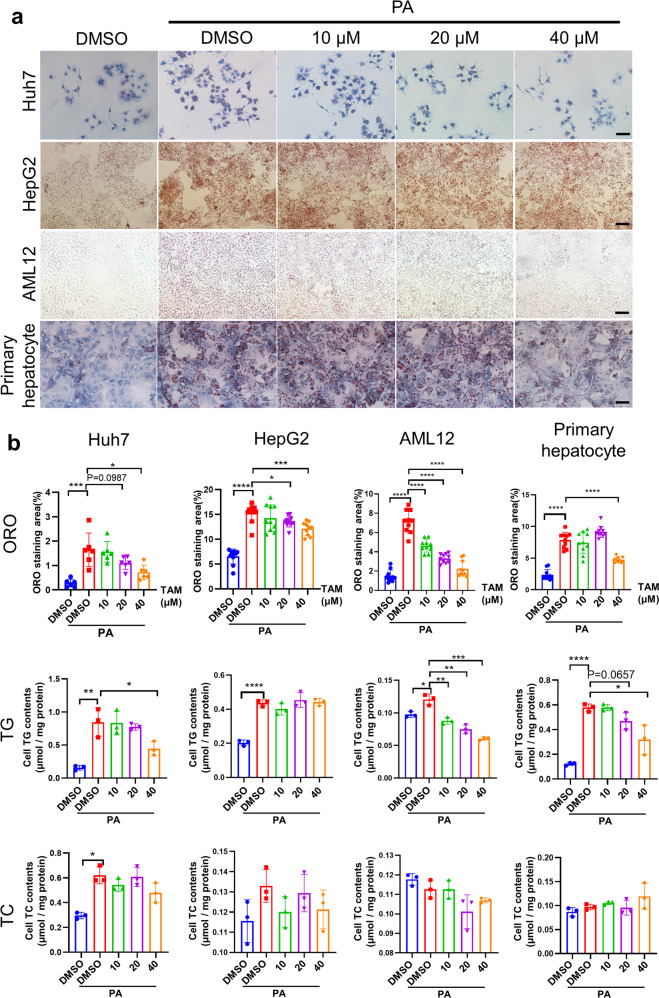
Tamoxifen decreased hepatocyte lipotoxicity in vitro. **a** Huh7, HepG2, AML12 cells, and primary hepatocytes were seeded in six-well plates. After 12 h, 0.3 mM sodium palmitate was added to the medium and after 36 h, DMSO/tamoxifen (10, 20, 40 μM) was added. After 36 h, cells were stained with ORO, pictured using an inverted phase contrast microscope, and quantified by ORO staining areas. Scale bar: 100 μm. **b** Statistical analysis of ORO staining. For cellular TC and TG test, cells were digested by trypsin, washed with PBS and collected using centrifuge. The following steps were performed according to the manufacturer’s protocols. All experiments were repeated at least three biological times. Bars = means ± SD; *n* = 3–10; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001

### Continuous tamoxifen administration does not worsen liver function in normal mice

We then evaluated the role of continuous injection of tamoxifen in normal mice. To investigate whether tamoxifen decreases food intake and body weight due to appetite suppression, mice with free access to normal food and water were administrated with 100 mg/kg tamoxifen intraperitoneally every other day for 4 weeks. With the prolongation of tamoxifen treatment, the food intake and body weight decreased in tamoxifen-treated group (Fig. 2d, e). To exclude the effect of appetite suppression, male and female C57BL/6 mice were pair-fed with normal diet and administrated with tamoxifen intraperitoneally for 1, 2, 4, and 8 weeks, respectively (Fig. 2a). Continuous tamoxifen administration for 8 weeks made no change to the body weight either in male or in female mice (Fig. 2b), indicating pair-feeding largely offset the potential side-effect of tamoxifen on appetite suppression. As shown in Fig. 2c, no decline of food intake was observed as well. Then, ALT and AST tests confirmed that continuous tamoxifen injection did not worsen liver function (Supplementary Fig. S2a). On weeks 4 and 8, the serum level of ALT even decreased a little bit by using tamoxifen, which caused no hepatotoxicity.

**Fig. 2:**
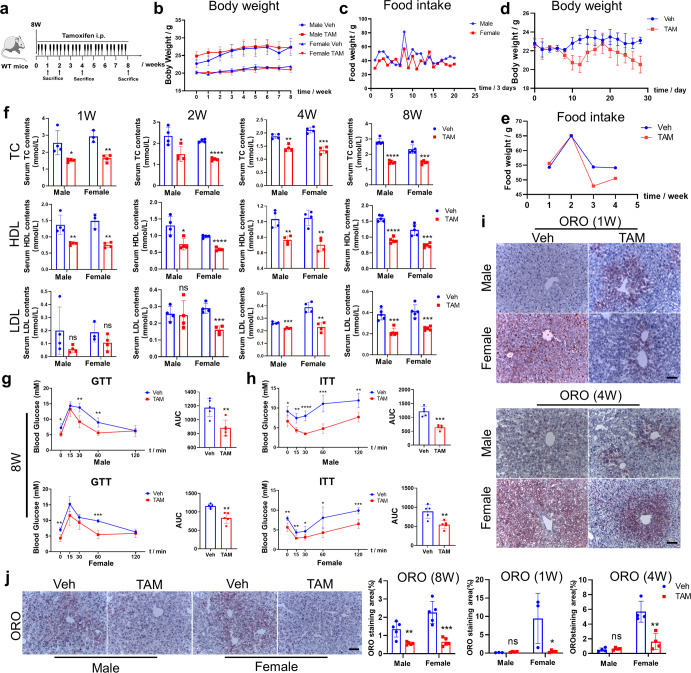
Tamoxifen inhibited lipid accumulation in mice fed with normal diet. **a** Dosing scheme of tamoxifen on male and female C57BL/6 mice fed with normal diets. Dose of tamoxifen: 100 mg/kg. **b** Since initiating tamoxifen administration, mice were pair-fed and body weight was recorded weekly until mice were sacrificed. **c** Food consumption weight per cage was recorded when mice were administrated with tamoxifen. **d** Since initiating tamoxifen administration, mice were free-fed and body weight was recorded every other day for 4 weeks. **e** Food consumption weight per cage was recorded weekly when free-fed mice were administrated with tamoxifen. **f** Serum TC, HDL-C and LDL-C analysis of male and female mice fed with normal diets and administrated with vehicle/tamoxifen for 1, 2, 4, 8 weeks, respectively. **g** GTT test was performed on male and female mice administrated with tamoxifen or vehicle for 8 weeks and area under curve (AUC) was calculated and compared. **h** ITT test was performed on male and female mice administrated with tamoxifen or vehicle for 8 weeks and area under curve (AUC) was calculated and compared. **i** Frozen liver sections from male and female mice administrated with tamoxifen or vehicle for 1 and 4 weeks was performed ORO staining and ORO staining area was quantitatively compared. Scale bar:100 μm. **j** Frozen liver sections from male and female mice administrated with tamoxifen or vehicle for 8 weeks were performed ORO staining and ORO staining area was quantitatively compared. Scale bar:100 μm. Bars = means ± SD; *n* = 3– 5; ns, no significance; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001

### Tamoxifen inhibits lipid accumulation in mice fed with normal diet

Afterwards, we detected lipid accumulation in blood. No significant difference was found in serum TG levels between the tamoxifen-treated group and the control (Supplementary Fig. S2a). However, serum TC, HDL-C, and LDL-C levels were distinctly lowered by tamoxifen, unveiling the potential effectiveness of tamoxifen on cholesterol metabolism (Fig. 2f). Considering that insulin resistance is a major contributor to NAFLD, we examined glucose and insulin tolerance through GTT and ITT assays. As early as one week after tamoxifen administration, male mice exhibited better glucose tolerance while female ones showed no difference (Supplementary Fig. S2b), which was consistent with the change on week 4 (Supplementary Fig. S2c). Intriguingly, following 8-week administration, both male and female mice tolerated better with glucose and insulin in tamoxifen-treated group than in control group, which were determined by GTT and ITT assays respectively (Fig. 2g, h). To investigate lipid accumulation in liver, we performed ORO staining. One week or four weeks after tamoxifen administration, less hepatic lipid deposition could only be found in female mice (Fig. 2i). However, hepatic lipid accumulation was largely reduced by tamoxifen in both male and female mice following 8 weeks (Fig. 2j). RT-qPCR analyses showed that tamoxifen only decreased the expression of SCD1 (Supplementary Fig. S2d). These results collectively suggested that continuous injection of tamoxifen within 8 weeks could effectively decrease circulating TC contents, improve glucose and insulin intolerance and inhibit lipid deposition in mice fed with normal diet.

### Tamoxifen ameliorates MCD and CDAA-induced hepatic steatosis

To identify the potential role of tamoxifen in NASH treatment, we established MCD and CDAA diet-induced NASH mouse models. Male mice were fed with MCD diet for 6 weeks or CDAA diet for 10 weeks, and were then administrated with 100 mg/kg tamoxifen intraperitoneally for 5 consecutive days (Fig. 3a, c). In MCD diet-induced NASH mice, liver weight slightly decreased in tamoxifen-treated group while body weight and liver to body weight ratio both remained unchanged (Supplementary Fig. S3a). In mice fed with CDAA diet, no change of body weight was found before or after tamoxifen administration (Supplementary Fig. S3b). Different from MCD diets, CDAA diets didn’t cause body weight consumption (Supplementary Fig. S3c). In addition, we performed GTT experiment and found that tamoxifen partially improved glucose intolerance in CDAA diet-induced NASH mice (Supplementary Fig. S3d). ORO and H&E staining revealed that tamoxifen treatment notably decreased hepatic lipid accumulation caused by MCD and CDAA diets (Fig. 3b, d), which was confirmed by liver TG measurements (Fig. 3h). However, the number of F4/80 positive cells was not altered by tamoxifen as shown by F4/80 immunohistochemistry (IHC) and immunofluorescence (IF) staining (Fig. 3b, d). In addition, PSR staining showed that the Sirius Red positive stain was unchanged by the use of tamoxifen (Fig. 3b, d), indicating no manifestation of liver inflammation or fibrosis was observed following tamoxifen treatment.

**Fig. 3:**
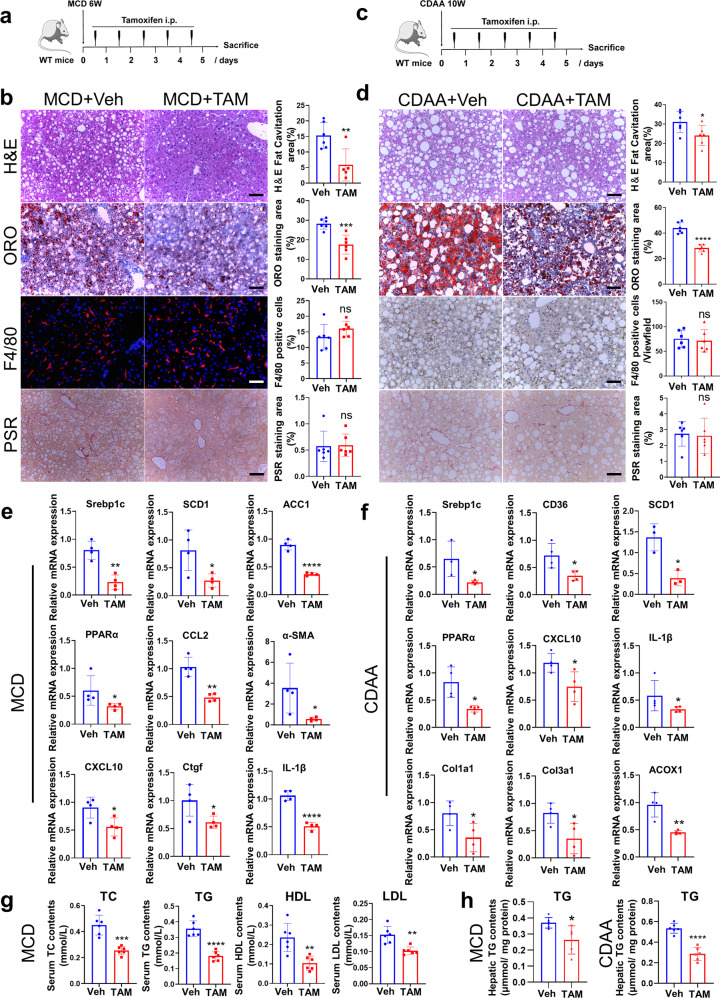
Tamoxifen alleviated hepatic steatosis in MCD and CDAA-induced models. **a** Dosing scheme of tamoxifen on male C57BL/6 mice fed with MCD diets for 6 weeks. Dose of tamoxifen: 100 mg/kg. **b** Liver sections from tamoxifen group and vehicle group in mice fed with MCD diets were performed H&E, ORO, F4/80 IF, and PSR staining. H&E fat cavitation area, ORO staining area, F4/80 positive cells percentage and PSR staining area were quantitatively compared. Scale bar: 100 μm. **c** Dosing scheme of tamoxifen on male C57BL/6 mice fed with CDAA diets for 10 weeks. Dose of tamoxifen: 100 mg/kg. **d** Liver sections from tamoxifen group and vehicle group in mice fed with CDAA diets were performed H&E, ORO, F4/80 IF, and PSR staining. H&E fat cavitation area, ORO staining area, F4/80 positive cells percentage and PSR staining area were quantitatively compared. Scale bar:100 μm. **e** RNA was extracted from liver tissues of MCD diets-induced NASH mice administrated with tamoxifen or vehicle and expression of lipogenesis, inflammation, and fibrosis-related genes was determined by RT-qPCR with β-actin as an internal control. **f** RNA was extracted from liver tissues of CDAA diets-induced NASH mice administrated with tamoxifen or vehicle and expression of lipogenesis, inflammation, and fibrosis-related genes were determined by RT-qPCR with β-actin as an internal control. **g** Serum analysis of TC, TG, HDL and LDL in MCD diets-induced mice administrated with tamoxifen or vehicle. **h** Liver tissues from MCD and CDAA-induced NASH mice administrated with tamoxifen or vehicle were harvested and TG concentrations were measured using commercial kits. Hepatic TG contents were normalized by hepatic protein levels. Bars = means ± SD; *n* = 3–6; ns, no significance; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001

Then we extracted RNA from liver tissues of mice fed with MCD diet. RT-qPCR analyses demonstrated that marker genes related to fatty acid synthesis (Srebp1c, SCD1, and ACC1), inflammatory response (CCL2, CXCL10, IL-1β), and fibrosis (α-SMA and Ctgf) were downregulated in tamoxifen-treated group (Fig. 3e). In CDAA diet-induced liver, genes of lipogenesis (Srebp1c, CD36, and SCD1), inflammation (CXCL10 and IL-1β) and fibrogenesis (Col1a1 and Col3a1) were also downregulated by tamoxifen and genes regarding fatty acid oxidation (PPARα and ACOX1) were reduced as well (Fig. 3f). Furthermore, tamoxifen treatment decreased serum levels of TC, TG, HDL-C and LDL-C in MCD diet-induced NASH mice (Fig. 3g). Above results proved that short-term tamoxifen treatment effectively improved hepatic steatosis in mice fed with MCD or CDAA-diet.

### Tamoxifen attenuates HFD-induced hepatic steatosis and glucose intolerance

In order to establish NAFLD models with metabolic abnormality, male mice were fed with HFD diet for 20 weeks. Then, 100 mg/kg tamoxifen was administrated intraperitoneally three times a week for 4 weeks (Fig. 4a). Compared to the control, mice fed with HFD diet showed increased body weight and liver weight, which were reduced by tamoxifen evidently (Supplementary Fig. S4a, b). Consistent with the findings in MCD and CDAA diet-induced models, tamoxifen alleviated hepatic steatosis but did not alter the phenotypes of inflammation and fibrosis in HFD-induced mice (Fig. 4b, f). Additionally, tamoxifen treatment decreased serum levels of ALT, AST, TC, HDL-C, and LDL-C instead of TG (Fig. 4c), suggesting that tamoxifen ameliorated lipid-induced liver injury and decreased serum cholesterol contents (Fig. 4c). Moreover, GTT and ITT assays confirmed that mice fed with HFD diet recovered significantly from glucose and insulin intolerance following tamoxifen treatment (Fig. 4d, e). Afterwards, we extracted RNA from isolated primary hepatocytes of fatty liver. RT-qPCR analyses demonstrated that HFD-triggered upregulation of lipogenic genes, including Srebp1c, CD36, SCD1, FASN, ACC1, and PPARγ, was neutralized by using tamoxifen (Fig. 4g). To reconfirm the molecular changes in tamoxifen-treated liver, CD36, SCD1, CCL2, CXCL10, Col3a1, and Timp1 were measured by RT-qPCR in total liver tissue and all of them were downregulated by tamoxifen (Supplementary Fig. S4c).

**Fig. 4:**
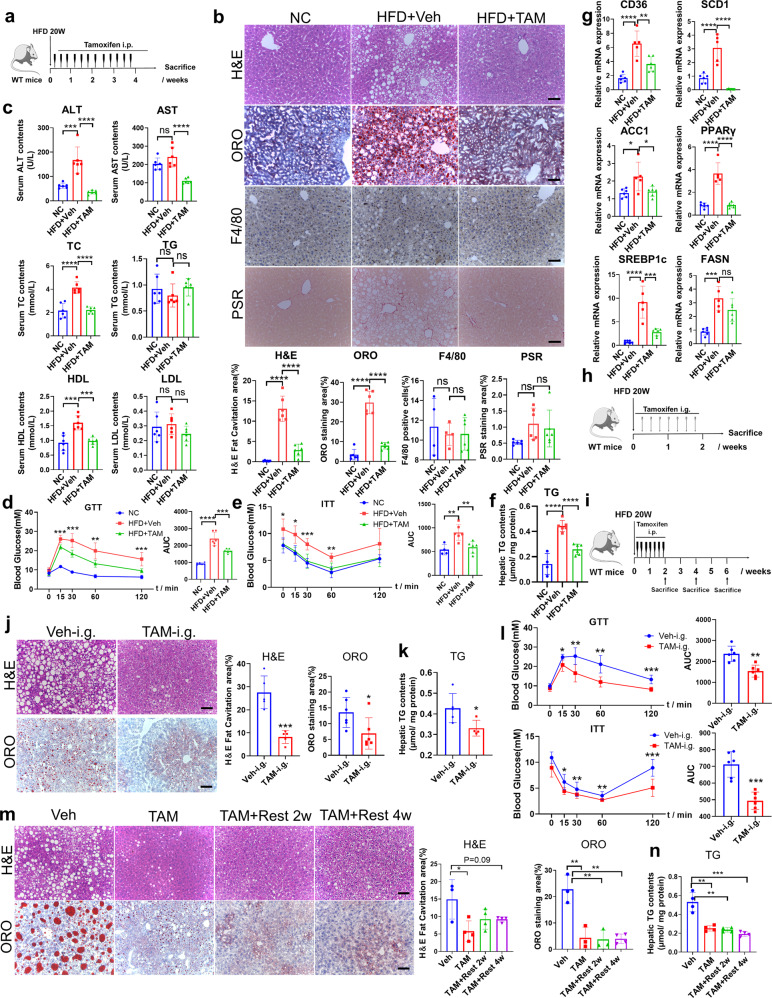
Tamoxifen ameliorated NAFLD in HFD-induced model. **a** Dosing scheme of tamoxifen on male C57BL/6 mice fed with high-fat diets for 20 weeks. Dose of tamoxifen: 100 mg/kg. **b** Liver sections from tamoxifen group and vehicle group in mice fed with high fat diets were performed H&E, ORO, F4/80 IF, and PSR staining. Mice fed with normal diets and administrated with vehicle were as controls. H&E fat cavitation area, ORO staining area, F4/80 positive cells percentage and PSR staining area were quantitatively compared. Scale bar:100 μm. **c** Serum analysis of ALT, AST, TC, TG, and LDL in high fat diets-induced mice administrated with tamoxifen or vehicle. Mice fed with normal diets and administrated with vehicle were as controls. **d** GTT experiment was performed on control mice or high fat diets-induced mice administrated with tamoxifen or vehicle and area under curve was quantitatively compared. **e** ITT experiment was performed on control mice or high fat diets-induced mice administrated with tamoxifen or vehicle and area under curve was quantitatively compared. **f** Hepatic TG levels were examined and normalized by protein levels. **g** RNA was extracted from isolated hepatocytes of control mice or high fat diets-induced mice administrated with tamoxifen or vehicle and expression of lipogenic genes was determined by RT-qPCR with β-actin as an internal control. **h** Dosing scheme of oral tamoxifen administration on male C57BL/6 mice fed with high-fat diets for 20 weeks. Dose of tamoxifen: 100 mg/kg. **i** Male C57BL/6 mice fed with high-fat diets for 20 weeks were administrated with 100 mg/kg tamoxifen intraperitoneally for 2 weeks and ceased treatment for 2 or 4 weeks. **j** Liver sections from male HFD-induced mice administrated with tamoxifen or vehicle orally for 2 weeks were performed H&E and ORO staining and H&E fat cavitation area, and ORO staining area was quantitatively compared. Scale bar:100 μm. **k** Hepatic TG levels were examined and normalized by protein levels. **l** GTT and ITT experiments were performed on male HFD-induced mice administrated with tamoxifen or vehicle orally for 2 weeks and area under curve was quantitatively compared. **m** Liver sections from male HFD-induced mice administrated with tamoxifen or vehicle for 2 weeks and ceased tamoxifen treatment for 2 or 4 weeks were performed H&E and ORO staining and H&E fat cavitation area and ORO staining area was quantitatively compared. Scale bar: 100 μm. **n** Hepatic TG levels were examined and normalized by protein levels. Bars = means ± SD; *n* = 3 to 6; ns, no significance; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001

### Oral administration of tamoxifen effectively improves HFD-induced NAFLD

Considering that tamoxifen is usually delivered orally in clinical practice, we investigated whether oral tamoxifen administration alleviated NAFLD in HFD-induced NAFLD mice. NAFLD mice were administrated with 100 mg/kg tamoxifen or vehicle by oral gavage every other day for 2 weeks (Fig. 4h). Oral tamoxifen administration didn’t change body weight and liver weight (Supplementary Fig. S5a). However, serum ALT, TC, HDL, and LDL levels were decreased and glucose and insulin intolerance were improved notably (Fig. 4l and Supplementary Fig. S5b). Consistent with previous results, oral tamoxifen administration alleviated hepatic steatosis (Fig. 4j, k). These results collectively suggested that either intraperitoneal injection or oral administration of tamoxifen can effectively improve hepatic steatosis and metabolic dysfunction.

### The therapeutic effect of tamoxifen lasts after cessation of treatment

Whether the therapeutic effect of tamoxifen can be sustained after drug withdrawal remains unknown. To address this issue, we administrated 100 mg/kg tamoxifen intraperitoneally every other day for 2 weeks on HFD-induced NAFLD mice. Mice were sacrificed 2 or 4 weeks after the treatment (Fig. 4i). The body weight decreased in a time-dependent manner but liver weight showed no difference among different groups (Supplementary Fig. S6a, b). Intriguingly, serum ALT and AST levels decreased after drug withdrawal however serum TC, TG, HDL, and LDL levels increased (Supplementary Fig. S6c). Likewise, after drug withdrawal, the glucose intolerance was restored gradually and insulin tolerance remained unchanged (Supplementary Fig. S6d). However, drug withdrawal did not increase hepatic steatosis (Fig. 4m, n). The above results indicated that the therapeutic effect of tamoxifen on hepatic steatosis and liver injury could last at least 4 weeks.

### Short-term tamoxifen treatment alleviates HFD-induced hepatic steatosis

To verify whether short-term tamoxifen treatment is also effective, pair-fed male mice were administrated with 100 mg/kg tamoxifen intraperitoneally every other day for 14 days following 20-week HFD feeding (Supplementary Fig. S7a). After tamoxifen administration, the body weight was lost (Supplementary Fig. S7b, c) and the glucose and insulin intolerance were ameliorated in short-term HFD-treated mice (Supplementary Fig. S7d, e). Consistently, hepatic steatosis was alleviated (Supplementary Fig. S7f, h) and serum levels of ALT, AST, TC, HDL-C, and LDL-C were lowered by tamoxifen treatment as well (Supplementary Fig. S7g). To verify the involved mechanism, we performed RT-qPCR and found that tamoxifen didn’t increase mRNA expression of TG export and glucogenic-related genes (Supplementary Fig. S7i). These results collectively demonstrated that short-term tamoxifen administration showed the same effect on the treatment of fatty liver disease.

### The therapeutic effect of tamoxifen on metabolic dysfunction is dose-dependent

To evaluate whether the therapeutic effect of tamoxifen is dose-dependent, we analyzed mice administrated with different doses of tamoxifen (10 mg/kg, 50 mg/kg, and 100 mg/kg) following 20-week HFD feeding. Notably, administration of tamoxifen at different doses did not change liver weight or body weight (Supplementary Fig. S8a) but reduced serum levels of ALT, AST, TC, and HDL-C (Supplementary Fig. S8b) and alleviated hepatic steatosis without difference (Supplementary Fig. S8c–e). To further investigate the therapeutic effect of tamoxifen at lower doses, we analyzed mice administrated with tamoxifen for 1 or 5 mg/kg following 20-week HFD feeding. Lower-dose tamoxifen treatment didn’t change body weight and liver weight (Supplementary Fig. S9a) and did not alter serum ALT, AST, TC, TG, and HDL concentrations and glucose and insulin tolerance (Supplementary Fig. S9b, c). H&E and ORO staining and hepatic TG measurement revealed that lower-dose tamoxifen decreased hepatic steatosis and hepatic TG and 5 mg/kg tamoxifen treatment decreased more TG deposition than that of 1 mg/kg tamoxifen treatment (Supplementary Fig. S9d, e), revealing that tamoxifen treatment could alleviate hepatic steatosis in a dose-dependent manner. The above results suggested that the therapeutic effect of tamoxifen on metabolic dysfunction was dose-dependent and the dose range is lower for steatosis for tamoxifen than for other metabolic parameters.

### Tamoxifen has no sex disparity in fatty liver treatment

As mentioned previously, tamoxifen is a SERM. 

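The paper's RNA sequencing compared hepatocytes of mice given vehicle or tamoxifen, with 2 libraries per group. Lists of pathway genes were written before the data were examined. Of 77 genes of estrogen signaling, 70 were tested with limma. At an adjusted p under 0.05, 47 of them were lower after tamoxifen, 2 were higher and 21 did not pass (49 and 2 when adjusted over the list alone; 22 lower and 5 higher after quantile normalization, 31 lower and 1 higher without vehicle 2, 28 lower and 1 higher without tamoxifen 1, 27 lower and 1 higher without tamoxifen 2). Hspa1a, a heat shock chaperone, fell by 3.06 on the log2 scale (standard error 0.53, adjusted p = 0.00373 from limma). Adcy7, an adenylate cyclase, fell by 2.97 and Prkcd, a protein kinase C, fell by 2.69. Ctsd, a lysosomal protease with high levels, changed from 1129 ± 387 FPKM in vehicle to 212 ± 7.33 FPKM in tamoxifen (SD, n = 2 libraries each). Esr1, the transcript of the estrogen receptor itself, was at 3.66 ± 0.481 FPKM in vehicle and 3.77 ± 0.148 FPKM in tamoxifen (log2 fold change 0.036, standard error 0.23, adjusted p = 0.903 from limma). After quantile normalization its log2 fold change was 0.90 (adjusted p = 0.0362 from limma). The list's median log2 fold change was -0.95 (-0.42 after rescaling by median ratios, -0.27 after quantile normalization). Camera, which tests a list against all other genes, placed it lower at a preset correlation of 0.01 between genes (adjusted p = 0.0187). That p is too small if the genes correlate more. With an estimated correlation between genes, 0.23, the list did not pass (adjusted p = 0.740 from camera). With that setting 0 of 55 lists passed (lowest adjusted p = 0.393 from camera), so with 2 libraries per group it does not tell lists apart. After rescaling by median ratios, 26 members were lower and 2 were higher. In vehicle 2, 55 of 70 were higher than in vehicle 1, as were 8248 of all 11633 genes tested. Markers of other cell types moved the same way, at medians of -3.02 for Kupffer cells and macrophages, -1.85 for liver endothelial cells and -3.00 for stellate cells and fibroblasts.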

RNA-sequence of tamoxifen-treated hepatocytes confirmed the inactivation of estrogen-related signaling pathways (Supplementary Fig. S10a). To clarify whether the therapeutic effect of tamoxifen was gender or ER-dependent, we first discovered the influence of sex disparity in tamoxifen treatment. Both male and female mice were administrated with 100 mg/kg tamoxifen as previous description (Figs. 3a and 5a). Except for body weight, no significant change of liver weight and liver to body weight ratio was inspected between male and female mice following tamoxifen treatment (Supplementary Fig. S10b). Tamoxifen treatment reduced serum levels of TC, TG, HDL-C, and LDL-C in male mice and decreased ALT, TC, and HDL-C in female mice (Fig. 5c). Then, we compared the decreased ratio of serum levels of TC, TG, HDL-C and LDL-C between male and female mice. Notably, TC and TG decreased less in tamoxifen-treated female mice than in male ones while the decrease in serum HDL-C and LDL-C showed no difference (Fig. 5d). H&E and ORO staining and hepatic TG measurement revealed that tamoxifen attenuated hepatic steatosis in both male and female mice (Figs. 3h and 5e, f). Moreover, the reduction of fat cavitation showed no difference between male and female mice, however, the reduction of ORO staining areas in female mice is greater than it in male ones (Fig. 5g), which was inconsistent with the findings shown in Fig. 5d, implying sex disparity may probably have no influence on tamoxifen treatment.

**Fig. 5:**
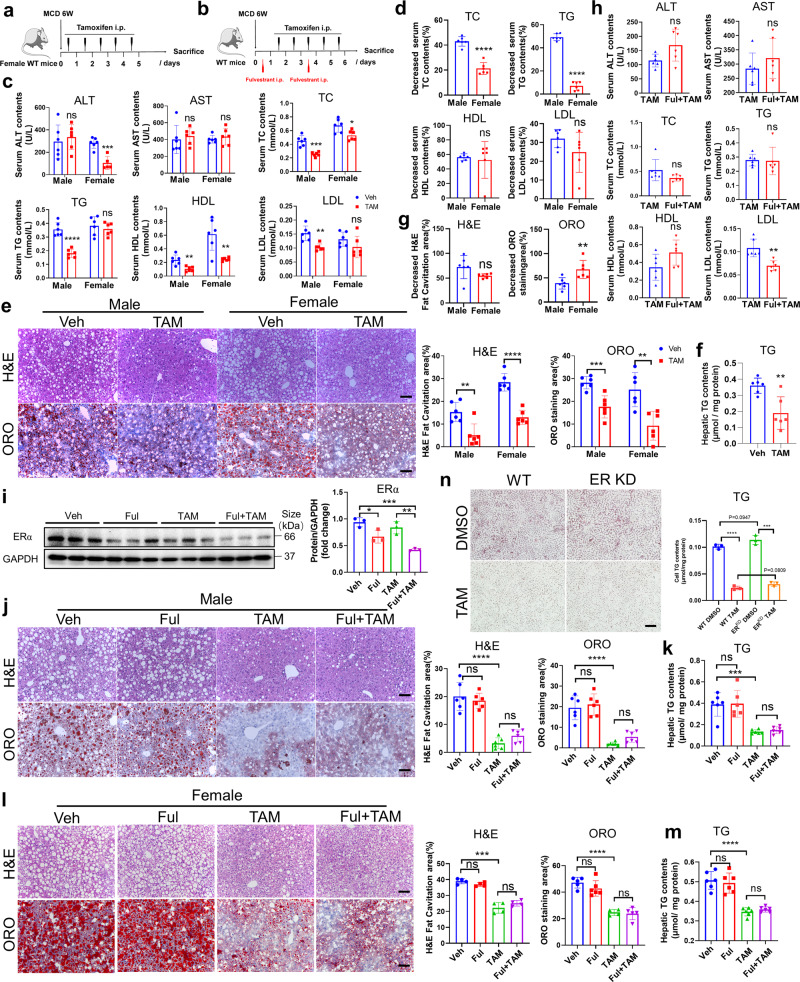
The therapeutic role of tamoxifen was independent of sex disparity and estrogen receptor. **a** Dosing scheme of tamoxifen on female C57BL/6 mice fed with MCD diets for 6 weeks. Dose of tamoxifen: 100 mg/kg. **b** Dosing scheme of tamoxifen combined with ER antagonist-fulvestrant on C57BL/6 mice fed with MCD diets for 6 weeks. Dose of tamoxifen: 100 mg/kg. **c** Serum analysis of ALT, AST, TC, TG, HDL, and LDL in MCD diets-induced male and female mice administrated with tamoxifen or vehicle. **d** Comparison of the decreased serum TC, TG, HDL, and LDL concentrations caused by tamoxifen between male and female mice. **e** Liver sections from male or female MCD diets-induced mice administrated with tamoxifen or vehicle were performed H&E and ORO staining. H&E fat cavitation area and ORO staining area were quantitatively compared. Scale bar: 100 μm. **f** Hepatic TG measurement in female MCD-induced NASH mice administrated with tamoxifen or vehicle. **g** Comparison of the decreased H&E fat cavitation area and ORO staining area caused by tamoxifen between male and female mice. **h** Serum analysis of ALT, AST, TC, TG, HDL, and LDL in male MCD diets-induced mice administrated with tamoxifen or tamoxifen + fulvestrant. **i** Protein levels of estrogen receptor in liver tissues from NASH mice administrated with tamoxifen w/o fulvestrant were determined by western blotting and quantitatively compared. **j** Liver sections from male MCD diets-induced mice administrated with vehicle, fulvestrant, tamoxifen or tamoxifen + fulvestrant were performed H&E and ORO staining. H&E fat cavitation area and ORO staining area were quantitatively compared. Scale bar: 100 μm. **k** Hepatic TG levels were examined on male MCD diets-induced mice administrated with vehicle, fulvestrant, tamoxifen, or tamoxifen + fulvestrant. **l** Liver sections from female MCD diets-induced mice administrated with vehicle, fulvestrant, tamoxifen or tamoxifen + fulvestrant were performed H&E and ORO staining. H&E fat cavitation area and ORO staining area were quantitatively compared. Scale bar: 100 μm. **m** Hepatic TG levels were examined on female MCD diets-induced mice administrated with vehicle, fulvestrant, tamoxifen, or tamoxifen + fulvestrant. **n** WT and ER knockdown AML12 cells were treated with PA for 36 h and then treated with 40 μM tamoxifen for another 36 h. ORO staining and cellular TG measurement were performed. Scale bar:100 μm. Bars = means ± SD; *n* = 3–6; ns, no significance; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001

### Tamoxifen treats hepatic steatosis estrogen receptor independently

To clarify whether tamoxifen ameliorates fatty liver through ER, we employed a pharmacological ER antagonist (fulvestrant) to facilitate ER degradation.^28,29^ As shown in Fig. 5b, 100 mg/kg fulvestrant was administrated twice during 100 mg/kg tamoxifen treatment. WB results showed that fulvestrant could effectively reduce hepatic ER protein expression (Fig. 5i). Interestingly, fulvestrant did not affect ALT, AST, TC, TG, and HDL-C in tamoxifen-treated mice (Fig. 5h). Additionally, fulvestrant made no change to the therapeutic effect of tamoxifen on hepatic steatosis (Fig. 5j, k). In female mice, fulvestrant didn’t change body weight or liver weight (Supplementary Fig. S10c). Fulvestrant decreased serum TC and HDL levels but didn’t change serum levels of ALT, AST, TG and LDL (Supplementary Fig. S10f). Similarly, fulvestrant administration exerted no influence on the therapeutic effect of tamoxifen on hepatic steatosis in female mice (Fig. 5l, m). To exclude the potential interference of fulvestrant on extrahepatic tissues, we use ER shRNA to suppress the expression of ER on AML12 cell line. RT-qPCR and WB results suggested that ER shRNA decreased cellular ER expression notably (Supplementary Fig. S10d, e). Consistently, the effect of tamoxifen on decreasing TG accumulation was not affected by ER knockdown (Fig. 5n). Above results collectively proved that the treatment of tamoxifen on lipid metabolism is independent of ER.

### Tamoxifen impedes hepatic steatosis by inhibiting JNK/MAPK pathway

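Hepatocytes were isolated from male mice fed a methionine- and choline-deficient diet for 6 weeks, a model of steatohepatitis. The mice received vehicle or tamoxifen at 100 mg/kg on 5 days. Messenger RNA was sequenced, and the authors deposited FPKM values, fragments per kilobase of transcript scaled to the mapped fragments of the library, rounded to 2 decimals. Their genome build and annotation are not given in the sources used here. Read counts are not given either. The spacing of the lowest values of genes with 1 annotated transcript corresponds to about 20700000 and 19800000 mapped fragments in vehicle 1 and 2. In tamoxifen 1 and 2 it corresponds to about 17800000 and 16600000. The 100 most abundant genes took 53.8% and 46.1% of the summed FPKM in the vehicle libraries and 62.6% and 65.0% in the tamoxifen libraries. FPKM values are shares of a library, so a larger share of these genes lowers the values of the others. Genes at 1 FPKM or more in at least 2 libraries, 11633 in all, were compared on log2(FPKM + 1). Fold changes are on that scale, which understates the changes of low genes. The labels do not say whether the libraries of a group come from separate mice, so p-values measure only the spread between these libraries.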

In order to elucidate the mechanisms involved in the treatment of tamoxifen on NAFLD, RNA-sequence was performed in isolated hepatocytes of fatty liver. Correlation heatmap and principal component analysis showed clearly separated clusters for the multiple samples (Supplementary Fig. S11a, b). 

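Pearson's r of log2(FPKM + 1) across genes, which are not independent replicates, was 0.958 between the vehicle libraries and 0.981 between the tamoxifen libraries. Vehicle 1 had r of 0.906 and 0.898 with tamoxifen 1 and 2, and vehicle 2 had r of 0.820 and 0.826. Every r within a group therefore exceeded every r between groups, by at least 0.0521. On untransformed FPKM the margin was 0.0185. The first principal component held 90.4% of the variance, with vehicle 1 at -41.5, vehicle 2 at -82.1 and tamoxifen 1 and 2 at 61.0 and 62.7. Vehicle 2 thus lay farther from the tamoxifen libraries than vehicle 1 did. Markers of Kupffer cells, the resident macrophages of the liver, were higher in vehicle 2 than in vehicle 1 by a median of 0.97 on the log2 scale. Interferon-stimulated genes were higher by 1.45, and hepatocyte markers differed by -0.37. A set of 22 genes of pancreatic acinar cells, listed after the values were seen, summed to 11.9 FPKM in vehicle 1 and 1536 FPKM in vehicle 2. In tamoxifen 1 and 2 they summed to 11.5 and 54.7 FPKM. How far each group of genes adds to the distance of vehicle 2 was not tested. With 2 libraries against 2 there are 3 ways to divide them, so the separation was not tested.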

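Mmp12, a macrophage elastase, changed from 700.0 ± 327 FPKM in vehicle to 14.1 ± 0.332 FPKM in tamoxifen (SD, n = 2 libraries each). Its log2 fold change of -5.46 was the largest fall among genes with a mean of at least 5 FPKM. Clec7a, a receptor of myeloid cells, fell by 5.13 (standard error 0.31) and Hamp2, a hepcidin, fell by 5.06 (standard error 0.35). Gpnmb, a glycoprotein of lipid-laden macrophages, fell by 4.88, and Cdc20, which drives mitosis, fell by 4.45. Rises were fewer. They included Cyp17a1, a steroid hydroxylase, at 4.97 (standard error 0.31), and Slc3a1, a subunit of an amino acid transporter, at 3.54 (standard error 0.19). At an adjusted p under 0.05 from limma, 5432 genes were lower and 501 were higher, so 91.6% of the calls were lower. The legend of Fig. 6 gives a fold change, a P and a false discovery rate without saying which analysis each belongs to. At the study's thresholds, read here as a fold change above 1.5 and an unadjusted P under 0.05 for genes, 5829 were lower and 545 were higher.

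**Figure D1:**
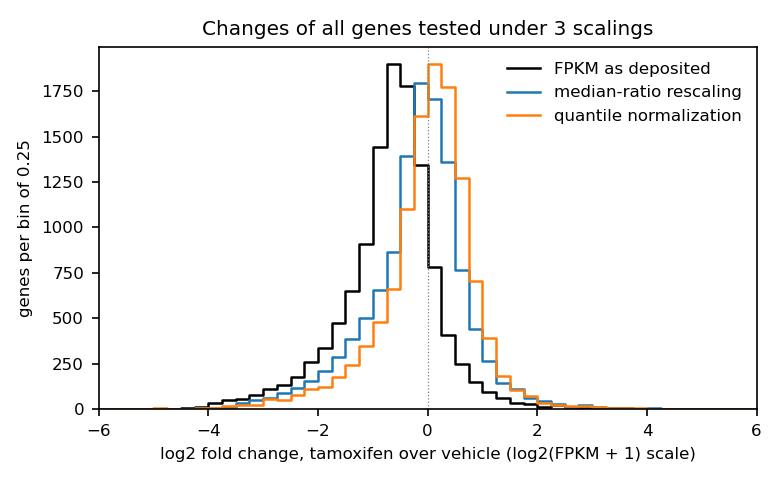
Number of genes per bin of 0.25 in log2 fold change, tamoxifen over vehicle on the log2(FPKM + 1) scale, with FPKM as deposited, after rescaling by median ratios and after quantile normalization. The medians lie at -0.60, -0.11 and 0.094.

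The split depended on the scaling of the values, since the median of all genes tested moved with it. After rescaling by median ratios 2647 genes were lower and 1256 were higher, which is 67.8% lower. After quantile normalization 1595 were lower and 1563 were higher, which is 50.5% lower. At the study's thresholds the counts were 2984 lower and 1543 higher after rescaling by median ratios. They were 2007 lower and 2163 higher after quantile normalization. Without vehicle 2, 3545 genes were lower and 270 were higher. Without tamoxifen 1 the counts were 3030 and 279, and without tamoxifen 2 they were 2555 and 263.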

Volcano plot suggested that most differentially expressed genes (DEGs) were downregulated after tamoxifen treatment (Supplementary Fig. S11c). Consistent with RT-qPCR results, gene heatmap revealed that genes associated with lipid metabolism, inflammation, fibrosis and apoptosis were inactivated by tamoxifen (Fig. 6a). 

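Of the 39 genes labelled in Fig. 6a, 37 were tested and 37 were lower after tamoxifen at an adjusted p under 0.05 from limma. Their log2 fold changes ran from -4.70 to -1.10. The study chose these genes on these samples, so the count is not independent evidence of their direction. Scd1, a stearoyl-CoA desaturase of lipid synthesis, lies on chromosome 19 from 44394455 to 44407879 in GRCm38 (GENCODE M21; the authors' build is not given in the sources used here). It was at 24.7 and 49.8 FPKM in the vehicle libraries and at 5.79 and 1.82 FPKM in the tamoxifen libraries. This is a log2 fold change of -3.05 (standard error 0.46, adjusted p = 0.00222 from limma). Cd36, a fatty acid receptor, changed from 368 ± 89.2 FPKM to 99.6 ± 15.4 FPKM (SD, n = 2 libraries each). Among the inflammation genes Cxcl2, a neutrophil chemokine, fell by 4.45 on the log2 scale. Among the fibrosis genes Col3a1, a collagen chain, fell by 4.70 and Tgfb1 fell by 3.15. Among the apoptosis genes Ctss, a protease of antigen-presenting cells, fell by 3.96 and Trp53 fell by 1.88 (-1.23 after quantile normalization). Medians were -2.60 for lipid metabolism, -3.26 for inflammation, -2.66 for fibrosis and -1.64 for apoptosis (-1.09 after rescaling by median ratios). Cxcl5 and Tgfb3 were below the filter on low values. Markers of Kupffer cells and macrophages moved the same way, at a median of -3.02. After quantile normalization 32 of the 37 were lower. In vehicle 2, 35 of them were higher than in vehicle 1, as were 8248 of all 11633 genes tested.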

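Genes of chemokine signaling, which guides leukocytes, passed the study's thresholds in 64 of 67 cases, against 54.8% of all genes tested (odds ratio 17.8, adjusted p = 1.76e-12 from Fisher's exact test, two-sided, against all genes tested). The test counts genes, which are not independent replicates, so its p-values do not measure the spread between libraries. In ECM-receptor interaction 48 of 49 passed (adjusted p = 1.00e-10 from Fisher's exact test). Cd44, a hyaluronan receptor of this list, fell by 3.63 on the log2 scale. Of the fibrosis genes 34 of 35 passed (adjusted p = 1.75e-07 from Fisher's exact test). Inflammatory cytokines and receptors passed in 31 of 34 cases (adjusted p = 1.54e-05 from Fisher's exact test). In leukocyte transendothelial migration 58 of 69 passed (adjusted p = 9.28e-07 from Fisher's exact test), and Itgb2, a leukocyte integrin, fell by 4.54. In camera with an estimated correlation none of these 5 lists passed (adjusted p = 0.740 for each). Nor did any other of the 55 lists tested, so that setting does not tell them apart. Of the apoptosis genes 48 of 72 passed (odds ratio 1.66, adjusted p = 0.0621 from Fisher's exact test). The list did not pass after rescaling by median ratios or quantile normalization either (adjusted p = 0.243 and 0.559 from Fisher's exact test). It passed without a filter on low values and at a fold change above 2 (adjusted p = 4.76e-05 and 0.00423 from Fisher's exact test). Without vehicle 1, vehicle 2, tamoxifen 1 or tamoxifen 2 the odds ratio of these genes was 2.13, 1.45, 2.03 and 1.71. In limma 45 of them were lower and 0 higher (47 and 0 when adjusted over the list alone; 0 higher at an unadjusted p under 0.05; 28 lower and 1 higher after rescaling by median ratios, 20 lower and 4 higher after quantile normalization, 29 lower without tamoxifen 2). Bcl2a1b, an antiapoptotic BCL2 relative with near-identical copies, fell by 4.22. Of the genes of insulin signaling and resistance 42 of 75 passed (odds ratio 1.05, adjusted p = 0.907 from Fisher's exact test). In limma 35 of 75 were lower and 5 higher (36 and 5 when adjusted over the list alone; 17 lower and 10 higher after rescaling by median ratios, 8 lower and 9 higher after quantile normalization, 16 lower and 5 higher without tamoxifen 1, 16 lower and 2 higher without tamoxifen 2), with Pck1, a gluconeogenic enzyme, at 1.27, a call lost without vehicle 2 (adjusted p = 0.0684 from limma), without tamoxifen 2 (adjusted p = 0.116 from limma), after quantile normalization (log2 fold change 0.80, adjusted p = 0.0644 from limma) and without a filter on low values (adjusted p = 0.0544 from limma). In TNF signaling 44 of 69 passed (adjusted p = 0.191 from Fisher's exact test). The list passed without a filter on low values and at a fold change above 2 (adjusted p = 0.00168 and 0.0161 from Fisher's exact test). It did not after rescaling by median ratios or quantile normalization (adjusted p = 0.243 and 0.222 from Fisher's exact test). Its odds ratio was 1.46 with all 4 libraries, and 1.62, 1.13, 1.68 and 1.67 without vehicle 1, vehicle 2, tamoxifen 1 or tamoxifen 2. The lists are not KEGG's own. Markers of monocytes and lipid-associated macrophages moved with these groups, 13 of 13 lower, at a median log2 fold change of -3.02.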

In KEGG analysis of DEGs, we found that inflammation, fibrosis, apoptosis and insulin resistance pathways were enriched (Fig. 6b). 

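In the list of Ras signaling, 79 of 106 genes were lower after tamoxifen, 3 were higher and 24 did not pass at an adjusted p under 0.05 from limma (82 and 4 when adjusted over the list alone; 44 lower and 8 higher after quantile normalization). Csf1r, the receptor of macrophage colony-stimulating factor and a member of the Ras and MAPK lists, changed from 175 ± 85.3 FPKM to 10.9 ± 6.47 FPKM (SD, n = 2 libraries each). Rac2, a GTPase of blood cells, fell by 3.04 on the log2 scale and Rasa4, which inactivates Ras, fell by 2.90. Igf1, a growth factor made by hepatocytes, rose by 1.23 (standard error 0.21, adjusted p = 0.00369 from limma). At the study's thresholds 84 of 106 Ras genes were called (odds ratio 3.18, adjusted p = 8.36e-07 from Fisher's exact test, two-sided). Of the MAPK genes 142 of 206 were called (odds ratio 1.85, adjusted p = 8.00e-05 from Fisher's exact test). In camera with an estimated correlation they did not pass (adjusted p = 0.740 for Ras and adjusted p = 0.753 for MAPK), and neither did any other of the 55 lists. With values rescaled by median ratios, 57 Ras genes were lower and 5 were higher. Ras members were higher in vehicle 2 than in vehicle 1 by a median of 0.48. Markers of Kupffer cells and macrophages moved with the Ras list, 16 of 17 lower at a median of -3.02.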

More importantly, MAPK signaling pathway and its key upstream regulator-Ras signaling, were obviously enriched as well (Fig. 6b). 

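Of 253 genes of MAPK signaling, 206 were tested. At an adjusted p under 0.05 from limma, 131 were lower after tamoxifen, 8 were higher and 67 did not pass (137 and 9 when adjusted over the list alone; 61 lower and 13 higher after quantile normalization, 84 lower and 3 higher without tamoxifen 2). Il1b, an inflammatory cytokine, was at 46.2 and 91.5 FPKM in the vehicle libraries and at 4.20 and 3.22 FPKM in the tamoxifen libraries. Tnf fell by 3.92 on the log2 scale (standard error 0.45). Of 53 ligands and receptors 35 were lower and 6 higher (37 and 7 when adjusted over the list alone; 21 lower and 7 higher after quantile normalization). Egfr, the epidermal growth factor receptor, rose by 2.28, and it was singled out after its value was seen. Of 103 adaptors, phosphatases and targets 65 were lower and 2 higher (68 and 2 when adjusted over the list alone; 38 lower and 5 higher after rescaling by median ratios, 30 lower and 4 higher after quantile normalization, 43 lower without tamoxifen 1, 38 lower without tamoxifen 2). Nr4a1, an immediate early nuclear receptor, fell by 3.60, Dusp2, a MAPK phosphatase, fell by 3.49 and Flna, an actin crosslinker, fell by 3.62. Of 50 kinases of the cascade 31 were lower and 0 higher in limma (33 and 0 when adjusted over the list alone; 0 higher at an unadjusted p under 0.05; 16 lower and 1 higher after rescaling by median ratios, 10 lower and 2 higher after quantile normalization, 18 lower without vehicle 2, 18 lower and 1 higher without tamoxifen 1, 16 lower without tamoxifen 2). Map4k4 fell by 2.35 and Map4k1, a kinase of blood cells, fell by 1.80 (-0.85 after quantile normalization).

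**Figure D2:**
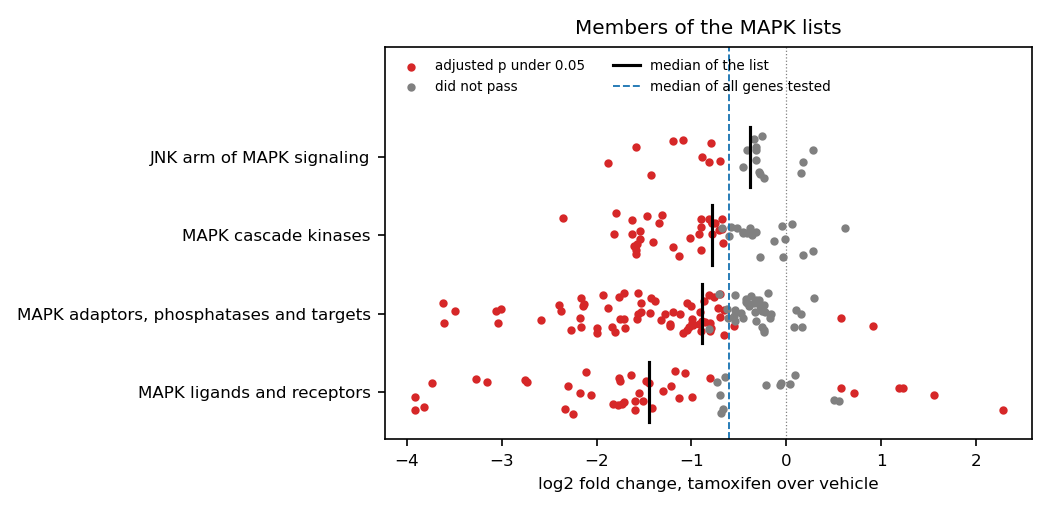
Log2 fold change of each tested member of the MAPK lists and of the JNK arm, 1 point per gene, tamoxifen over vehicle on the log2(FPKM + 1) scale; red points passed an adjusted p under 0.05. Black bars mark list medians, -1.45 for ligands and receptors, -0.89 for adaptors, phosphatases and targets, -0.78 for kinases and -0.38 for the JNK arm, and the dashed line marks the median of all genes tested. In this order the medians were -0.60, -0.22, -0.10 and 0.17 after quantile normalization, and the last 3 were -0.36, -0.23 and 0.11 after rescaling by median ratios.

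The median of the whole list differed from that of all genes tested by -0.30. After rescaling by median ratios 83 members were lower and 13 were higher. Of the 206 members, 167 were higher in vehicle 2 than in vehicle 1, as were 8248 of all 11633 genes tested. Markers of monocytes and lipid-associated macrophages moved with the list, at a median of -3.02.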

The heatmap further confirmed that most of the genes in MAPK signaling pathway were downregulated by tamoxifen treatment (Fig. 6c). 

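Median log2 fold changes after tamoxifen were -2.11 for chemokine signaling, -1.51 for toll like receptor signaling, -1.22 for Ras, -1.05 for TGF-beta, -0.91 for MAPK and -0.79 for p53 signaling. In this order they were -1.24, -0.71, -0.63, -0.33, -0.24 and 0.11 after quantile normalization, where that of p53 signaling lay above 0. TGF-beta, MAPK and p53 signaling were at -0.54, -0.42 and -0.33 after rescaling by median ratios. Of 67 chemokine signaling genes 62 were lower and 2 higher at an adjusted p under 0.05 from limma (62 and 2 when adjusted over the list alone). Ccl3, a chemokine of macrophages, fell by 3.98 and its relative Ccl4 fell by 3.90 on the log2 scale. Cxcl1, a neutrophil chemokine, rose by 1.57 (2.43 without tamoxifen 2), a call lost without vehicle 1 (adjusted p = 0.124 from limma), without vehicle 2 (adjusted p = 0.169 from limma), without tamoxifen 1 (log2 fold change 0.71, adjusted p = 0.121 from limma), after quantile normalization (adjusted p = 0.0542 from limma), without a filter on low values (adjusted p = 0.117 from limma) and with sample weights (adjusted p = 0.0563 from limma). Of 56 toll like receptor genes 39 were lower and 1 higher (39 and 1 when adjusted over the list alone; 21 lower and 2 higher after quantile normalization), and Tlr4 changed from 7.06 ± 3.17 FPKM to 0.465 ± 0.0636 FPKM (SD, n = 2 libraries each). In TGF-beta signaling 34 of 53 were lower and 1 higher (40 and 2 when adjusted over the list alone; 20 lower and 3 higher after rescaling by median ratios, 13 lower and 4 higher after quantile normalization). Dcn, a matrix proteoglycan of stellate cells, fell by 3.36 and Thbs1, a matrix protein, fell by 3.22. In p53 signaling 31 of 58 were lower and 2 higher (32 and 2 when adjusted over the list alone; 18 lower and 3 higher after rescaling by median ratios, 15 lower and 4 higher after quantile normalization, 19 lower and 2 higher without tamoxifen 2), and Ccnb1, a mitotic cyclin, fell by 3.33. Camera placed chemokine (adjusted p = 5.14e-08), Ras (adjusted p = 0.00136) and toll like receptor signaling (adjusted p = 0.00340) below other genes. It did so for MAPK (adjusted p = 0.00965) and TGF-beta signaling (adjusted p = 0.0305), and p53 signaling did not pass (adjusted p = 0.356). With an estimated correlation none of these lists passed, at an adjusted p = 0.753 for MAPK and an adjusted p = 0.740 for chemokine, Ras, toll like receptor and TGF-beta signaling. No other of the 55 lists passed with it either. TGF-beta signaling also lost its call without vehicle 1 (adjusted p = 0.0804 from camera) and without vehicle 2 (adjusted p = 0.0617 from camera). Markers of liver endothelial cells moved with these lists, 20 of 20 lower, at a median of -1.85.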

Besides, GSEA analysis showed that MAPK and Ras signaling pathway (Fig. 6d), coupled with other signaling pathways such as chemokine signaling pathway, toll like receptor signaling pathway, TGF-β signaling pathway and P53 signaling pathway were extensively inhibited by tamoxifen treatment (Fig. 6e). Interestingly, GSEA analysis proved that tamoxifen facilitated fatty acid degradation instead of inhibiting fatty acid biosynthesis (Supplementary Fig. S11d). In addition, inflammation and fibrosis-related signaling pathways were found to be downregulated notably in tamoxifen-treated hepatocytes (Supplementary Fig. S11e, f). 

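Of 49 genes of fatty acid degradation, 4 were higher after tamoxifen, 4 were lower and 41 did not pass at an adjusted p under 0.05 from limma (1 higher and 2 lower when adjusted over the list alone; 5 higher after quantile normalization, 6 higher and 2 lower without vehicle 1, 1 higher and 3 lower without vehicle 2, 1 higher and 4 lower without tamoxifen 1, 3 higher and 1 lower without tamoxifen 2). Cyp4a10, a fatty acid hydroxylase with close paralogs, rose by 1.48 (standard error 0.24, adjusted p = 0.00303 from limma). Acox3, a peroxisomal oxidase, fell by 1.26 (standard error 0.21, adjusted p = 0.00351 from limma). It was at -0.71 after rescaling by median ratios and at -0.60 after quantile normalization, where it did not pass (adjusted p = 0.0550 from limma). Cpt1a, which admits fatty acids to mitochondria, was at 109.8 ± 13.3 FPKM in vehicle and 114 ± 25.3 FPKM in tamoxifen (SD, n = 2 libraries each). Its log2 fold change of 0.037 did not pass (adjusted p = 0.904 from limma). Of 32 genes of fatty acid synthesis 11 were lower and 2 higher (11 and 2 when adjusted over the list alone; 4 lower and 6 higher after quantile normalization, 7 lower and 1 higher without vehicle 1, 4 lower and 2 higher without tamoxifen 2). Scd2, a desaturase, fell by 2.52 on the log2 scale. Srebf1, a regulator of lipid synthesis, fell by 1.21, a call lost without vehicle 1 (adjusted p = 0.113 from limma), without vehicle 2 (adjusted p = 0.0907 from limma), without tamoxifen 2 (log2 fold change -0.69, adjusted p = 0.129 from limma), after quantile normalization (log2 fold change -0.71, adjusted p = 0.161 from limma) and without a filter on low values (adjusted p = 0.0787 from limma). After rescaling by median ratios Srebf1 had a log2 fold change of -0.65 (adjusted p = 0.183 from limma). Lpin1, a phosphatidate phosphatase, rose by 2.00, a call lost without vehicle 2 (adjusted p = 0.0580 from limma). Fasn, fatty acid synthase, had a log2 fold change of -0.56 (adjusted p = 0.154 from limma) and was at 0.020 after quantile normalization. The medians of -0.033 for degradation and -0.25 for synthesis lay above that of all genes tested. They were 0.49 and 0.30 after rescaling by median ratios and 0.25 and 0.24 after quantile normalization. Leaving out vehicle 1, vehicle 2, tamoxifen 1 or tamoxifen 2 gave 0.12, -0.19, -0.23 and 0.16 for degradation and -0.054, -0.50, -0.48 and -0.090 for synthesis. With the values as deposited camera placed both lists above other genes although both medians were below 0 (adjusted p = 2.49e-07 and adjusted p = 0.0362; adjusted p = 0.740 for both with an estimated correlation). After rescaling by median ratios 10 degradation genes were higher and 1 was lower, and 8 synthesis genes were higher and 4 were lower. Fatty acid synthesis and lipogenesis lost its call under that scaling (adjusted p = 0.0530 from camera), without vehicle 2 (adjusted p = 0.188 from camera), without tamoxifen 1 (adjusted p = 0.399 from camera), with a stricter filter on low values (adjusted p = 0.0992 from camera) and after quantile normalization (adjusted p = 0.703 from camera). After quantile normalization degradation also lost its call (adjusted p = 0.114 from camera).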

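Of 35 genes of fibrosis 33 were lower and 1 higher at an adjusted p under 0.05 from limma (33 and 1 when adjusted over the list alone), with a median log2 fold change of -2.34. Col1a2, a chain of type I collagen, was at 9.59 and 23.6 FPKM in vehicle 1 and 2 and at 0.720 and 0.590 FPKM in tamoxifen 1 and 2. Vim, an intermediate filament of mesenchymal cells, fell by 3.94 on the log2 scale. Fn1, fibronectin, which hepatocytes also secrete, rose by 1.05 (1.64 after rescaling by median ratios), a call lost without tamoxifen 1 (adjusted p = 0.0595 from limma), without tamoxifen 2 (adjusted p = 0.0782 from limma) and after quantile normalization (adjusted p = 0.0623 from limma). Of 34 inflammatory cytokines and receptors 28 were lower and 3 higher (28 and 3 when adjusted over the list alone), with a median of -2.40. Ccl2, a chemokine of monocytes, fell by 3.26. In ECM-receptor interaction 44 of 49 were lower and 4 higher (44 and 4 when adjusted over the list alone; 25 lower and 3 higher after quantile normalization). Vtn, a plasma protein made by hepatocytes, rose by 1.33, a call lost without tamoxifen 2 (adjusted p = 0.0575 from limma) and after quantile normalization (log2 fold change 0.87, adjusted p = 0.0608 from limma). In leukocyte transendothelial migration 58 of 69 were lower and 0 higher in limma (58 and 0 when adjusted over the list alone; 0 higher at an unadjusted p under 0.05; 38 lower and 1 higher after quantile normalization). Cybb, a subunit of the phagocyte oxidase, fell by 3.99. Camera placed fibrosis (adjusted p = 8.01e-07), cytokines (adjusted p = 5.84e-04), ECM-receptor interaction (adjusted p = 4.43e-04) and leukocyte migration (adjusted p = 3.77e-06) below other genes, each at an adjusted p = 0.740 with an estimated correlation. Markers of stellate cells and fibroblasts, which make collagen, moved with these lists, 22 of 22 lower at a median of -3.00. Of 17 markers of Kupffer cells and macrophages 16 were lower, and Lyz2, their lysozyme, fell by 4.71.

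**Figure D3:**
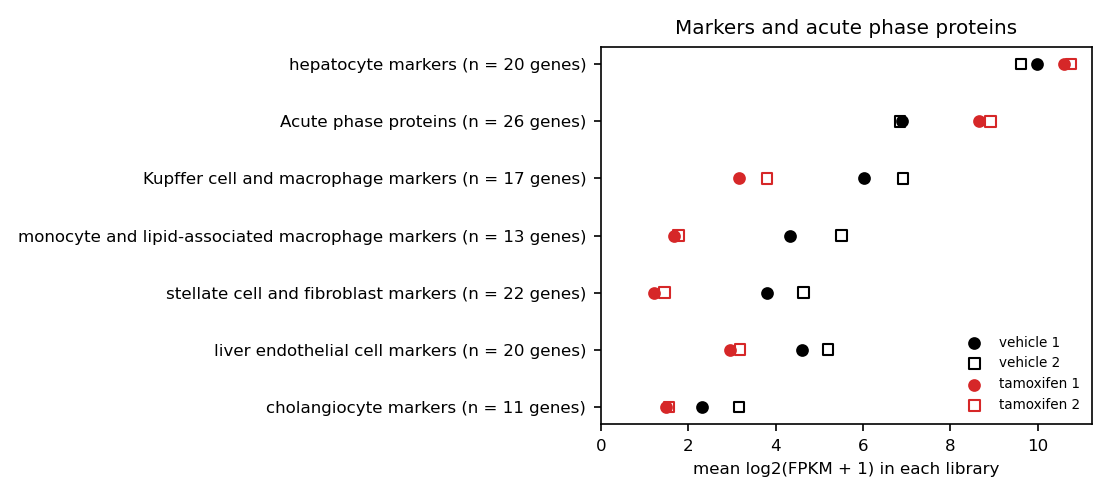
Mean log2(FPKM + 1) of marker lists and of acute phase proteins in each library; black symbols are vehicle, red symbols tamoxifen, circles replicate 1 and squares replicate 2. Kupffer cell and macrophage markers stand at 6.02 and 6.92 in vehicle and at 3.16 and 3.81 in tamoxifen, and hepatocyte markers at 9.98 and 9.62 against 10.60 and 10.77.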

Thereafter, western blot analyses confirmed the activation of JNK and P38 in hepatocytes of fatty liver and only JNK pathway was inhibited by tamoxifen treatment (Fig. 6f). However, ERK phosphorylation was not affected by tamoxifen administration (Fig. 6f). Besides, we found that tamoxifen also decreased hepatic JNK phosphorylation in mice fed with 8-week normal diet (Fig. 6g). 

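Mapk8 encodes JNK1 and lies on chromosome 14 from 33377898 to 33447158 in GRCm38 (GENCODE M21). It was at 12.1 ± 0.318 FPKM in vehicle and 9.48 ± 0.643 FPKM in tamoxifen (SD, n = 2 libraries each), a log2 fold change of -0.32 (standard error 0.20, adjusted p = 0.218 from limma). Mapk9 encodes JNK2 and lies on chromosome 11 from 49846751 to 49886421. It fell by 0.82 on the log2 scale, from 24.3 ± 1.39 FPKM to 13.4 ± 2.00 FPKM (SD, n = 2 libraries each). The call on Mapk9 (adjusted p = 0.0155 from limma) was lost after rescaling by median ratios, at a log2 fold change of -0.26 (adjusted p = 0.379 from limma). The call was also lost without vehicle 1 (adjusted p = 0.0510 from limma), without tamoxifen 1 (adjusted p = 0.126 from limma), without tamoxifen 2 (adjusted p = 0.0514 from limma) and after quantile normalization (log2 fold change -0.24, adjusted p = 0.438 from limma). Mapk3, an ERK kinase, fell by 1.34 (-0.77 after rescaling by median ratios, -0.85 after quantile normalization). The p38 kinase Mapk14 had a log2 fold change of -0.45 and did not pass. The upstream kinases Map3k7, Map3k5, Map2k4 and Map2k7 had log2 fold changes of -0.45, 0.18, -0.28 and -0.42, and Jun, a transcription factor that JNK phosphorylates, had -0.32; none of them passed in limma. After quantile normalization Map3k5 was at 0.95 (adjusted p = 0.0486 from limma). Median-ratio rescaling placed the values of Mapk8, Mapk14, Map3k7, Map2k4, Map2k7 and Jun above 0, at 0.22, 0.11, 0.085, 0.28, 0.13 and 0.27, and quantile normalization did so for all of these but Jun. Of 22 genes of the JNK arm 9 were lower and 0 higher in limma (8 and 0 when adjusted over the list alone; 0 higher at an unadjusted p under 0.05; 4 lower and 1 higher after rescaling by median ratios, 1 lower and 4 higher after quantile normalization, 5 lower without vehicle 2, 5 lower without tamoxifen 1, 4 lower without tamoxifen 2). Map3k1 fell by 1.59 and Nfatc1 fell by 1.42, calls lost after quantile normalization, at -0.75 and -0.61 (adjusted p = 0.102 and 0.0918 from limma), and Nfatc1 was at -0.94 after rescaling by median ratios. The median of the list was 0.11 after rescaling by median ratios and 0.17 after quantile normalization. Of its 22 members 17 were higher in vehicle 2 than in vehicle 1, as were 8248 of all 11633 genes tested. Markers of Kupffer cells and macrophages had a median of -3.02 and those of stellate cells and fibroblasts had a median of -3.00. Camera did not set the JNK arm apart from other genes (adjusted p = 0.945). At the study's thresholds 40.9% of its genes were called, against 54.8% of all genes tested (odds ratio 0.57, adjusted p = 0.247 from Fisher's exact test). RNA levels do not measure phosphorylation. From the sequencing results on MAPK and Ras and from JNK phosphorylation in western blots (Fig. 6f, g), the paper concludes that JNK/MAPK is the candidate pathway. It goes on to test the pathway with a JNK activator in mice and cells and with a JNK inhibitor in cells. It reports that the activator partly abolished the effect of tamoxifen on steatosis and that the inhibitor reduced steatosis.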

Overall, these data identified the JNK/MAPK pathway as the candidate signaling pathway regulated by tamoxifen in NAFLD pathogenesis.

**Fig. 6:**
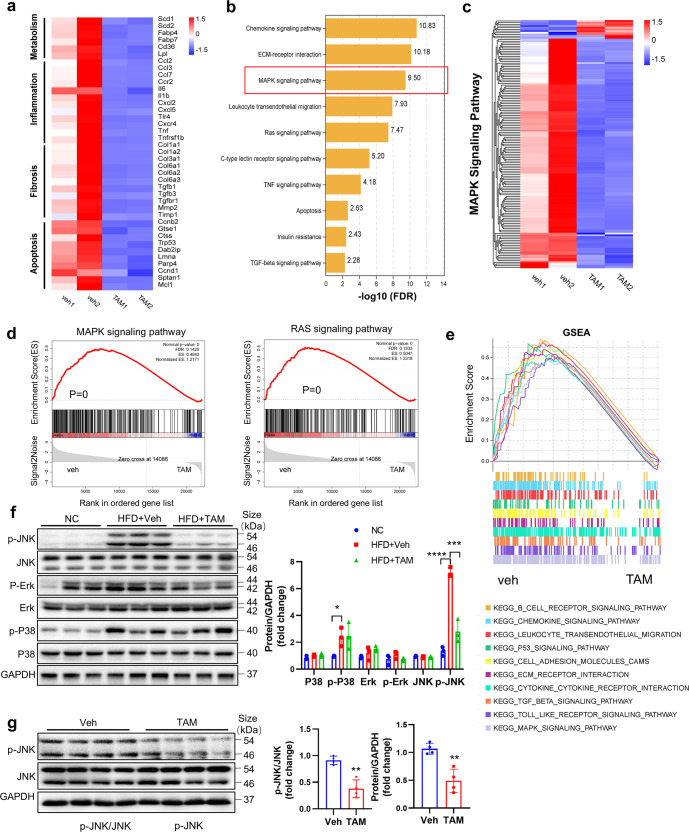
Tamoxifen inhibited JNK/MAPK signaling pathway. RNA was extracted from isolated hepatocytes of male MCD diets-induced NASH mice administrated with tamoxifen or vehicle and RNA-seq was performed. Fold change > 1.5, *P* < 0.05 or FDR < 0.25 were considered significant. **a** Gene expression heatmap of lipid metabolism, inflammation, fibrosis and apoptosis-related genes. **b** KEGG analysis of DEGs. **c** Heatmap of MAPK signaling pathway-related DEGs. **d** GSEA analysis of MAPK and Ras signaling pathways. **e** GSEA analysis of MAPK signaling pathway and inflammation, fibrosis and apoptosis-related signaling pathways. Fig. **a**–**e** were generated on Omicsmart platform (https://www.omicsmart.com/). **f** Protein levels of three key MAPK molecules-P38, JNK, and ERK were determined by western blotting and quantitatively compared. **g** Total protein was extracted from liver tissues in normal diets-fed mice administrated with tamoxifen or vehicle for 8 weeks. Protein levels of JNK and p-JNK were determined by western blotting and quantitatively compared. Bars = means ± SD; *n* = 3 to 4; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001

### Activation of JNK/MAPK pathway abolishes the effect of tamoxifen on hepatic steatosis treatment

To prove JNK/MAPK pathway is required for the treatment of tamoxifen on NAFLD, we applied a pharmacological JNK activator-anisomycin (ANI).^30^ Male mice fed with MCD diet were injected with 100 mg/kg tamoxifen and 50 mg/kg ANI for 5 consecutive days (Fig. 7a). Firstly, we proved that anisomycin administration could increase JNK phosphorylation in liver tissues (Fig. 7b). Activation of JNK by ANI restored the decreased body weight and liver weight caused by tamoxifen (Supplementary Fig. S12a). In addition, tamoxifen-triggered reductions of ALT, AST, TC, TG, and HDL-C were all reversed by ANI administration (Fig. 7c). Consistently, ANI partially abolished the therapeutic effect of tamoxifen on hepatic steatosis (Fig. 7d–f). We further proved the effect of ANI in AML12 cell line. ORO staining and TG measurement indicated that ANI increased TG accumulation in the absence or presence of tamoxifen (Fig. 7g, h) by increasing JNK phosphorylation (Fig. 7i, j), suggesting that JNK activation aggravated hepatic steatosis and abrogated the therapeutic effect of tamoxifen in vitro. RT-qPCR analyses suggested that ANI treatment increased the expression of lipogenic genes (Srebp1c, FASN, ACC1), which were downregulated by tamoxifen (Supplementary Fig. S12b). In contrast, CC930, a JNK inhibitor, could effectively decrease JNK phosphorylation and alleviate hepatocyte steatosis (Fig. 7k–n). Taken together, these results confirmed tamoxifen-treated hepatic steatosis by inhibiting JNK/MAPK signaling.

**Fig. 7:**
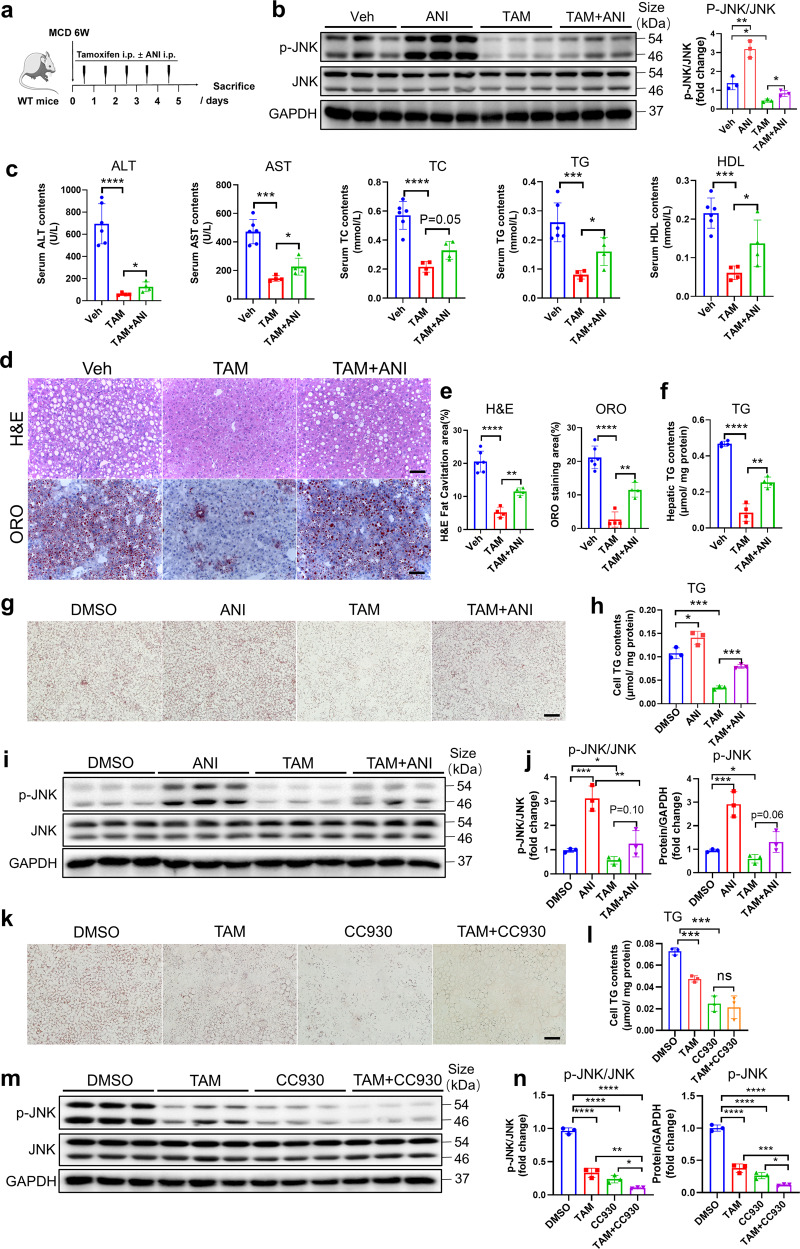
Pharmacological activation of JNK/MAPK signaling pathway partly abolished the therapeutic effect of tamoxifen. **a** Dosing scheme of tamoxifen coupled with JNK activator-anisomycin (ANI) on male C57BL/6 mice fed with MCD diets for 6 weeks. Dose of tamoxifen: 100 mg/kg. Dose of anisomycin: 50 mg/kg. **b** Total protein was extracted from liver tissues in mice administrated with vehicle, ANI, tamoxifen or tamoxifen + ANI. Protein levels of JNK and p-JNK were determined by western blotting and quantitatively compared. **c** Serum analysis of ALT, AST, TC, TG, and HDL in mice administrated with vehicle, tamoxifen or tamoxifen + ANI. **d** Liver sections from MCD diets-induced mice administrated with vehicle, tamoxifen, or tamoxifen + ANI were performed H&E and ORO staining. Scale bar:100 μm. **e** H&E fat cavitation area and ORO staining area were quantitatively compared. **f** Hepatic TG levels were measured and normalized by protein levels. **g** AML12 cells were stimulated by 0.3 mM PA and treated with 40 μM tamoxifen. 10 μM anisomycin or DMSO was added 2 h before tamoxifen treatment. ORO staining was performed. Scale bar: 100 μm. **h** Cellular TG contents were measured and quantitatively compared. **i** Total proteins were extracted from AML12 cells treated with DMSO/ ANI/ tamoxifen/ tamoxifen+ANI. Protein levels of JNK and p-JNK were determined by western blotting. **j** The ratio of p-JNK/JNK and p-JNK/GAPDH were quantitatively compared. **k** AML12 cells were stimulated by 0.3 mM PA and treated with 40 μM tamoxifen. 30 μM CC930 or DMSO were added 2 h before tamoxifen treatment. ORO staining was performed. Scale bar: 100 μm. **l** Cellular TG contents were measured and quantitatively compared. **m** Total proteins were extracted from AML12 cells treated with DMSO/tamoxifen/CC930/tamoxifen+CC930. Protein levels of JNK and p-JNK were determined by western blotting. **n** The ratio of p-JNK/JNK and p-JNK/GAPDH were quantitatively compared. Bars = means ± SD; *n* = 3–6; ns, no significance; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001

## Discussion

Tamoxifen, a selective estrogen receptor modulator, was approved by the Food and Drug Administration for the treatment of breast cancer since 1977.^31^ Despite its success in cancer chemotherapy, the multiple roles of tamoxifen in regulating estrogen receptors should be noticed. In cardiovascular system, tamoxifen acts as an estrogen agonist to lower the incidence of fatal myocardial infarction, but on the other hand, tamoxifen also shows antiestrogenic effects on triggering coronary artery constriction.^32^ In liver, tamoxifen exhibits hepatoprotective roles as an estrogen agonist in acute and chronic liver injuries,^33,34^ while impedes cholangiocyte proliferation and accelerates their apoptosis as an estrogen antagonist. This paradoxical phenomenon may be attributed to cholangiocytes expressing both ERα and ERβ subtypes while hepatocytes only express ERα.^35^ In recent years, tamoxifen non-estrogen receptor-mediated molecular targets have been gradually paid much more attention. Tamoxifen inhibits PKC activity to restrict tumor growth and promote cancer cell apoptosis.^36^ A few PKC isoforms have been proven to be activated in NASH, so tamoxifen may also alleviate NASH through PKC inhibition and PKC is also a potent upstream regulator of MAPK pathway.^37^ In addition, tamoxifen was proven to exert its effectiveness through some other targets such as androgen receptor,^38^ estrogen-related receptor gamma^39^, and mitogen-activated protein kinase 8.^36^ These findings implicate that the pharmacological effects of tamoxifen are so complicated depending on tissue specificity and dose effect and its therapeutic roles in the treatment of different diseases being currently investigated preclinically.^40,41^

Occasionally, during the induction of CreER recombinase activity by tamoxifen, we found that tamoxifen diminished serum lipid contents and inhibited hepatic lipid accumulation simultaneously in mice. This phenomenon arouses our great interest. We conjectured if tamoxifen could treat NAFLD or NASH in mice. To confirm our hypothesis, we first evaluated the effect of tamoxifen on lipotoxicity. As expected, tamoxifen protected hepatocytes against sodium palmitate-induced lipotoxicity in all three cell lines and primary hepatocytes without increasing hepatotoxicity. Afterwards, we administrated tamoxifen continuously for 8 weeks in male and female mice fed with normal diets. We observed the role of tamoxifen in decelerating lipid accumulation in blood and in liver of normal mice and found that tamoxifen decreased serum cholesterol contents and inhibited hepatic lipid accumulation. Importantly, continuous tamoxifen administration did not worsen liver function at all. To testify the therapeutic effect of tamoxifen on NAFLD or NASH, we established MCD, CDAA, and HFD diets-induced metabolic disordered models. Consistently, tamoxifen decreased hepatic TG and serum TC contents and the mRNA expressions of lipogenesis, inflammation, and fibrosis-related genes in all three models. In addition, tamoxifen alleviated insulin intolerance in HFD-induced models, implicating that tamoxifen effectively ameliorated NAFLD. Besides, we examined extrahepatic adipose tissues and found that tamoxifen decreased adipocyte area but did not alter insulin secretion (Supplementary Fig. S13a, b). This finding indicated that tamoxifen may alleviate NAFLD through enhancing lipolysis and increasing insulin sensitivity instead of insulin secretion.

In view that tamoxifen is an oral medicine in clinics, we proved that oral tamoxifen had the same therapeutic effect compared to intraperitoneal injection, suggesting that different routes of tamoxifen administration would not affect its therapeutic effect. Although we proved that tamoxifen ameliorated NAFLD obviously, whether the therapeutic effect could sustain after treatment cessation remained controversial. After drug withdrawal, the therapeutic effect of tamoxifen on hepatic steatosis was sustained for 4 weeks, however, the influence on other indicators such as serum TC, TG, HDL, and LDL levels and glucose and insulin tolerance gradually disappeared. These findings give us hints that intermittent tamoxifen administration can be adopted to reach lasted and satisfied effects in NAFLD treatment.

Tamoxifen was proven to be an appetite suppressor in preclinical animal models and in clinical patients.^42^ To avoid this undesired effect, mice administrated with tamoxifen were strictly pair-fed. In view that loss of body weight contributes to the improvement of NAFLD,^43^ the changes in body weight, liver weight, and liver-to-body weight ratio were consistently monitored while tamoxifen was administrated. In normal, MCD and CDAA-treated mice, tamoxifen improved fatty liver without affecting body weight, proving weight loss was not the reason for the decreased lipid accumulation in tamoxifen-treated mice. It is worth noting that, tamoxifen is a canonical ER modulator. However, no difference was found in mice of different genders following tamoxifen treatment. Besides, blocking ER didn’t alter the therapeutic effect of tamoxifen as well, proving tamoxifen improved NAFLD through non-estrogen targets. We previously reported the importance of TAK1-mediated MAPK signaling pathway in regulating NASH.^44^ In this study, we confirmed that JNK/MAPK was required for tamoxifen to treat fatty liver disease, as tamoxifen inactivated JNK/MAPK signaling and JNK activator abolished the therapeutic effect of tamoxifen. As for how tamoxifen affects JNK signaling, in vitro experiments revealed that the phosphorylation of canonical upstream regulators, TAK1 and ASK1, was inhibited by tamoxifen (data not shown). Combined our results with published manuscripts, we speculate that tamoxifen may suppress JNK activation through TAK1 or ASK1 dephosphorylation which needs to be further determined. Intriguingly, tamoxifen decreased expressions of lipid uptake, de novo lipogenesis, fatty acid oxidation, and lipid export-related genes simultaneously, suggesting that tamoxifen could suppress hepatic lipid metabolism comprehensively but whether tamoxifen alleviated NAFLD through lipid metabolism gene expression modulation directly needs further investigation.

Intriguingly, our findings seem inconsistent with a few preclinical studies. In the 1990s, long-term tamoxifen treatment was found to induce NAFLD/NASH in female patients with breast cancer.^10,12^ In recent years, a few publications revealed that low-dose tamoxifen administration for 5 consecutive days increased hepatic lipid accumulation by enhancing fatty acid synthesis.^15^ Conversely, some findings demonstrated that tamoxifen protected hepatocytes against lipotoxicity and steatosis.^20,21^ Lelliott et al. also reported that tamoxifen inhibited fatty acid synthesis in the presence of hepatic steatosis.^45^ It seems that the impact of tamoxifen on lipid metabolism is still elusive. In addition, Ceasrine et al. reported that tamoxifen had significant and sustained effects on glucose tolerance which was in line with our in vivo results.^46^ The reason why our results are contrary to some of the findings mentioned above, is probably that we administrated tamoxifen in a short term (1–4 weeks) and at a higher dose (100 mg/kg). However, whether high-dose tamoxifen administration is safe and its potential side effects need to be determined. In our study, at least serum ALT and AST analyses showed that short-term high-dose tamoxifen treatment did not cause hepatoxicity in mice. In order to evaluate the safety and side effects of high-dose tamoxifen administration in clinics, we tried to translate mice dose to human dose through normalization to body surface area (BSA).^47^ After calculation, the human equivalent dose (HED) of tamoxifen usage we estimated is 8 mg/kg (300 mg/m^2^). Skapek et al. performed a phase II study on children with desmoid fibromatosis and proved that tamoxifen administration at a maximum dose of 300 mg per day caused few serious side effects.^48^ In addition, high-dose tamoxifen is also used to treat malignant gliomas (240 mg/d)^49^ and cryptococcal meningitis (300 mg/d).^50^ Trump et al. conducted a phase I clinical trial to investigate the regulatory role of high-dose, oral tamoxifen in P-glycoprotein-mediated drug resistance and found that tamoxifen given at a dose of 300 mg/m^2^ per day for 12 days following a loading dose of 400 mg/m^2^ did not cause dose-limiting toxicity.^51^ In other studies, breast cancer patients with renal cell carcinoma were well tolerated with tamoxifen administrated at a dose of 200 mg/m^2^ /day for up to 1 year.^52,53^ Even if considering the safety of the use of high-dose tamoxifen, we proved that low-dose tamoxifen (i.e., 1, 5 mg/kg), which was probably insufficient to restore the glucose intolerance and liver malfunction, was still effective in treating hepatic steatosis in NAFLD mice. Therefore, short-term tamoxifen administration seems to be realistic to treat NAFLD in clinics.

## Materials and methods

### Cell culture

Cell lines were obtained from the Cell Bank of Chinese Academy of Sciences (Shanghai, China). Huh7 and HepG2 cell lines were grown in RPMI1640 or high-glucose DMEM medium (Gibco, USA) supplemented with 10% fetal bovine serum (FBS) (Gibco, USA) and 100 U/ml penicillin and 0.1 mg/ml streptomycin (MI00614, Mishushengwu, Xi’an, China). AML12 cell line was grown in DMEM: F12 medium (11330, Invitrogen, USA) supplemented with 10% FBS, 1% ITS liquid media supplement (I3146, Sigma, USA), and 40 ng/ml dexamethasone. All cell lines were kept in a humidified incubator at 37 °C and 5% CO_2_. Cells were used from third to tenth passage in each experiment. Primary hepatocytes were isolated from 8-week-old male C57BL/6 mice and were cultured in HM medium (ScienCell, USA) and seeded in six-well plates at 1 × 10^6^/well. To induce cellular lipotoxicity, 0.3 mM sodium palmitate (SYSJ-KJ, Kunchuang Biotechnology, Xi’an, China) was added into medium and vehicle was added as a control. After 36 h, tamoxifen dissolved in DMSO was added at a dose of 10, 20, 40 μM and kept for 36 h and DMSO was added as a control. To induce JNK activation in vitro, anisomycin (10 μM) was added 2 h before tamoxifen treatment. To inhibit JNK phosphorylation in vitro, 30 μM Tanzisertib (cc-930) (S8490, Selleck, China) was added 2 h before tamoxifen treatment. For cellular Oil Red O (ORO) staining, cells were cultured in six-well plates and after sodium palmitate and tamoxifen treatment, culture medium was removed, and cells were fixed with 4% paraformaldehyde for 30 min and washed with PBS three times. Then the cells were treated with 60% isopropanol for 5 min. Remove isopropanol, stain cells with ORO working solution (Servicebio Technology, Wuhan, China) for 10 min, and washed cells with PBS. Then the cells were stained with hematoxylin for 3–5 min and washed with PBS at least three times. Then we observed and took photos using an inverted phase contrast microscope (Olympus, X71, Japan). For cellular TC and TG tests, we purchased commercial kits from Pulilai Gene Technology Co., Ltd (Beijing, China) and followed the manufacturer’s instructions.

### Lentivirus transfection

Lentiviral particles bearing ER shRNA (gcTTTCTTTAAGAGAAGCATT) were purchased from GeneChem (Shanghai, China). AML12 cells were seeded in six-well plate at the concentration of 3 × 10^4^/ml. After 12 h, cells were transfected with ER shRNA viruses or control shRNA viruses. When the transfection efficiency reached 70–80%, 10 μg/ml puromycin was added to kill uninfected cells. Then, very passage was selected with 5 μg/ml puromycin until transfection efficiency reached nearly 100%.

### Mice

Male and female C57BL/6 mice (8 weeks old) were purchased from Weitong Lihua Experimental Animal Technology Co., Ltd (Beijing, China) and kept in specific pathogen-free animal house. The room temperature was controlled at around 23 °C and humidity was kept at 50–60% with a 12 h day/night cycle. The water was sufficient to obtain and in order to eliminate the potential appetite suppression role of tamoxifen, the mice with tamoxifen administration and their control mice were pair-fed unless specifically stated. In order to establish NASH mouse model, male or female mice were fed with a MCD diet (A02082002BR, Research Diets, New Brunswick, USA) for 6 weeks or a CDAA diet (A06071309, Research Diets, New Brunswick, USA) for 10 weeks. To establish a NAFLD mouse model, male or female mice were fed with a HFD (D12492, Research Diets, New Brunswick, USA) for 20 weeks. Tamoxifen was purchased from Sigma (T5648, USA), dissolved in corn oil, and stored at 4 °C for at most a week. Pharmacological ER antagonist fulvestrant (S1191) and JNK activator anisomycin (S7409) were purchased from Selleck (Shanghai, China). The dosing scheme was shown in figures and illustrated in the Results section.

All animal experiments were approved by the Animal Experiment Administration Committee of the Fourth Military Medical University (Xi’an, China) and proceeded under the instruction of Guide for the Care and Use of Laboratory Animals published by the National Institute of Health (publications 86-23, revised 1985).

### GTT and ITT

For GTT experiment, mice were fasted for 8 h and measured fasting blood glucose on tail vein using OneTouch Ultra glucometers (LifeScan). Then the mice were injected with 1 g/kg glucose intraperitoneally and blood glucose was recorded at 15, 30, 60, and 120 min. For ITT experiment, mice fasted for 6 h and measured fasting blood glucose. Then the mice were injected with 0.75 U/kg insulin subcutaneously and blood glucose was recorded at 15, 30, 60, 120 min.

### Histology

For H&E, PSR staining, and F4/80 IHC staining, fresh liver tissues or adipose tissues were fixed in 4% paraformaldehyde for at least 24 h and embedded with paraffin. Then the liver tissues were cut into 4–6 μm sections. H&E and PSR staining were conducted following the standard protocols. F4/80 IHC staining was performed as previously illustrated.^54^ For F4/80 IF and ORO staining, mice liver was fixed in 4% paraformaldehyde for 4 h and then transferred into 30% sucrose solution at 4 °C overnight. Then liver tissues were embedded with optimum cutting temperature compound (Sakura Finetek, Japan) and sectioned at 8–10 μm. For F4/80 IF, sections were embedded with primary antibody at 4 °C overnight, washed with PBS and embedded with fluorescent secondary antibody at room temperature, and counterstained with Hoechst 33258 (Sigma-Aldrich). For ORO staining, saturated Oil Red O solution was purchased from Servicebio technology and cryosections were stained following the manufacturer’s instructions.

### Serum biochemistry

Serum biochemical analysis was performed using commercial kits (Nanjing Jiancheng Biochemical, Nanjing, China) on an automatic biochemical analyzer (Chemray 240, Rayto, China) based on the instructions supplied by the manufacturer. Serum Insulin concentrations were examined using commercial ELISA kits (Jianglaibio, Shanghai, China).

### Cell isolation

Primary hepatocytes were isolated as previously described.^54^

### Cell viability

AML12 and Huh7 cell viability were examined using commercial kit (C0011, Beyotime, China).

### Gene expression profiling

Total RNA was extracted using Trizol Reagent from isolated primary hepatocytes of mice fed with MCD diets and administrated with tamoxifen or vehicle. Then RNA samples were sent to GENE DENOVO Biotechnology Co. (Guangzhou, China) for further sequencing. Briefly, eukaryotic mRNA was enriched by Oligo(dT) beads and fragmented into short fragments using fragmentation buffer and then reverse transcribed into cDNA. CDNA of about 200 bp was selected with AMPure XP beads, amplified through PCR, and purified with AMPure XP beads to construct cDNA library. RNA quality was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) and checked using RNase free agarose gel. The cDNA products were size selected by agarose gel electrophoresis, PCR amplified, and sequenced using Illumina Novaseq6000. Bioinformatic analysis was conducted on Omicsmart platform (https://www.omicsmart.com/). The raw sequences were deposited on the GEO website (GSE212148).

### RT-qPCR

We extracted total RNA from isolated hepatocytes or liver tissues using Trizol reagent (Invitrogen, USA) and followed the manufacturer’s protocols. Then the RNA was reverse-transcribed into cDNA using Evo M-MLV RT Premix for qPCR (Accurate Biology, Changsha, China). RT-qPCR was performed by using SYBR Green PCR Master Mix (Accurate Biology, Changsha, China) according to the manufacturer’s protocol. Relative gene expression levels were normalized to β-actin. The primers used in the current article were listed in Supplementary Table S1.

### Western blotting

Total protein was extracted with RIPA lysis buffer supplemented with 10 mM phenylmethanesulfonyl fluoride and quantified with BCA protein quantitative kit (Thermo Fisher Scientific, Rockford, IL). Protein samples were loaded and separated with SDS-PAGE gel electrophoresis and transferred onto polyvinylidene fluoride membranes. The membranes were blocked with 5% skimmed milk powder and incubated in primary antibodies at 4 °C overnight and washed with TBST. Then the membranes were incubated in secondary HRP-conjugated antibodies at room temperature for 2 h and washed with TBST. The protein signals were detected by ChemiDoc MP Imaging System (Bio-Rad, Hercules, CA, USA). The antibodies used in this article were listed in Supplementary Table S2.

### Statistics

Statistical analysis of data was performed using GraphPad Prism v8.3.0 and the results were expressed as the means ± SD. Data were tested for normality (Kolmogorov–Smirnov test) and homogeneity (Brown-Forsythe test) of variance. Difference between the two groups was analyzed by Student’s *t* test with normal distribution or by Mann-Whitney *U* test with skewed distribution. Difference among multiple groups was analyzed by one-way ANOVA with normal distribution followed by Tukey’s post hoc test or by Kruskal-Wallis test with skewed distribution. *P* values less than 0.05 were considered statistically significant. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, not significant.

## Supplementary information

suppl data

## Data Availability

All data supporting the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Short-term tamoxifen administration improves hepatic steatosis and glucose intolerance through JNK/MAPK in mice
**Source:** Signal Transduct Target Ther. 2023 Mar 3;8:94. doi: 10.1038/s41392-022-01299-y
**Supplement:** Supplementary file 1 — suppl data

Supplementary Materials for

Short-term tamoxifen administration improves hepatic steatosis and glucose intolerance through JNK/MAPK in mice

Zhiqiang Fang^1^, Hao Xu^1^, Juanli Duan, Bai Ruan, Jingjing Liu, Ping Song, Jian Ding, Chen Xu, Zhiwen Li, Kefeng Dou^*^, Lin Wang^*^

**This PDF file includes:**

Figures S1 to S13

Tables S1 to S2

Figure. S1.

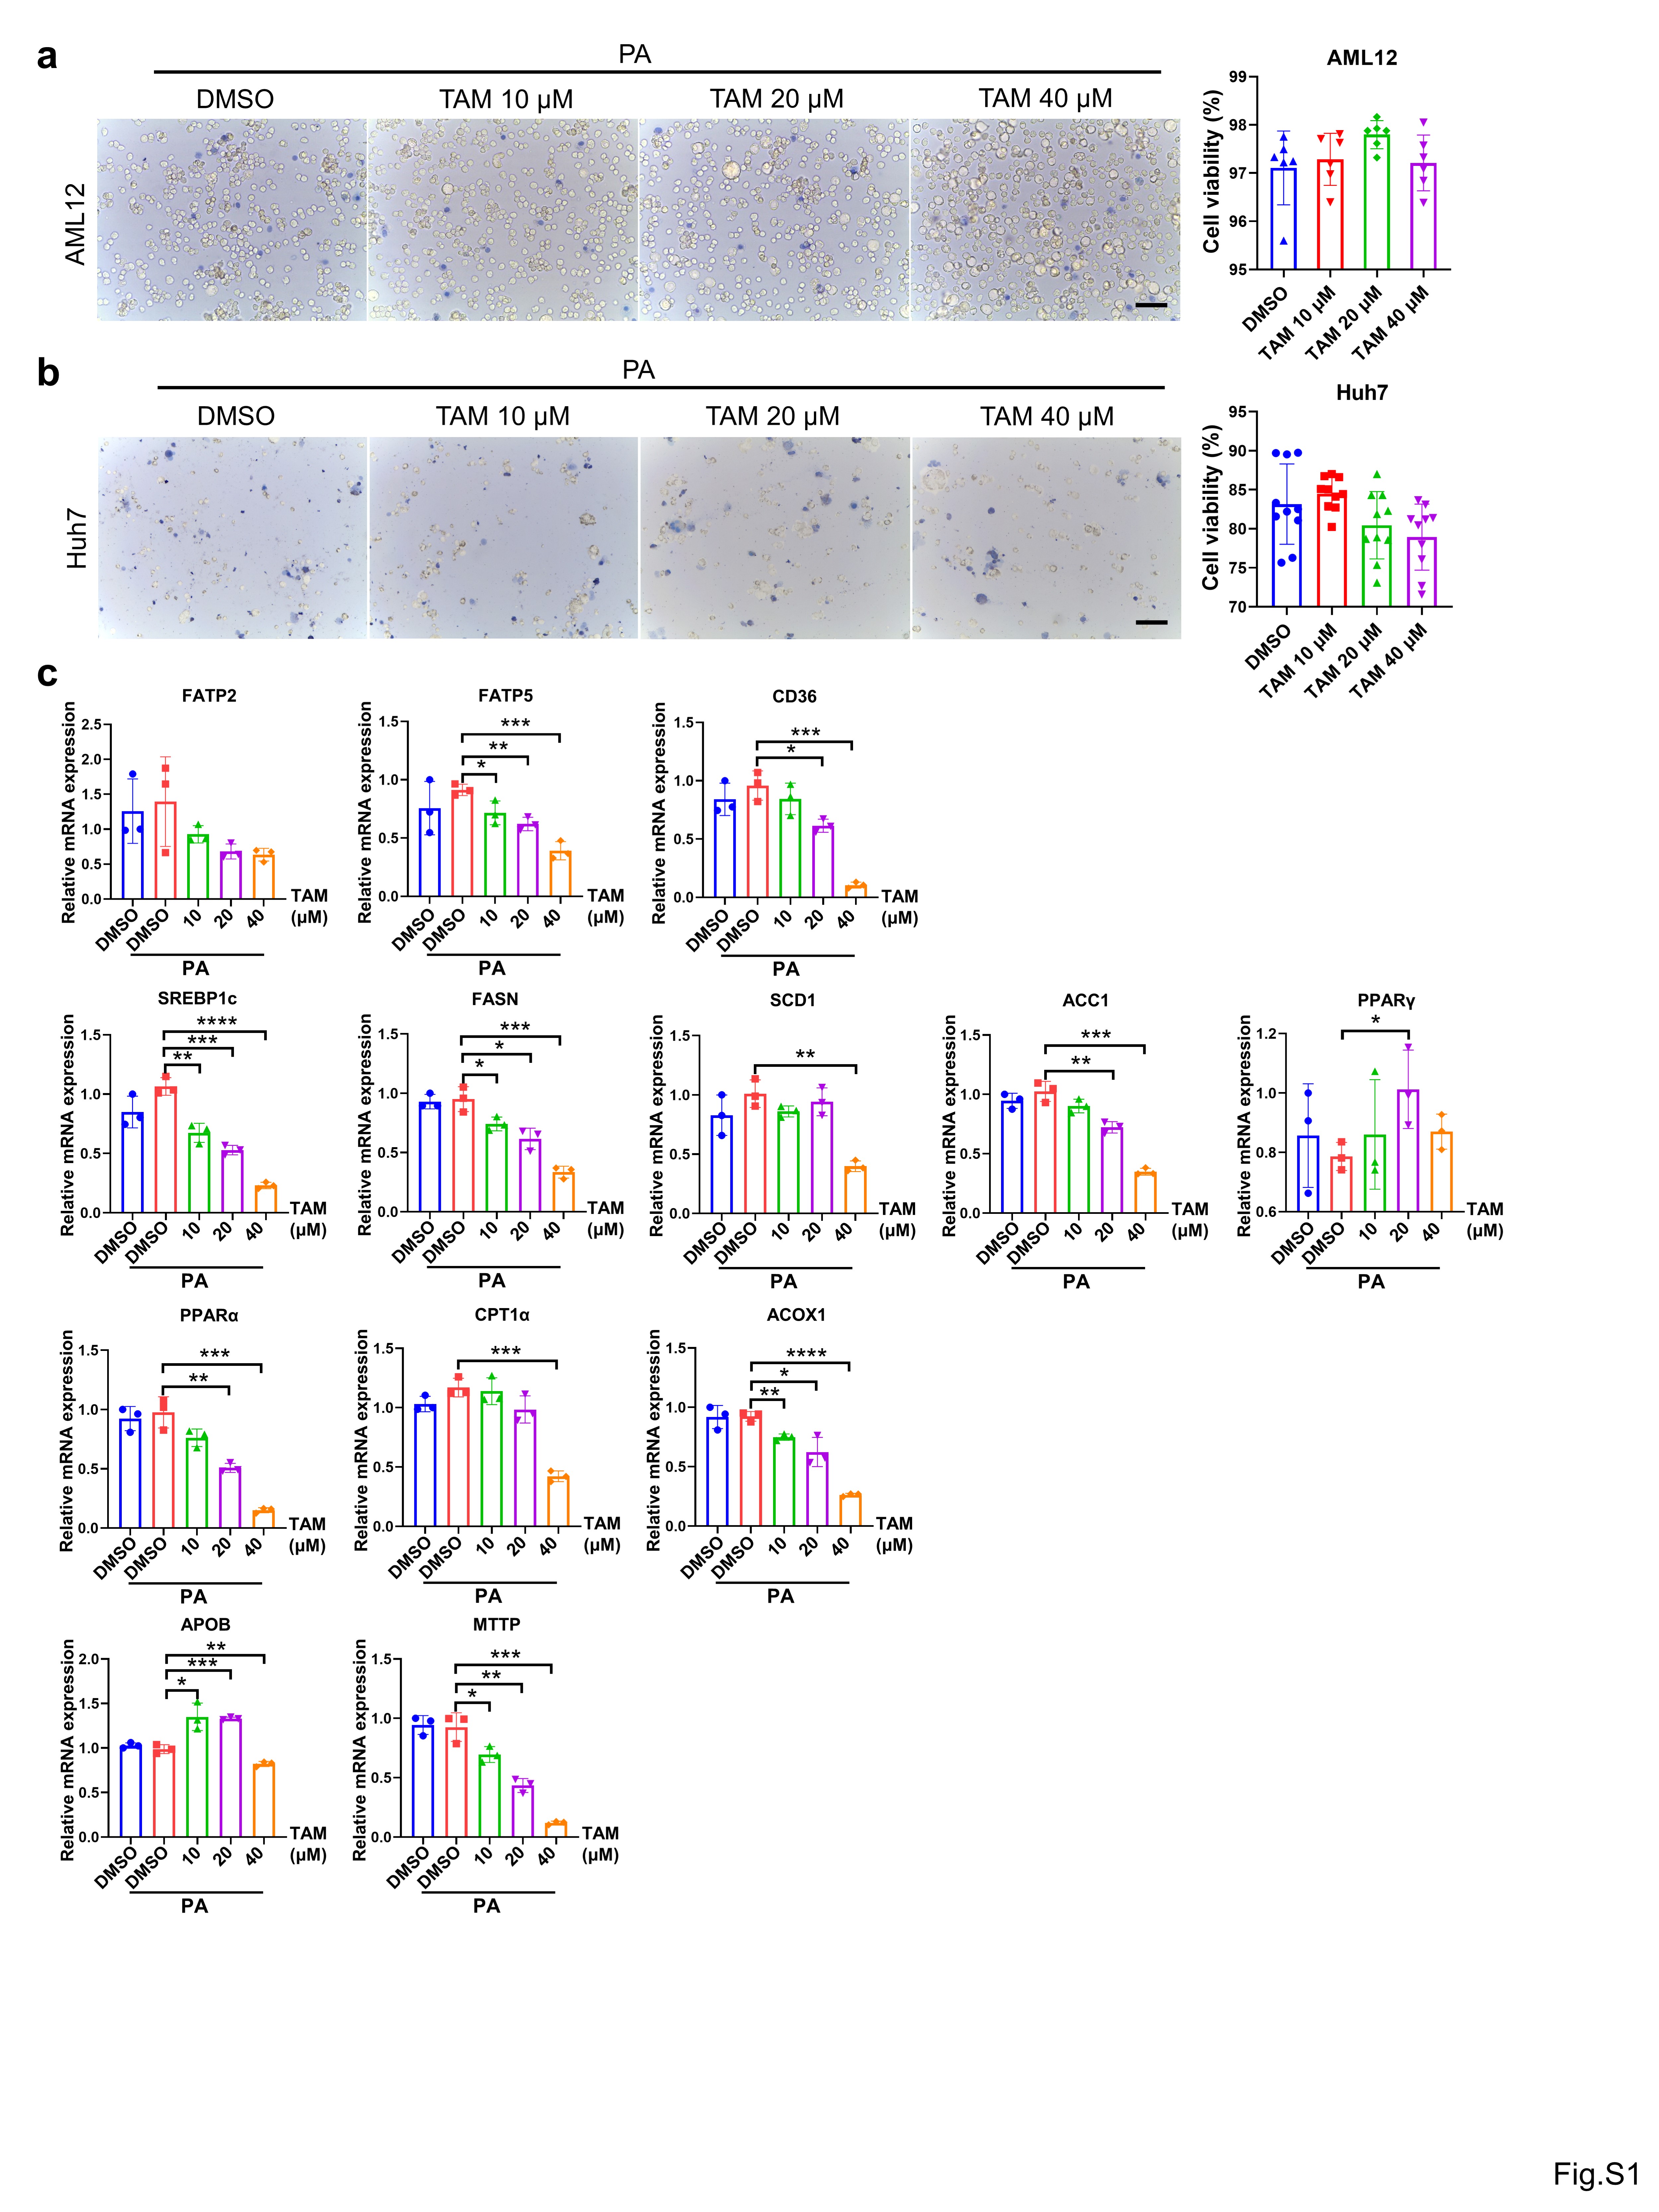

**Fig. S1** (**a**) AML12 cells were seeded in 6-well plates. After 12h, 0.3 mM sodium palmitate was added to the medium and after 36h, DMSO/tamoxifen (10, 20, 40 μM) was added. After 36h, cells were stained with trypan blue and pictured with light microscope. Cell viability represents the percentage of living cells. Scale bar: 100 μM. (**b**) Huh7 cells were seeded in 6-well plates. After 12h, 0.3 mM sodium palmitate was added to the medium and after 36h, DMSO/tamoxifen (10, 20, 40 μM) was added. After 36h, cells were stained with trypan blue and pictured with light microscope. Cell viability represents the percentage of living cells. (**c**) AML12 cells were seeded in 6-well plates. After 12h, 0.3 mM sodium palmitate was added to the medium and after 36h, DMSO/tamoxifen (10, 20, 40 μM) was added. After 36h, cells were harveated and total RNA was extracted and expressions of fatty acid uptake (FATP2, FATP5 and CD36), de novo lipogenesis (Srebp1c, FASN, SCD1, ACC1 and PPARγ), fatty acid oxidation (PPARα, CPT1α and ACOX1) and TG export (ApoB, MTTP)-related genes were determined by RT-qPCR with β-actin as an internal control. Scale bar: 100 μM. Bars = means ± SD. n=3 to 10. *P < 0.05; **P < 0.01; ***P <0.001; ****P<0.0001.

Figure. S2.

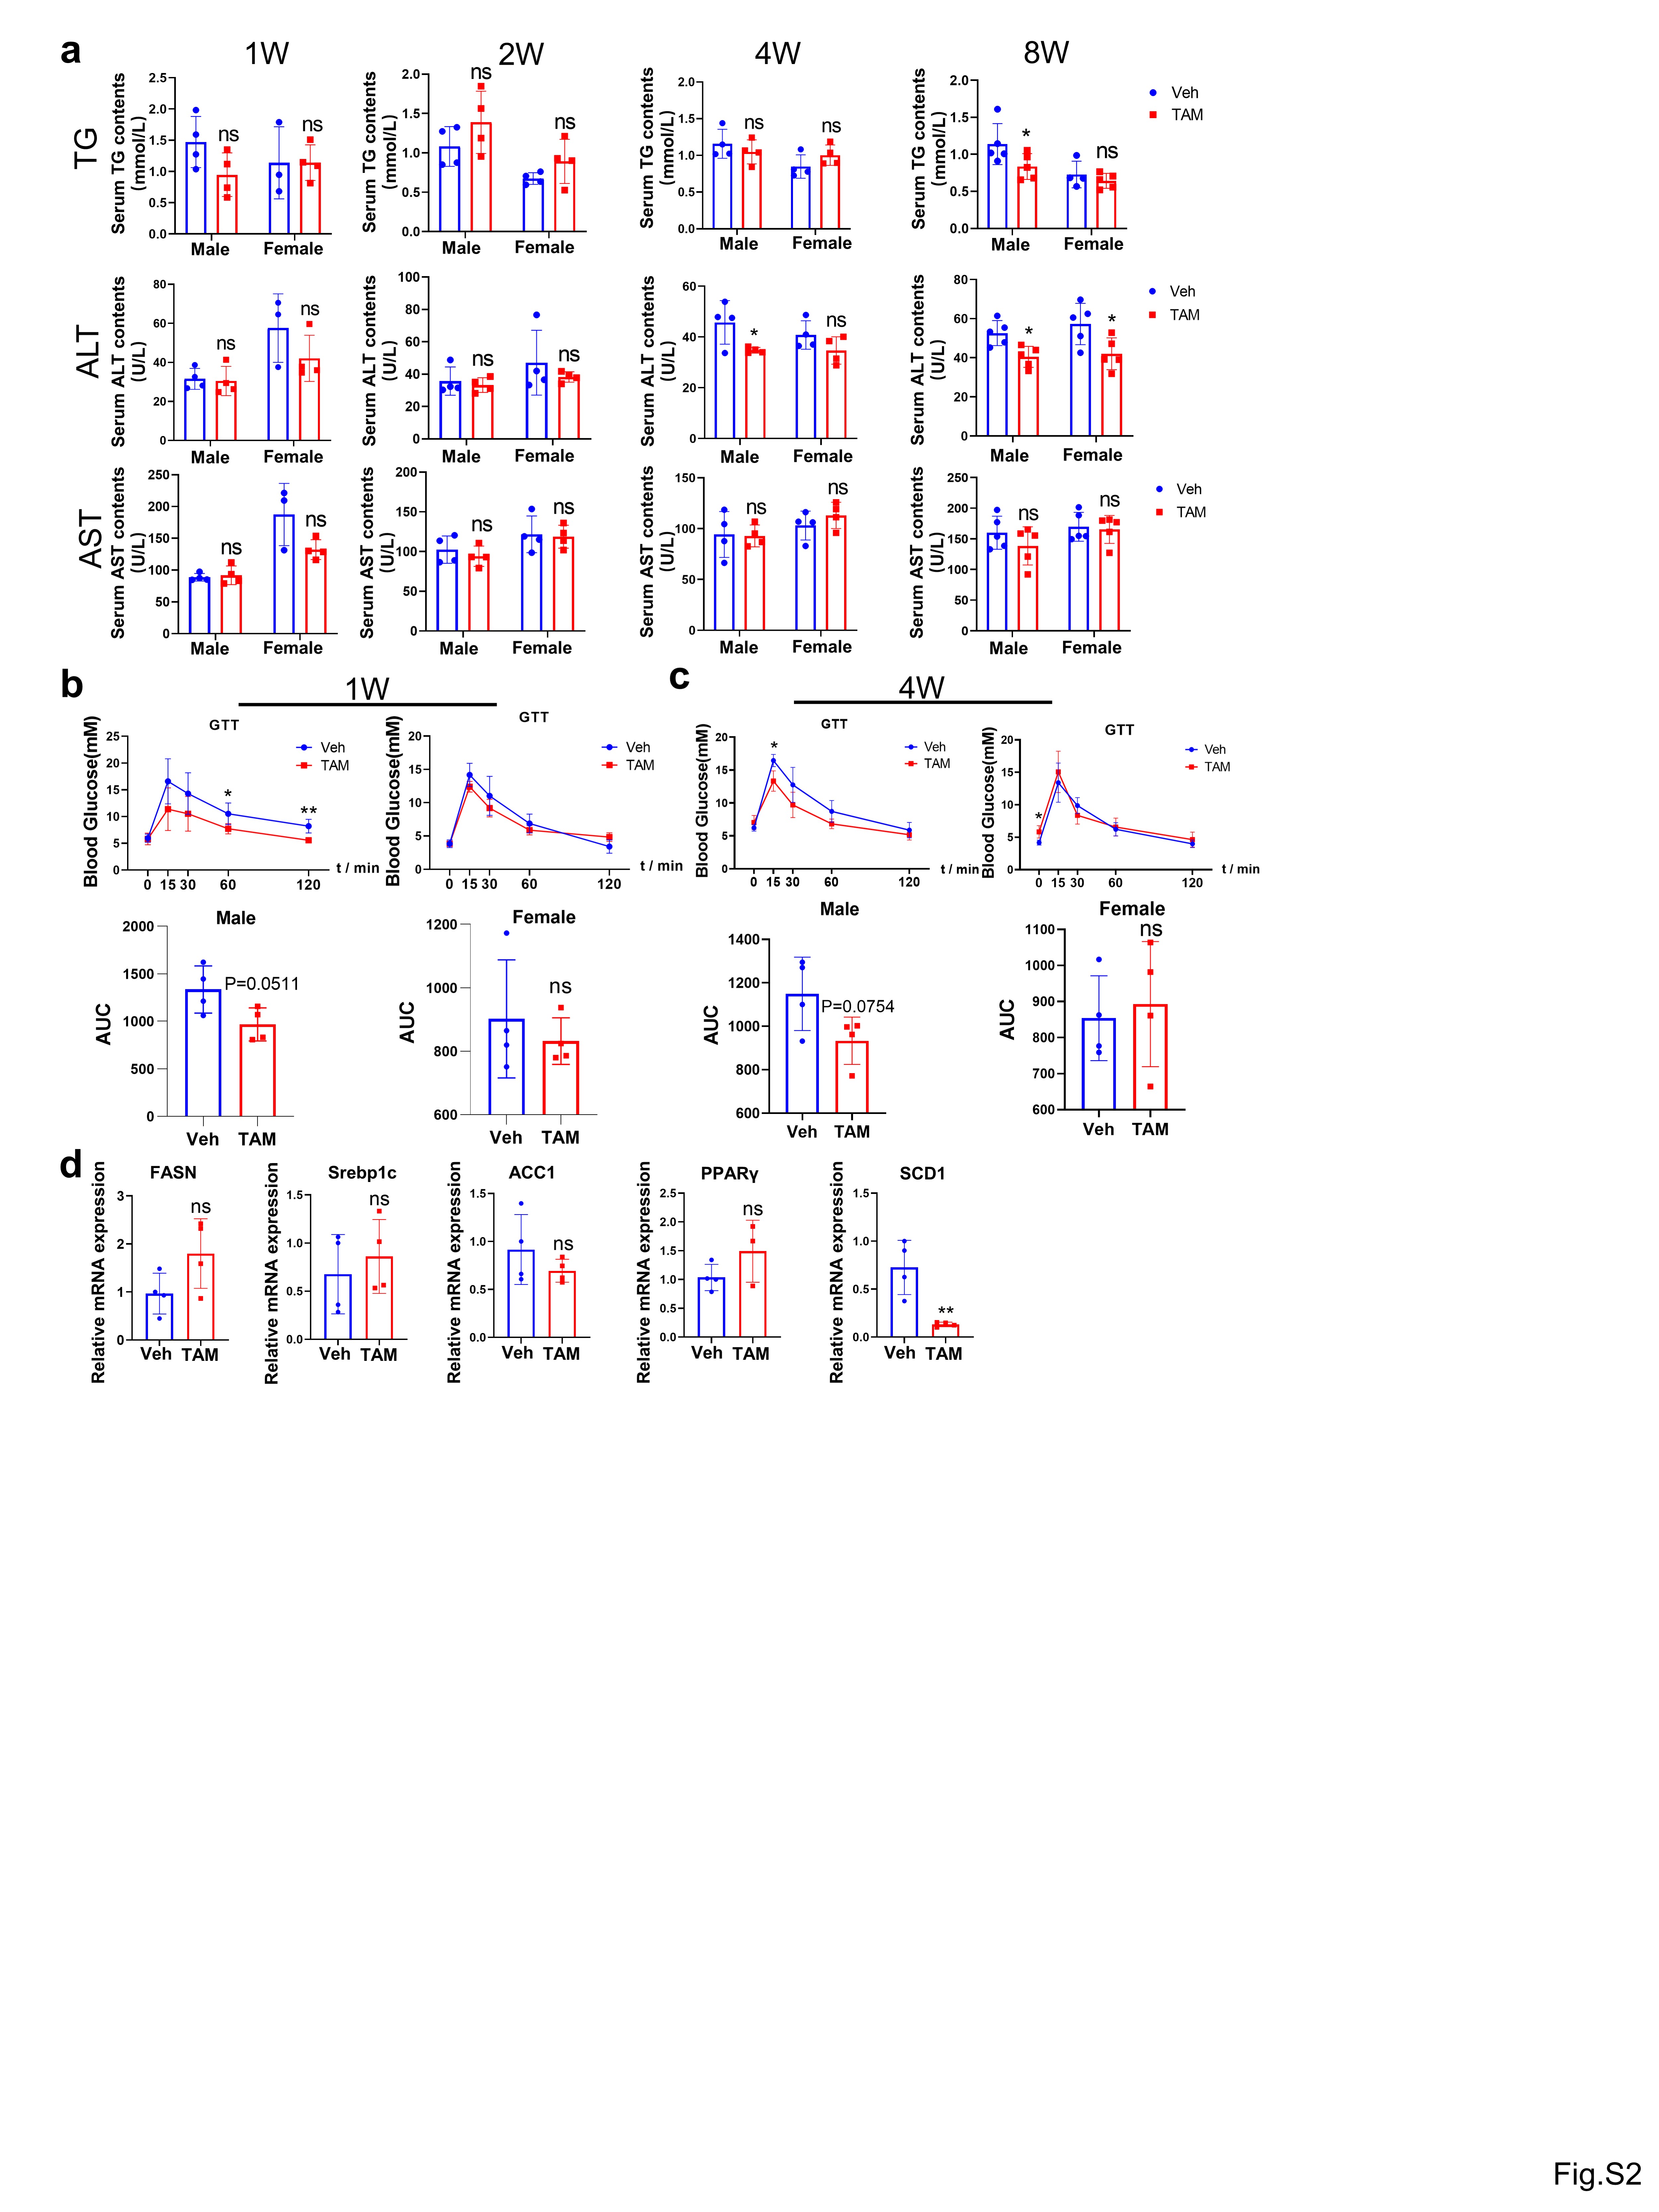

**Fig. S2** (**a**) Serum TG, ALT and AST analysis of male and female mice fed with normal diets and administrated with vehicle or 100mg/kg tamoxifen for 1, 2, 4, 8 weeks, respectively. (**b**) GTT test was performed on male and female mice administrated with tamoxifen or vehicle for a week and area under curve (AUC) was calculated and compared. (**c**) GTT test was performed on male and female mice administrated with tamoxifen or vehicle for 4 weeks and area under curve (AUC) was calculated and compared. (**d**) Total RNA was extracted from liver tissues in normal diets-fed male mice administrated with tamoxifen for 8 weeks. Lipogenic gene mRNA expression was examined by RT-qPCR. Bars = means ± SD; n=3 to 5; ns, no significance; *P < 0.05; **P < 0.01.

Figure. S3.

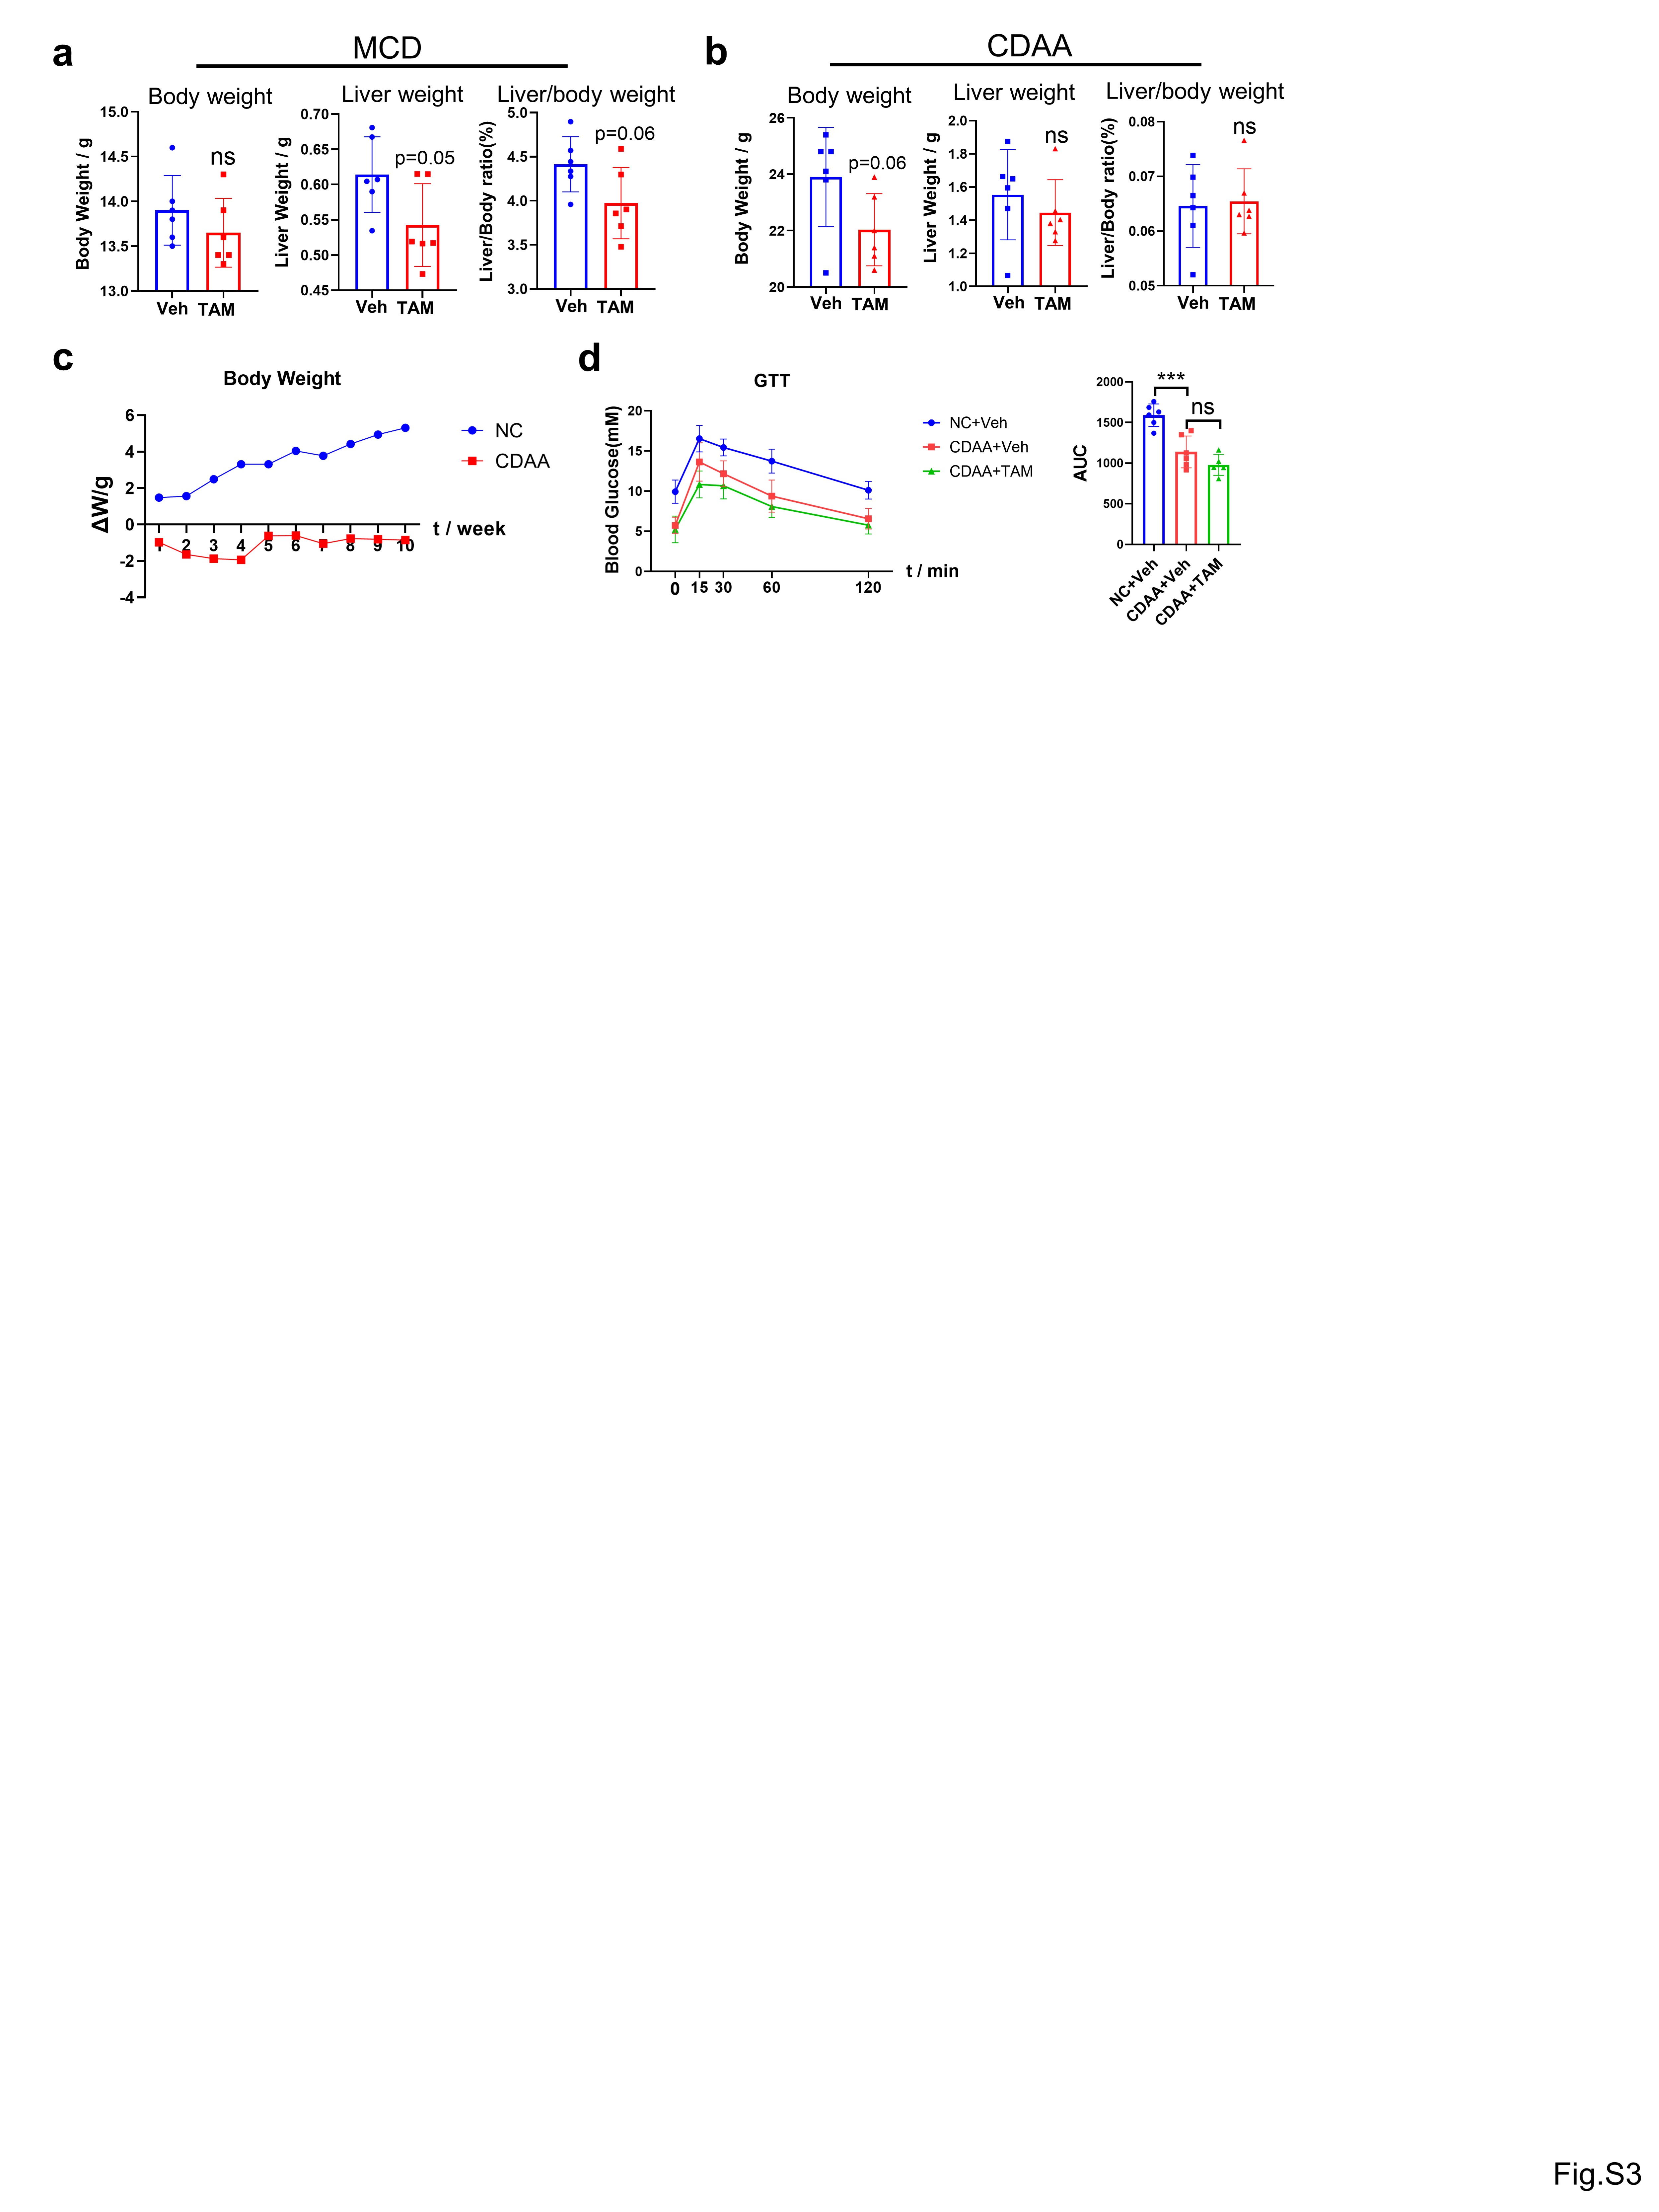

**Fig. S3** (**a**) The body weight, liver weight and liver to body ratio of male MCD diets-induced mice administrated with vehicle or 100mg/kg tamoxifen. (**b**) The body weight, liver weight and liver to body ratio of male CDAA diets-induced mice administrated with vehicle or tamoxifen. (**c**) The body weight of male mice fed with normal chow diets (NC) or CDAA diets mice and administrated with vehicle were recorded weekly and the body weight curve was manifested. (**d**) GTT test was performed on male CDAA diets-induced mice administrated with tamoxifen or vehicle and area under curve (AUC) was calculated and compared. Bars = means ± SD; n=5 to 6; ns, no significance; ***P <0.001.

Figure. S4.

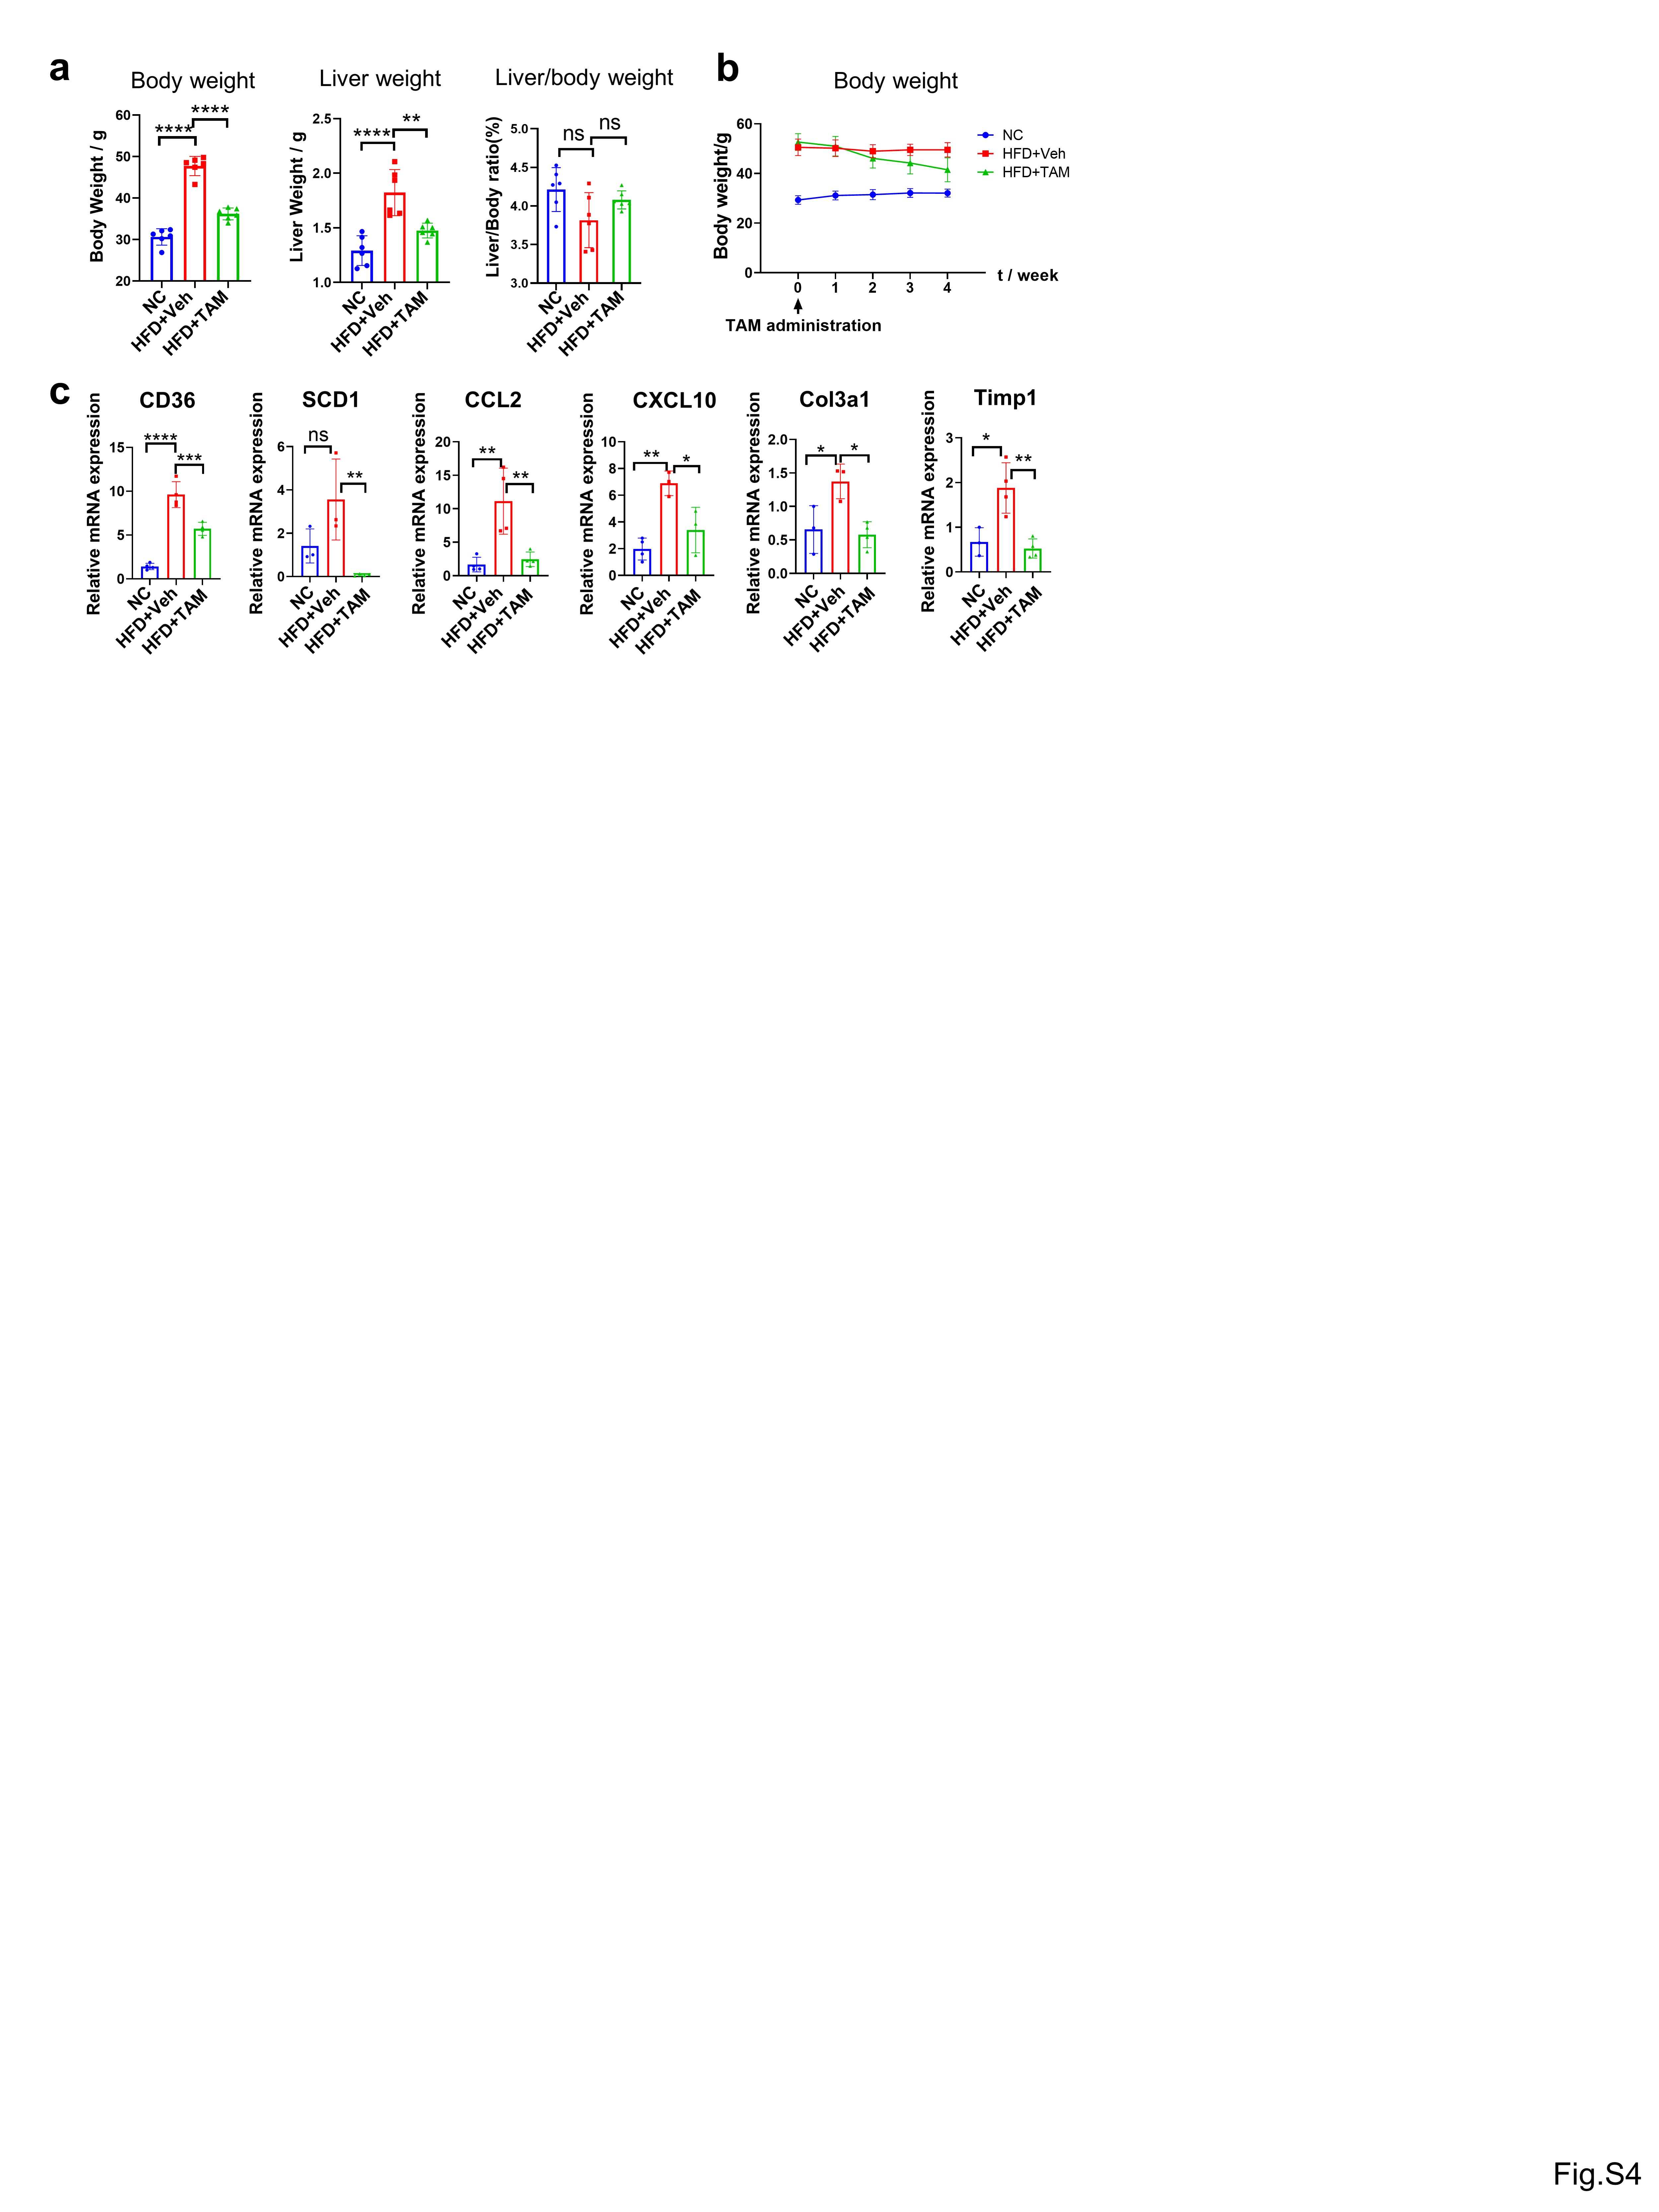

**Fig. S4** (**a**) The body weight, liver weight and liver to body ratio of male high fat diets-induced mice administrated with vehicle or 100mg/kg tamoxifen or control mice. (**b**) The body weight change after tamoxifen administration in HFD-induced NAFLD model. (**c**) RNA was extracted from liver tissues of high fat diets-induced NAFLD mice administrated with tamoxifen or vehicle or control mice and expression of lipogenesis, inflammation and fibrosis-related genes was determined by RT-qPCR with β-actin as an internal control. Bars = means ± SD; n=3 to 6; ns, no significance; *P < 0.05; **P < 0.01; ***P <0.001; ****P<0.0001.

Figure. S5.

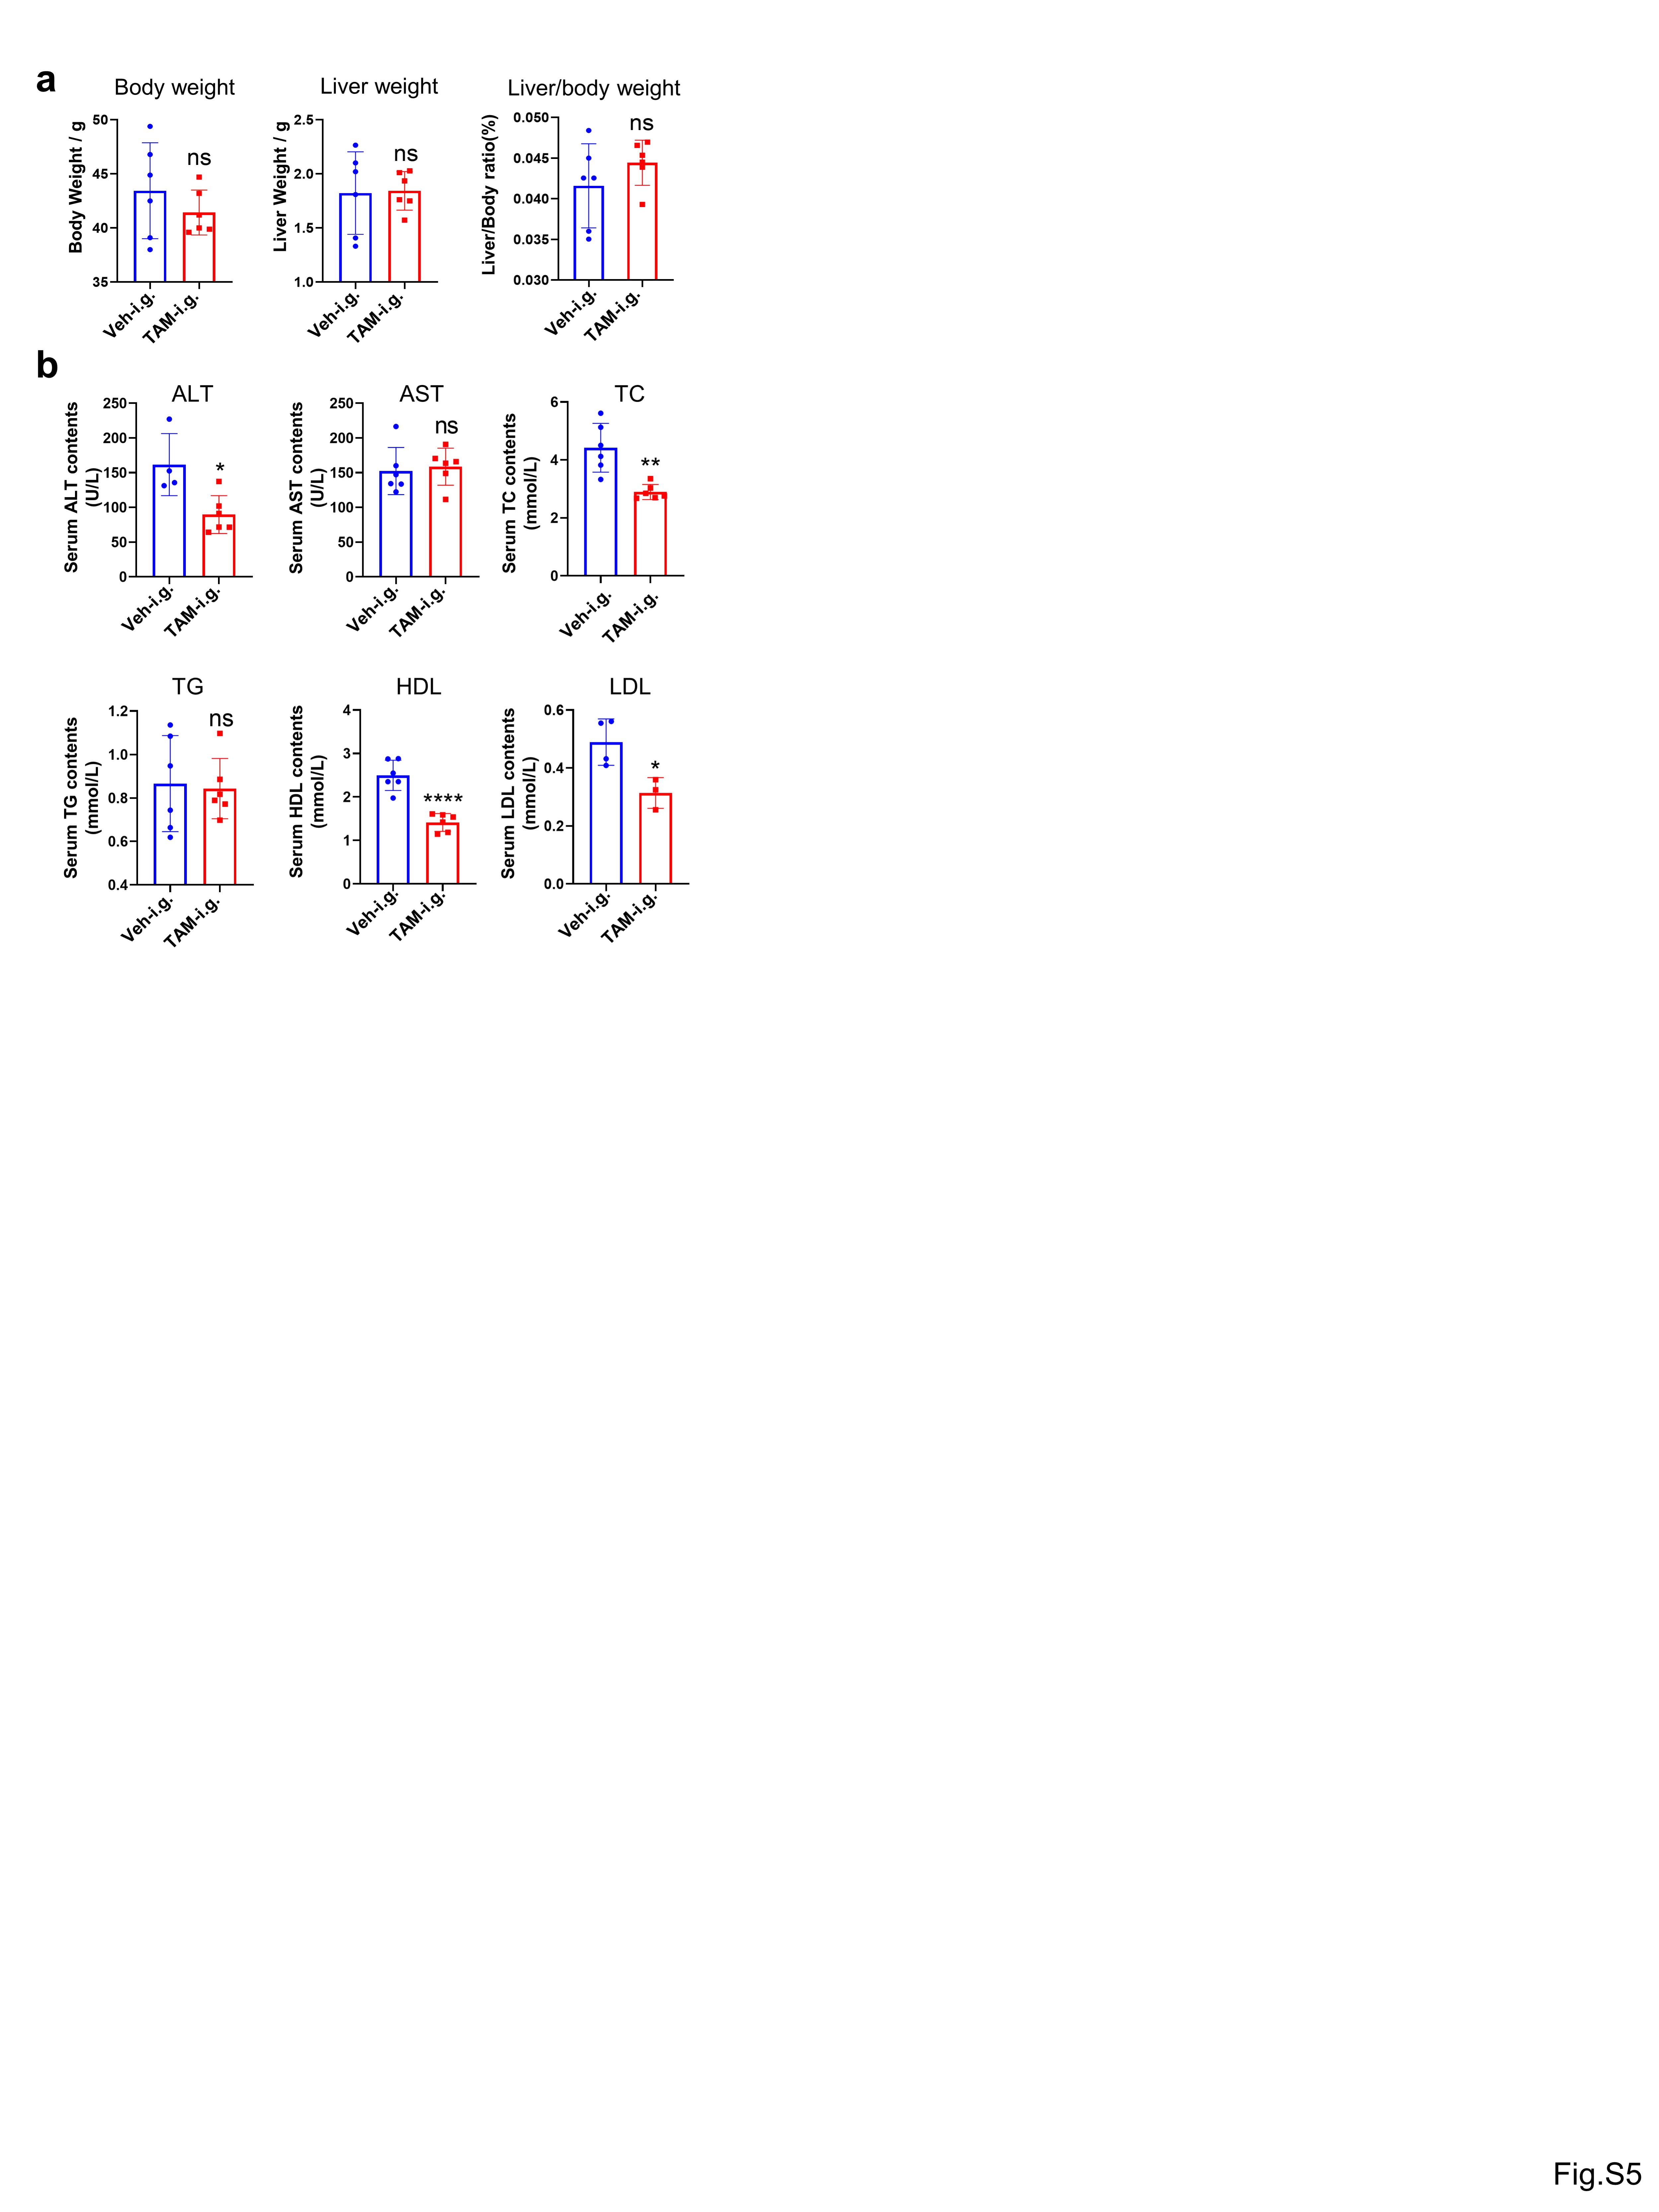

**Fig. S5** (**a**) Body weight, liver weight and liver to body weight ratio of HFD-induced NAFLD mice administrated with 100mg/kg tamoxifen or vehicle orally for 2 weeks. (**b**) Serum ALT, AST, TC, TG, HDL and LDL analysis of HFD-induced NAFLD mice administrated with tamoxifen or vehicle orally for 2 weeks. Bars = means ± SD; n=3 to 6; ns, no significance; *P < 0.05; **P < 0.01; ****P<0.0001.

Figure. S6.

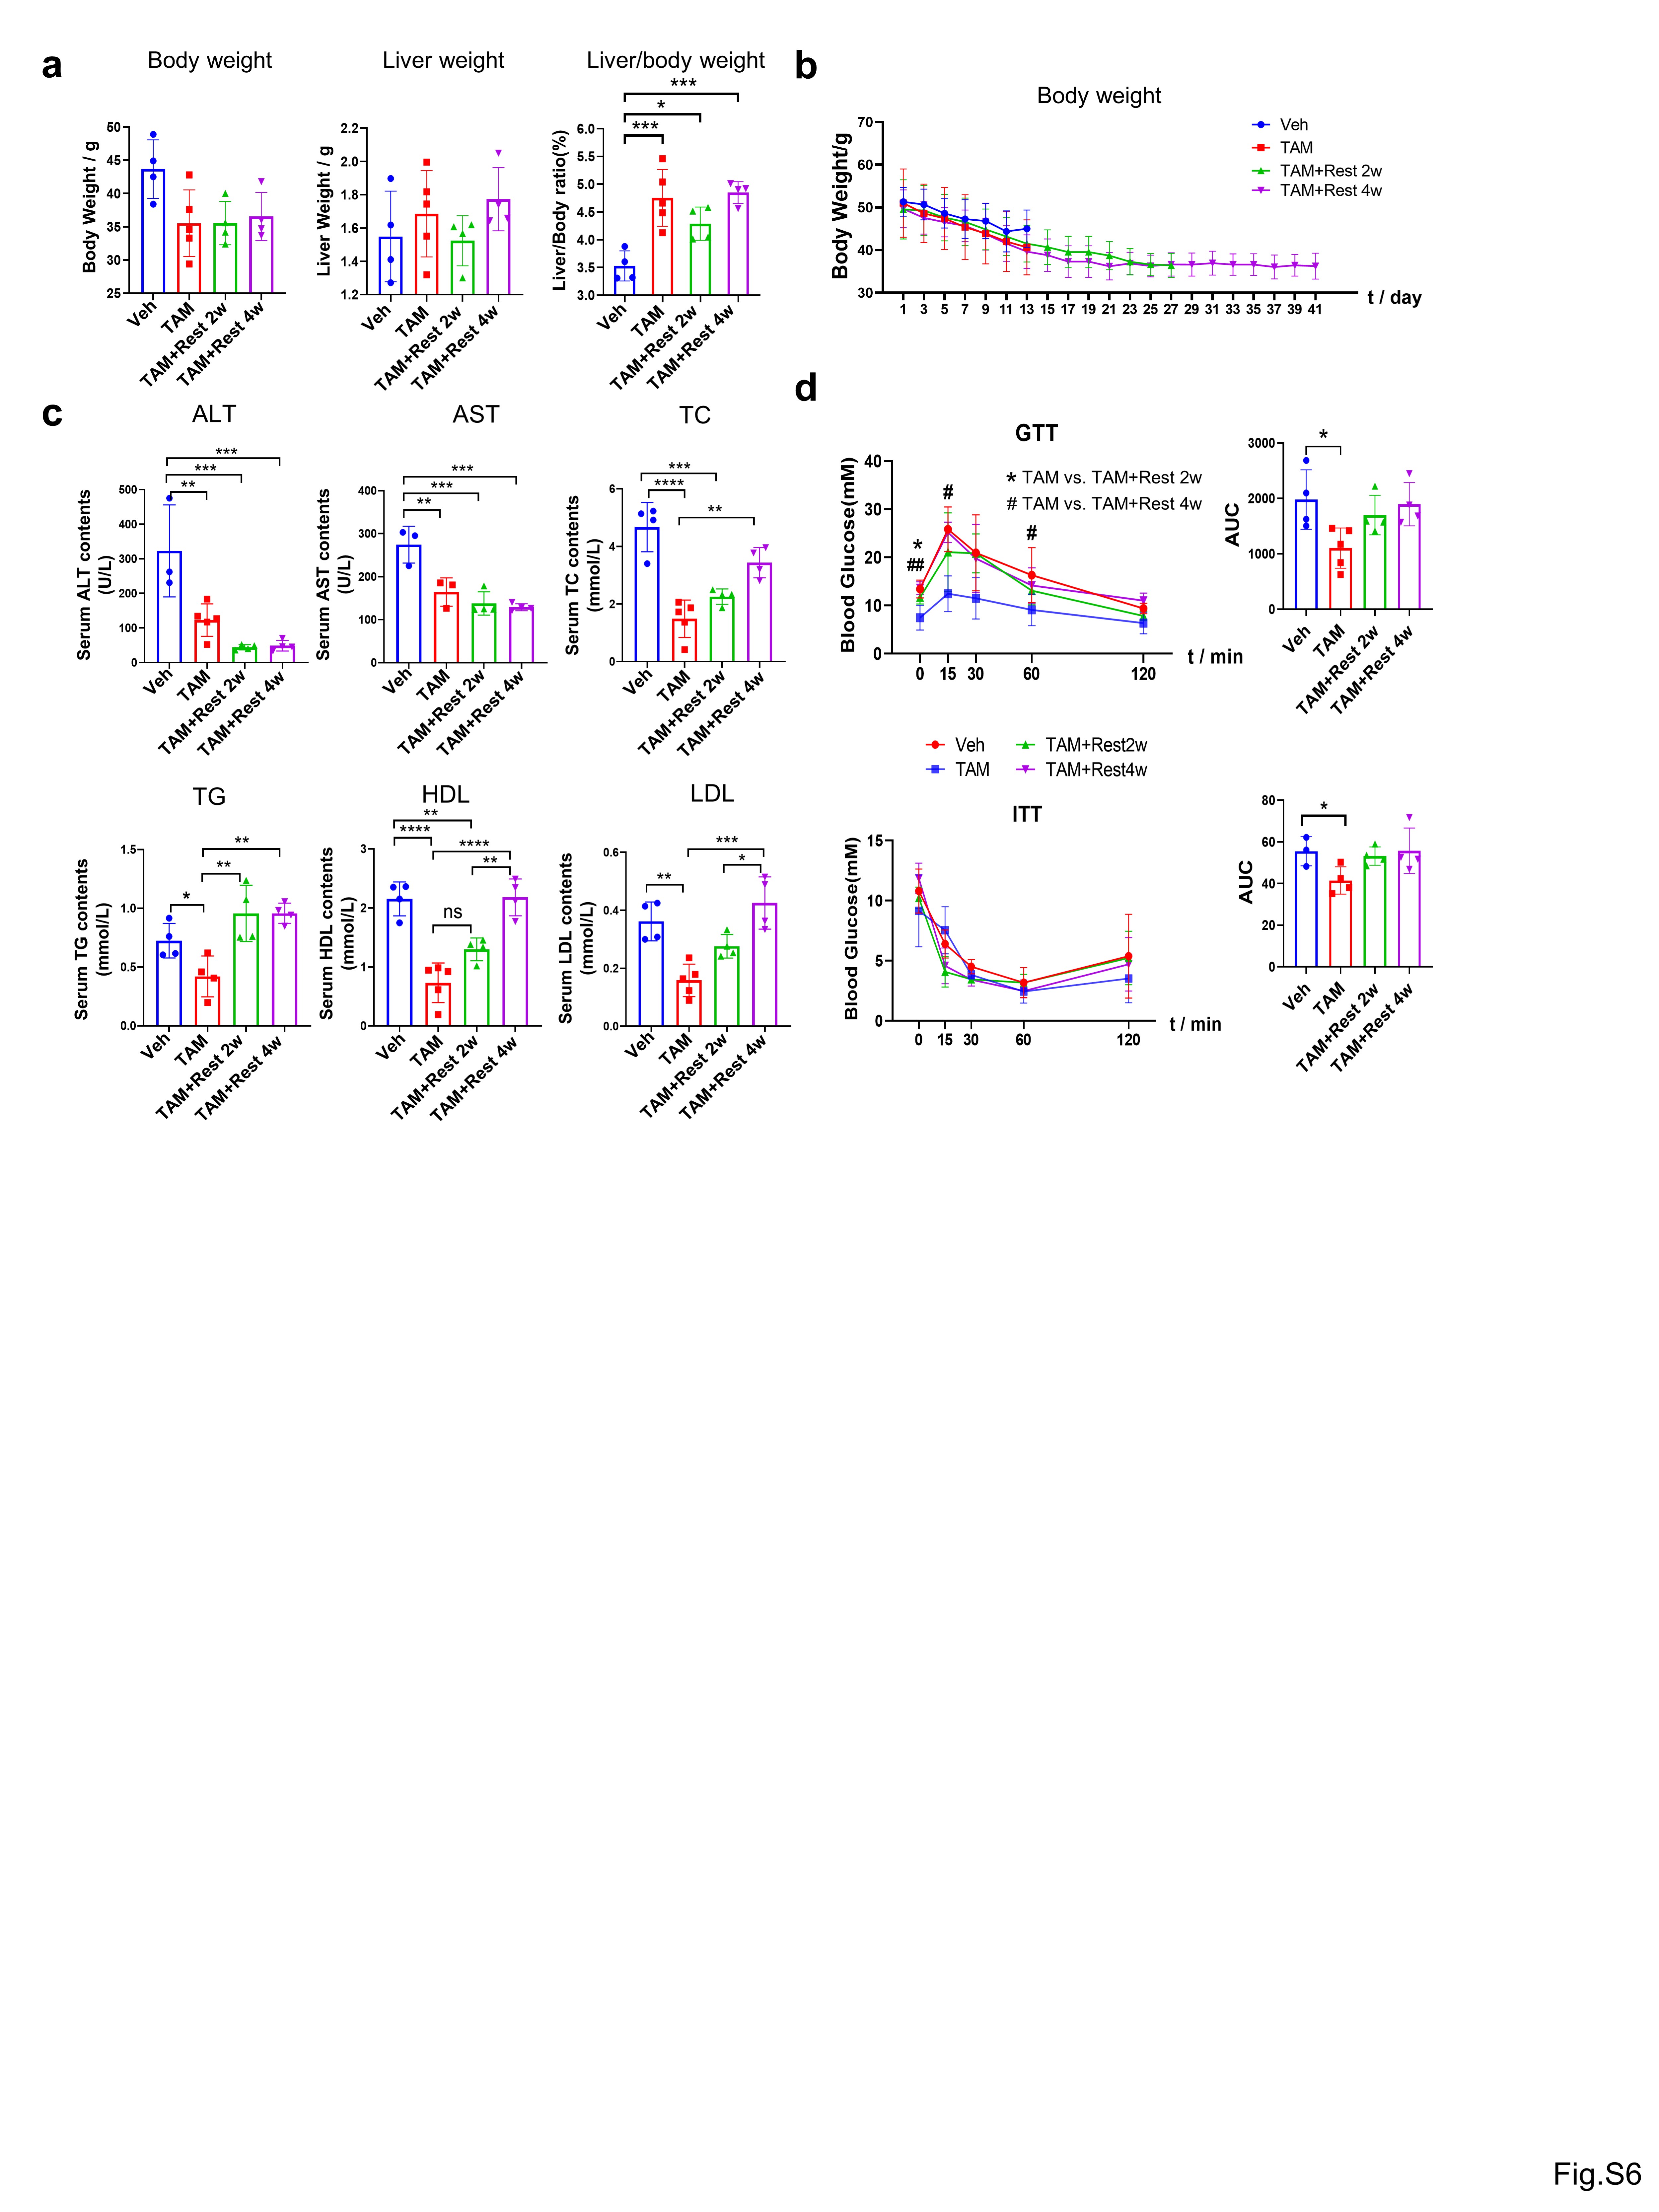

**Fig. S6** (**a**) The body weight, liver weight and liver to body weight ratio of HFD-induced NAFLD mice administrated with 100mg/kg tamoxifen or vehicle for 2 weeks and ceased treatment for 2 or 4 weeks. (**b**) The body weight curve of HFD-induced NAFLD mice administrated with tamoxifen or vehicle for 2 weeks and ceased treatment for 2 or 4 weeks. (**c**) Serum ALT, AST, TC, TG, HDL and LDL analyses of HFD-induced NAFLD mice administrated with tamoxifen or vehicle for 2 weeks and ceased treatment for 2 or 4 weeks. (**d**) GTT and ITT tests were performed on HFD-induced NAFLD mice administrated with tamoxifen or vehicle for 2 weeks and ceased treatment for 2 or 4 weeks. Bars = means ± SD; n=3 to 5; ns, no significance; *P < 0.05; **P < 0.01; ***P <0.001; ****P<0.0001.

Figure. S7.

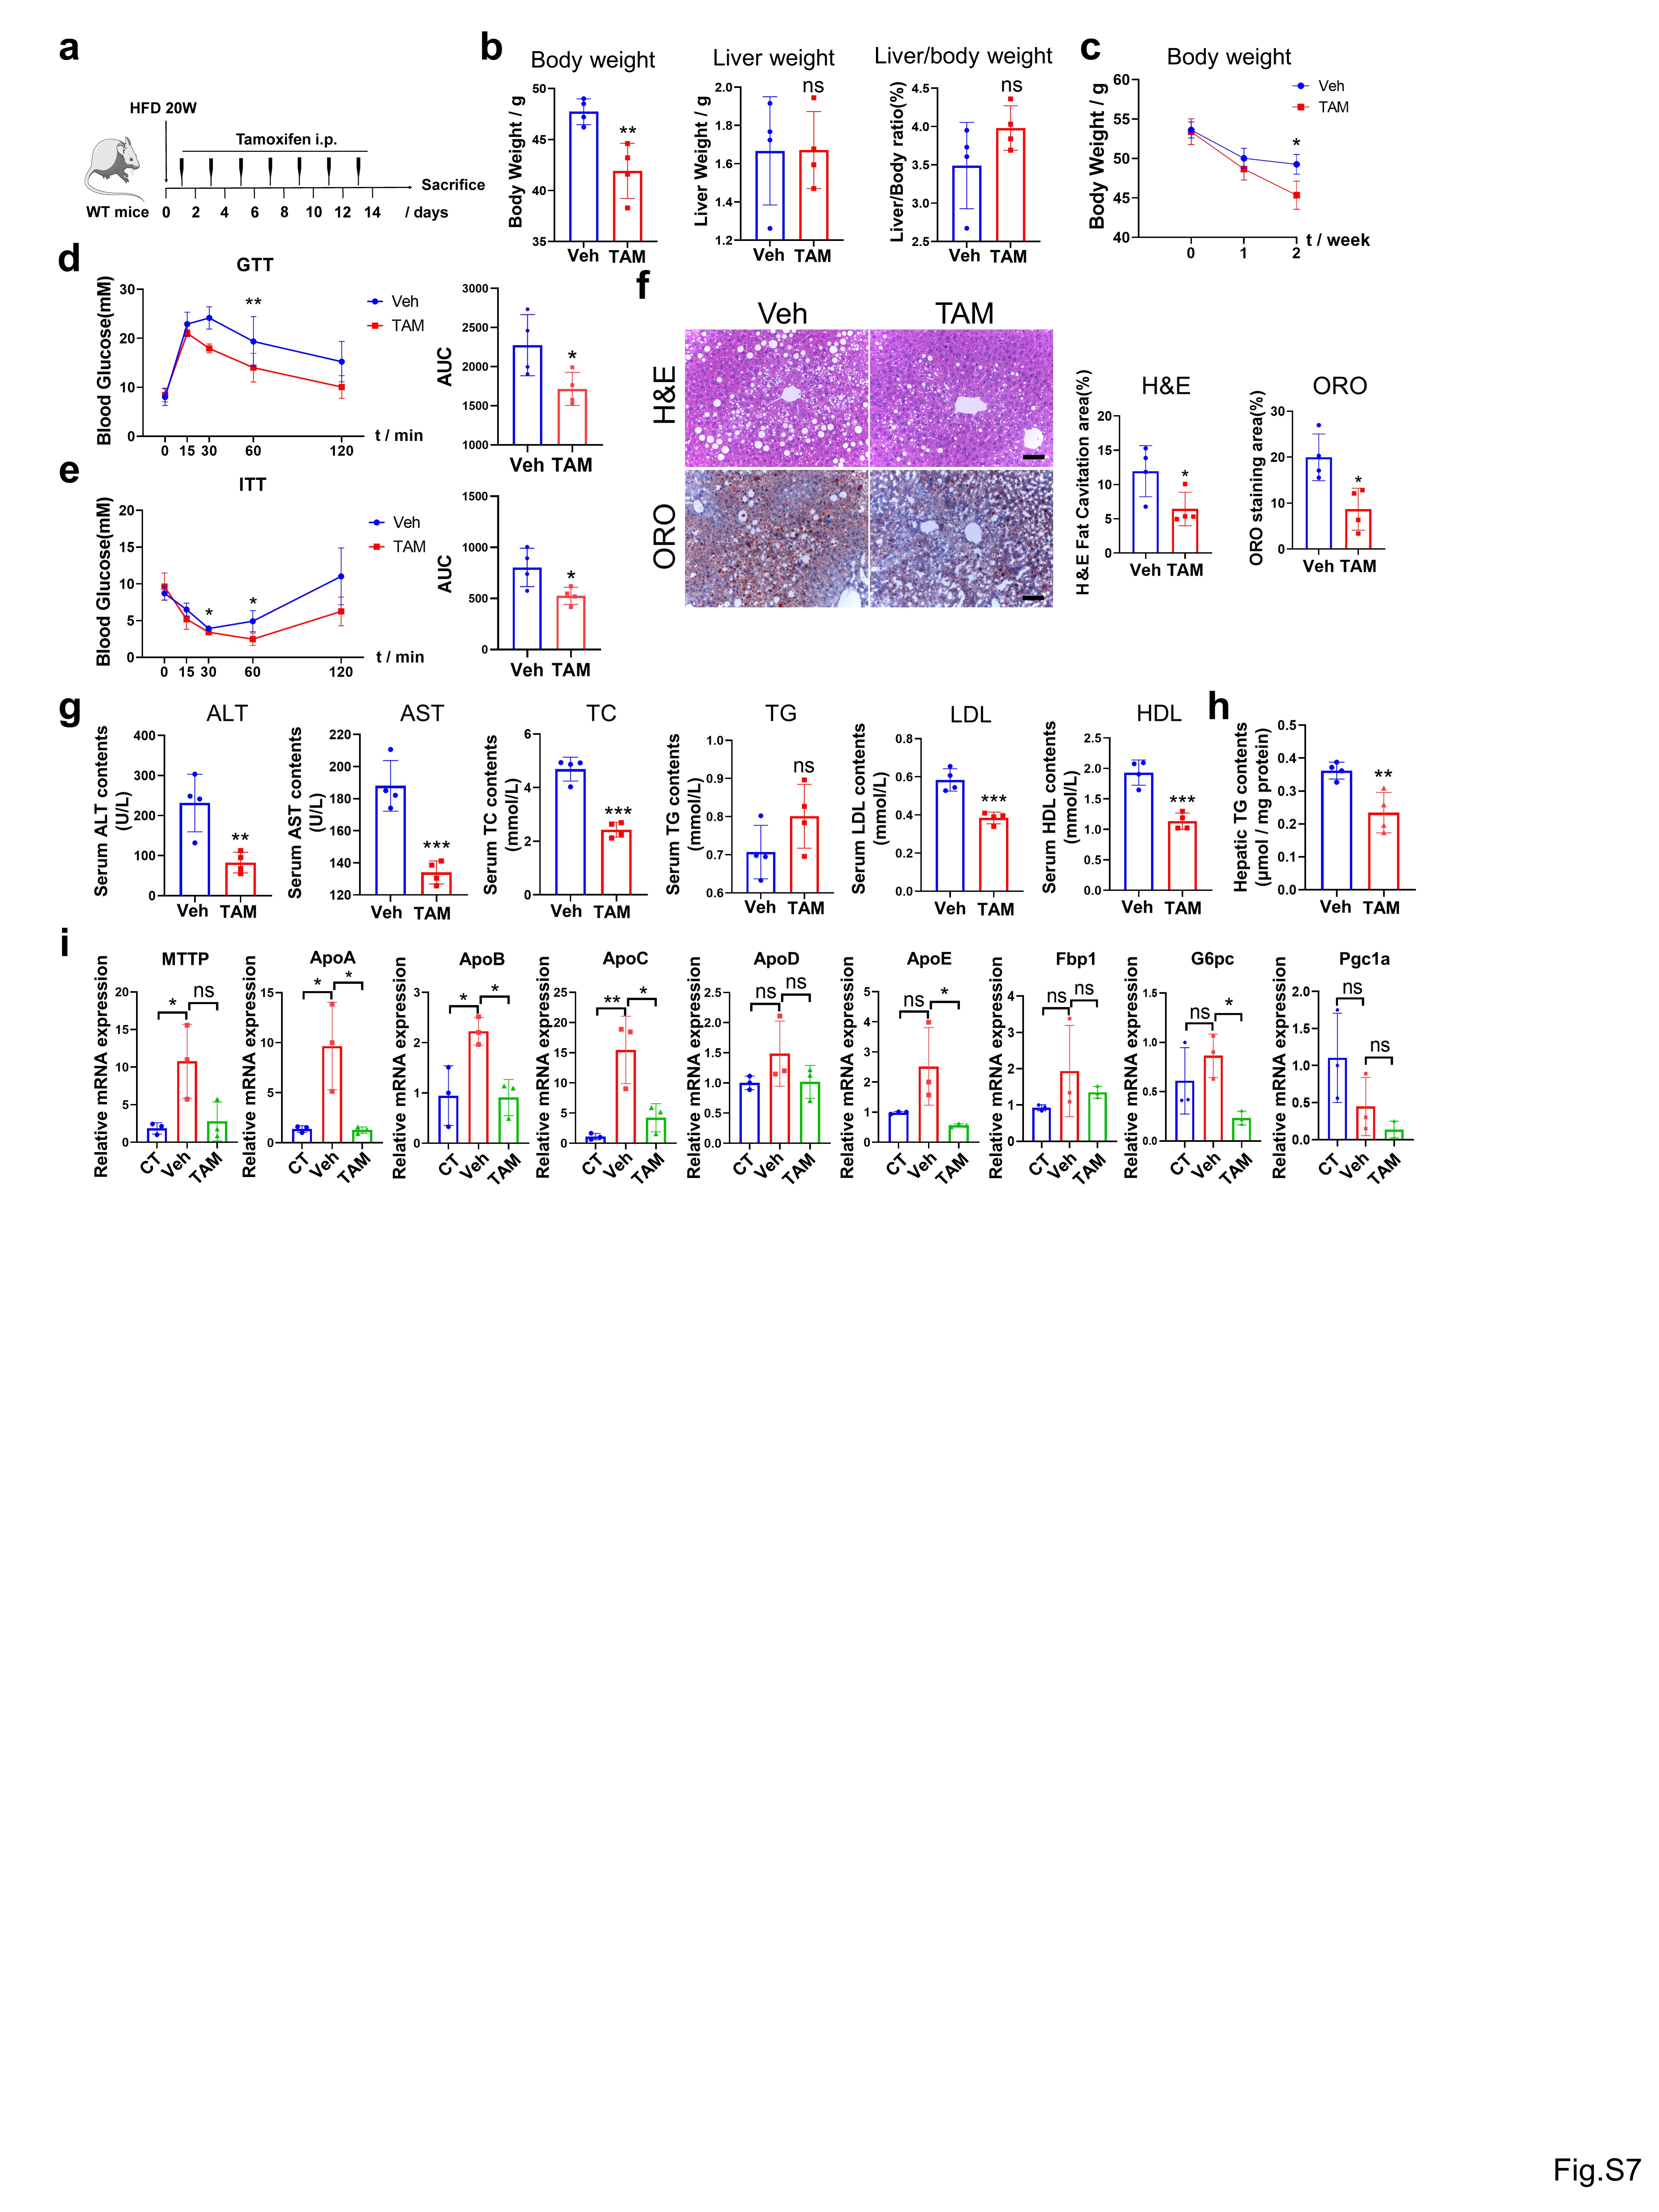

**Fig. S7** (**a**) Dosing scheme of tamoxifen on male C57BL/6 mice fed with high fat diets for 20 weeks. Dose of tamoxifen: 100 mg/kg. (**b**) The body weight, liver weight and liver to body ratio of male high fat diets-induced mice administrated with vehicle or 100mg/kg tamoxifen for 2 weeks. (**c**) The body weight change after 2-week tamoxifen administration in HFD-induced NAFLD model. (**d**) GTT test was performed on male HFD-induced mice administrated with tamoxifen or vehicle for 2 weeks and area under curve (AUC) was calculated and compared. (**e**) ITT test was performed on male HFD-induced mice administrated with tamoxifen or vehicle for 2 weeks and area under curve (AUC) was calculated and compared. (**f**) Liver sections from male HFD-induced mice administrated with tamoxifen or vehicle for 2 weeks were performed H&E and ORO staining and H&E fat cavitation area and ORO staining area was quantitatively compared. Scale bar:100μm. (**g**) Serum ALT, AST, TC, TG, HDL and LDL analysis of male HFD-induced mice administrated with tamoxifen or vehicle for 2 weeks. (**h**) Hepatic TG levels were examined and normalized by protein levels. (**i**) RNA was extracted from liver tissues and expression of TG export (MTP, ApoA, ApoB, ApoC, ApoD, ApoE) and gluconeogenesis (Fbp1, G6pc, Pgc1a)-related genes was determined by RT-qPCR with β-actin as an internal control. Bars = means ± SD; n=3 to 4; ns, no significance; *P < 0.05; **P < 0.01; ***P <0.001.

Figure. S8.

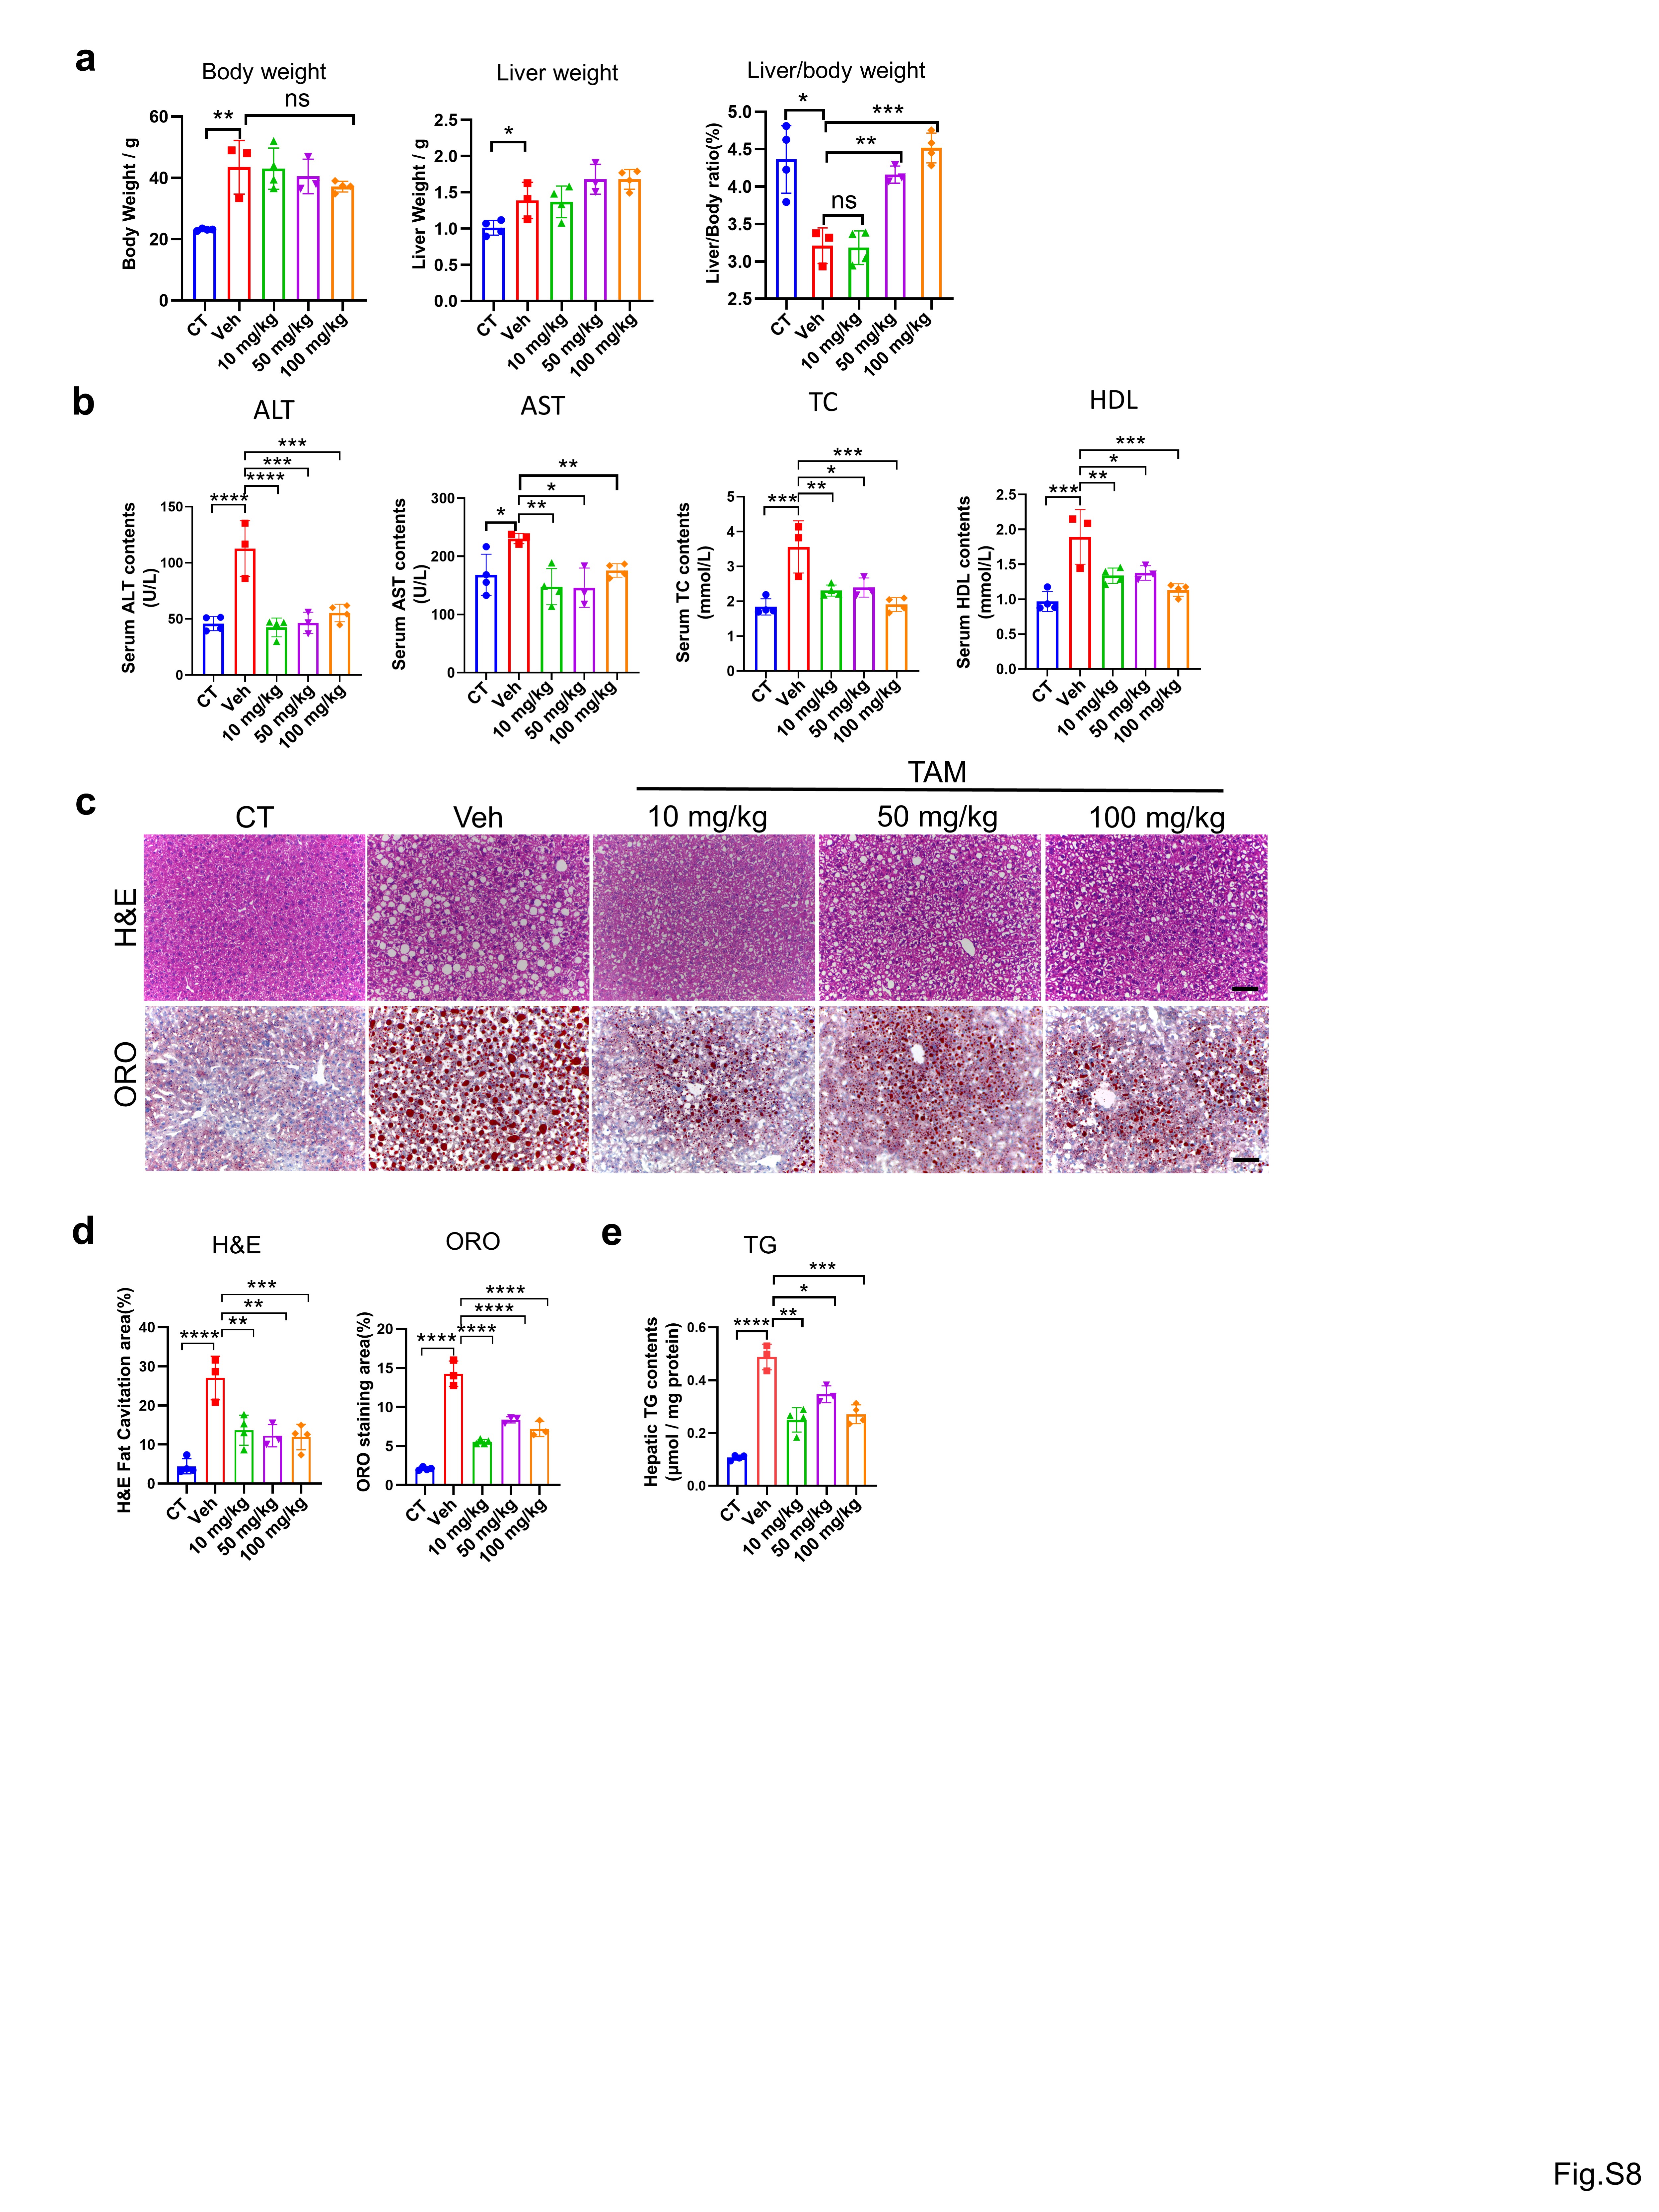

**Fig. S8** (**a**) The body weight, liver weight and liver to body weight ratio of HFD-induced mice administrated with different doses tamoxifen (10mg/kg, 50mg/kg, and 100mg/kg) or vehicle and control mice. (**b**) Serum analyses of ALT, AST, TC, and HDL-C in HFD-induced mice administrated with different doses tamoxifen (10mg/kg, 50mg/kg, and 100mg/kg) or vehicle and control mice. (**c**) H&E and ORO were performed in liver sections collected from HFD-induced mice following tamoxifen administration at different doses (10mg/kg, 50mg/kg, and 100mg/kg). (**d**) The H&E cavitation and ORO staining area were quantitively compared. (**e**) Hepatic TG levels were examined and normalized by protein levels. Scale bar:100μm. Bars = means ± SD; n=3 to 4. ns, no significance; *P < 0.05; **P < 0.01; ***P <0.001; ****P<0.0001.

Figure. S9.

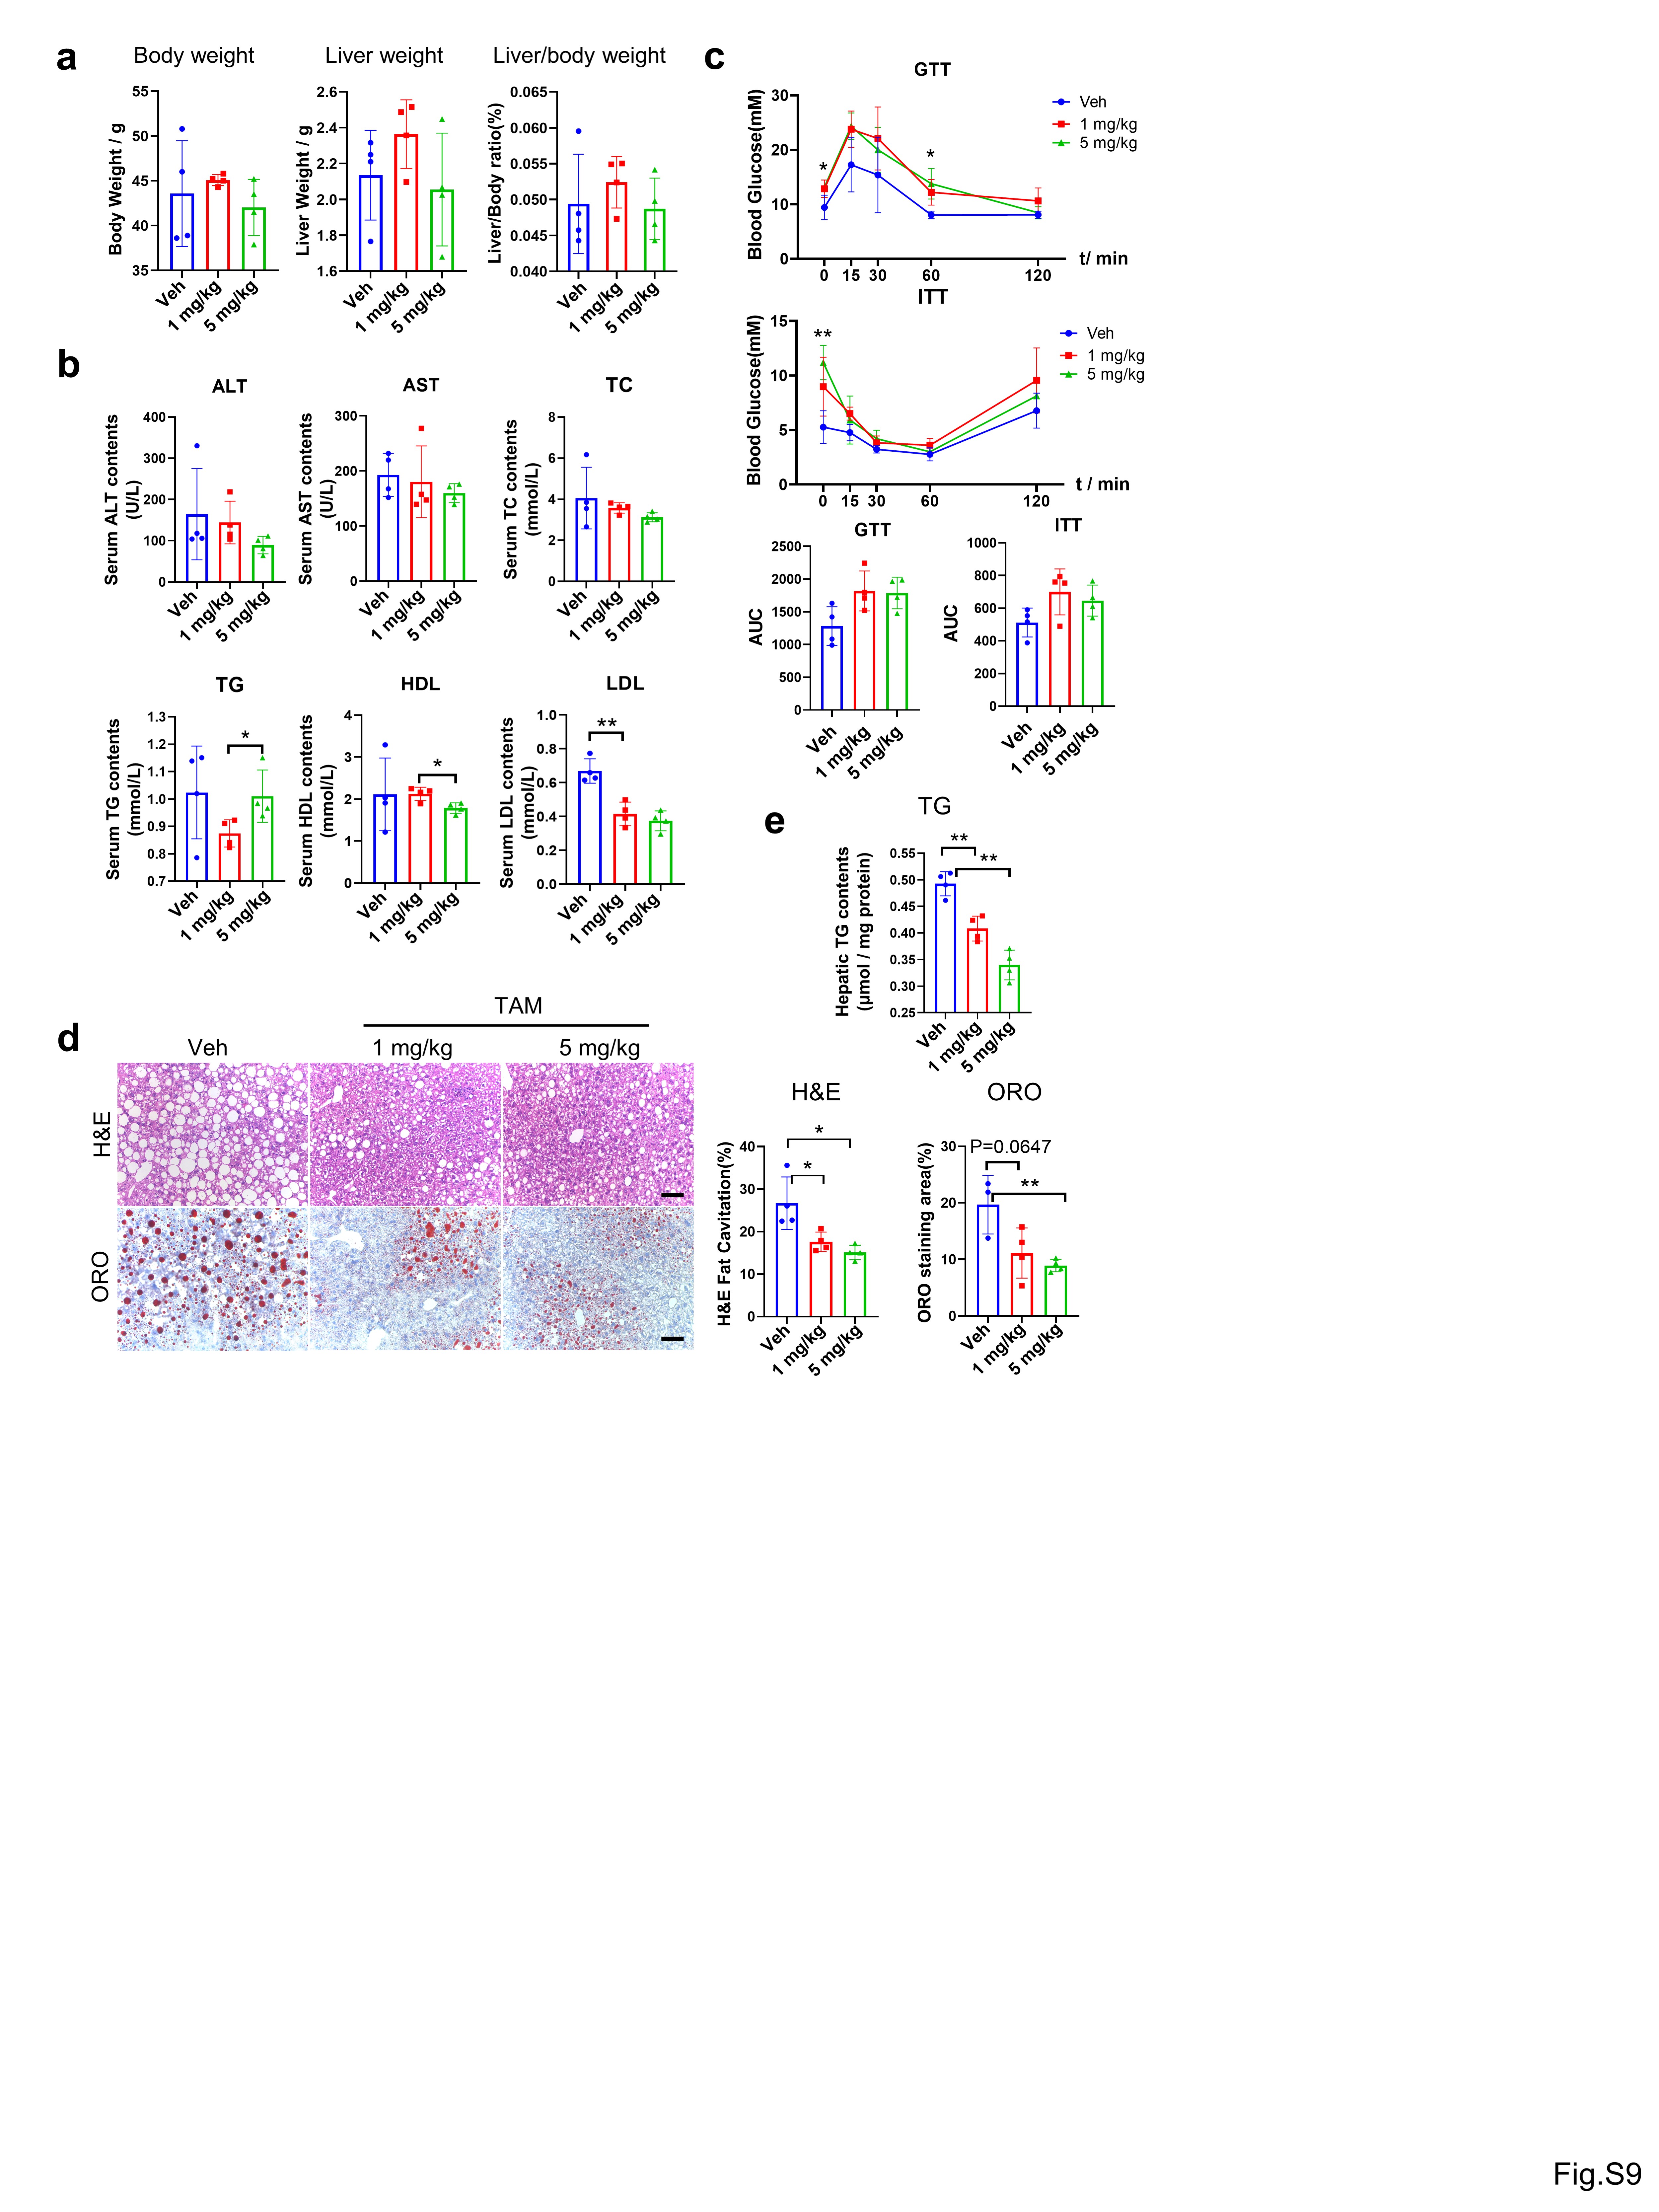

**Fig. S9** (**a**) The body weight, liver weight and liver to body weight ratio of HFD-induced mice administrated with different doses tamoxifen (1 mg/kg, 5 mg/kg) or vehicle. (**b**) Serum analyses of ALT, AST, TC, TG, HDL-C and LDL-C in HFD-induced mice administrated with different doses tamoxifen (1 mg/kg, 5 mg/kg) or vehicle. (**c**) GTT and ITT tests were performed on HFD-induced mice administrated with different doses tamoxifen (1 mg/kg, 5 mg/kg) or vehicle. (**d**) H&E and ORO were performed in liver sections collected from HFD-induced mice following tamoxifen administration at different doses (1 mg/kg, 5 mg/kg). The H&E cavitation and ORO staining area were quantitively compared. (**e**) Hepatic TG levels were examined and normalized by protein levels. Scale bar:100μm. Bars = means ± SD; n=3 to 4. *P < 0.05; **P < 0.01.

Figure. S10.

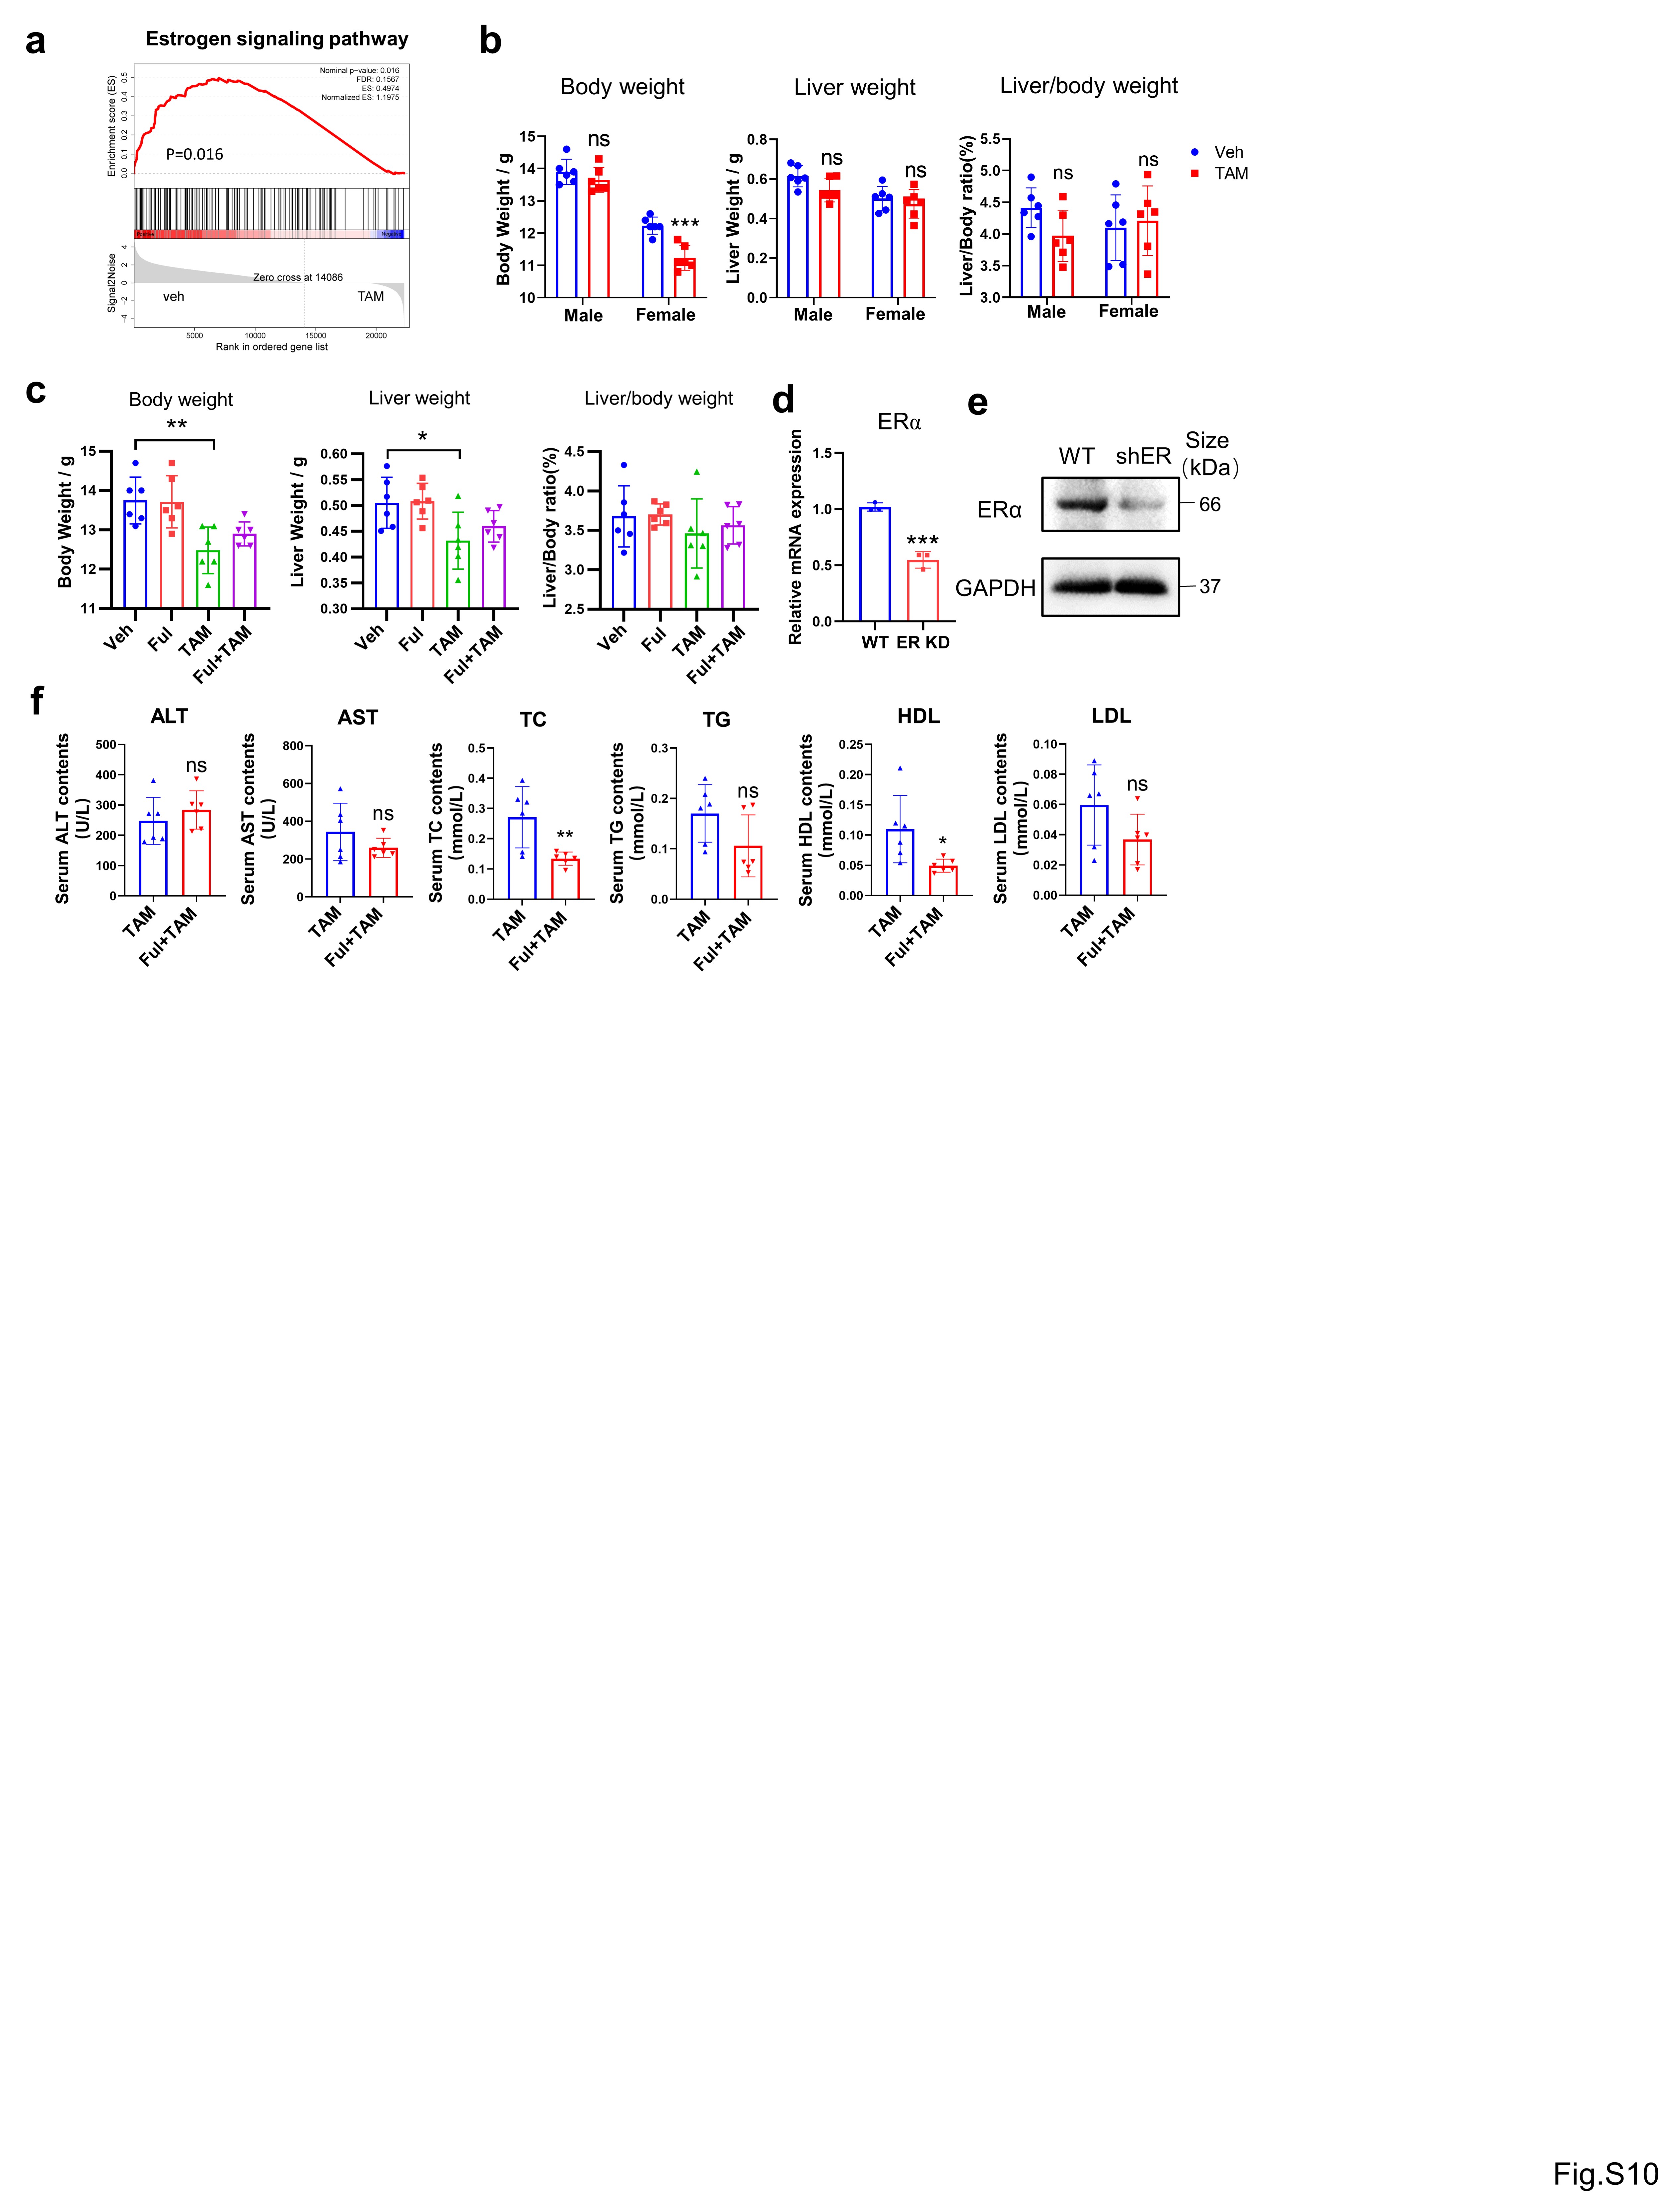

**Fig. S10** (**a**) GSEA analysis of estrogen signaling pathway. The figure was generated on Omicsmart platform (https://www.omicsmart.com/). (**b**) The body weight, liver weight and liver to body ratio of male and female mice fed with MCD diets for 6 weeks and administrated with 100mg/kg tamoxifen or vehicle intraperitoneally for 5 consecutive days. (**c**) The body weight, liver weight and liver to body ratio of male MCD diets-induced mice administrated with vehicle, fulvestrant, tamoxifen or tamoxifen + fulvestrant. (**d**) The mRNA expression of ER in WT and ER KD AML12 cells. (**e**) The protein levels of ER in WT and ER KD AML12 cells. (**f**) Serum analysis of ALT, AST, TC, TG, HDL and LDL in female MCD diets-induced mice administrated with tamoxifen or tamoxifen + fulvestrant. Bars = means ± SD; n=3 to 6; ns, no significance; *P < 0.05; **P < 0.01; ***P <0.001.

Figure. S11-1.

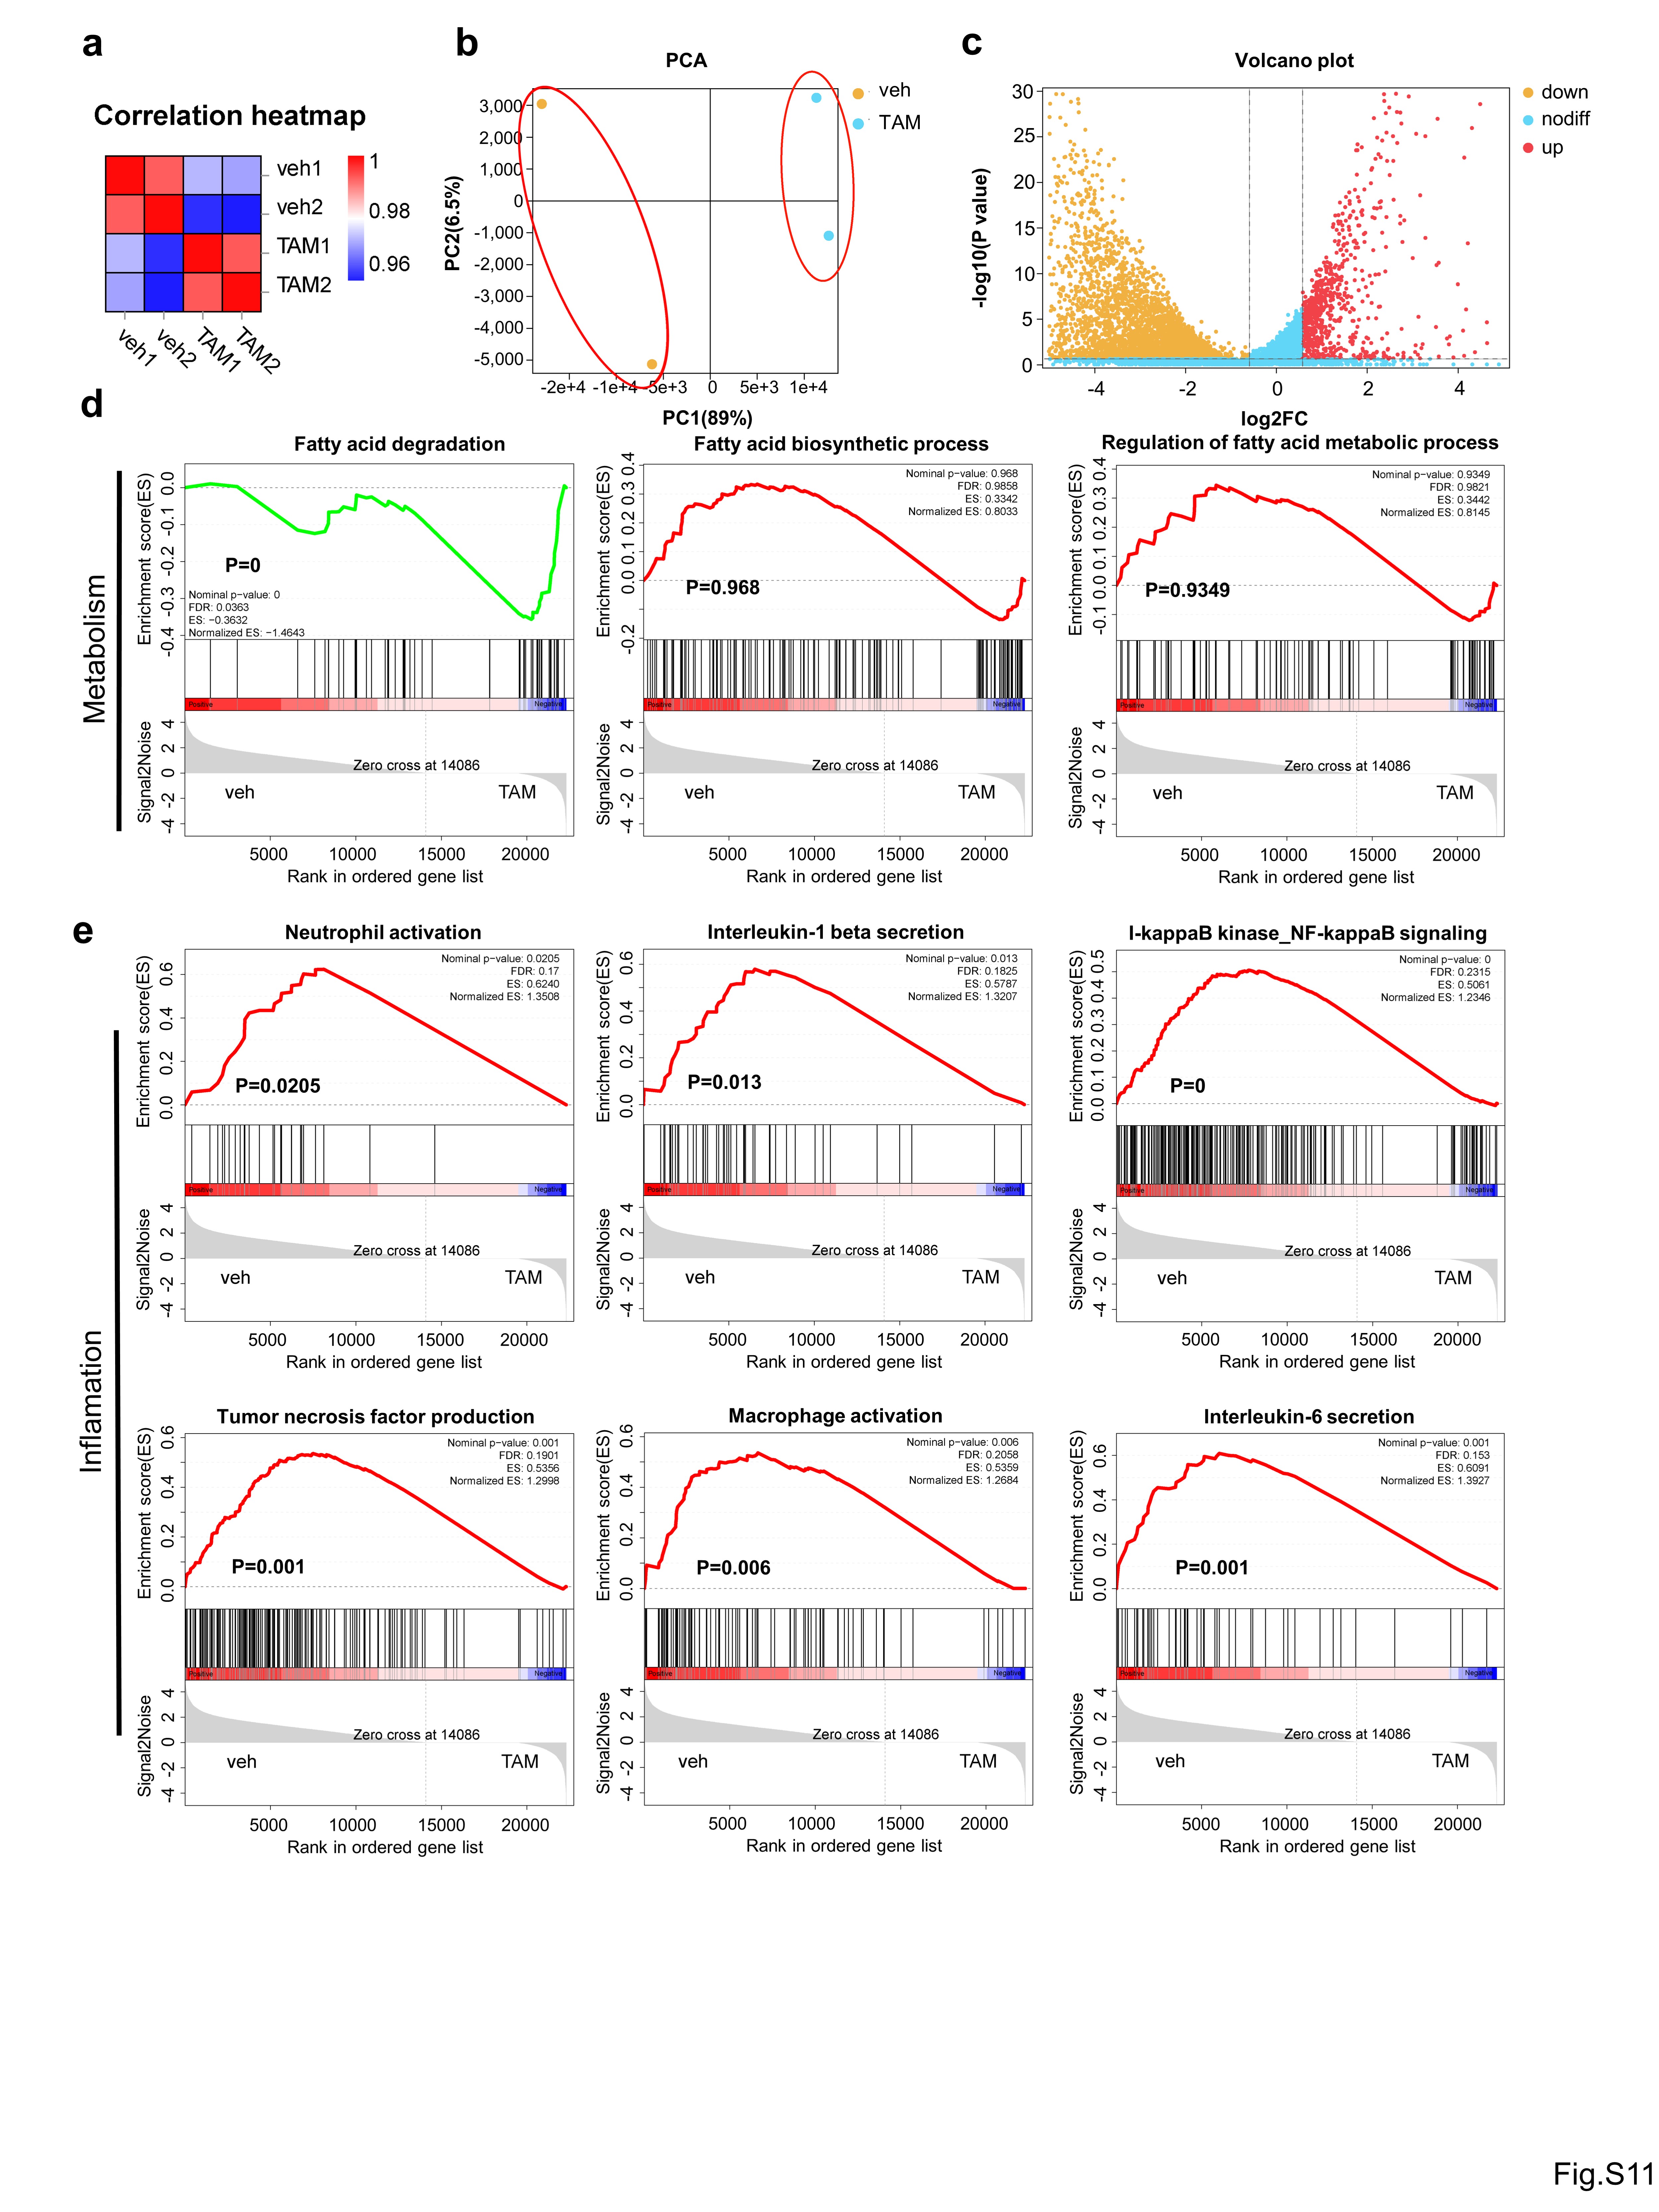

Figure. S11-2.

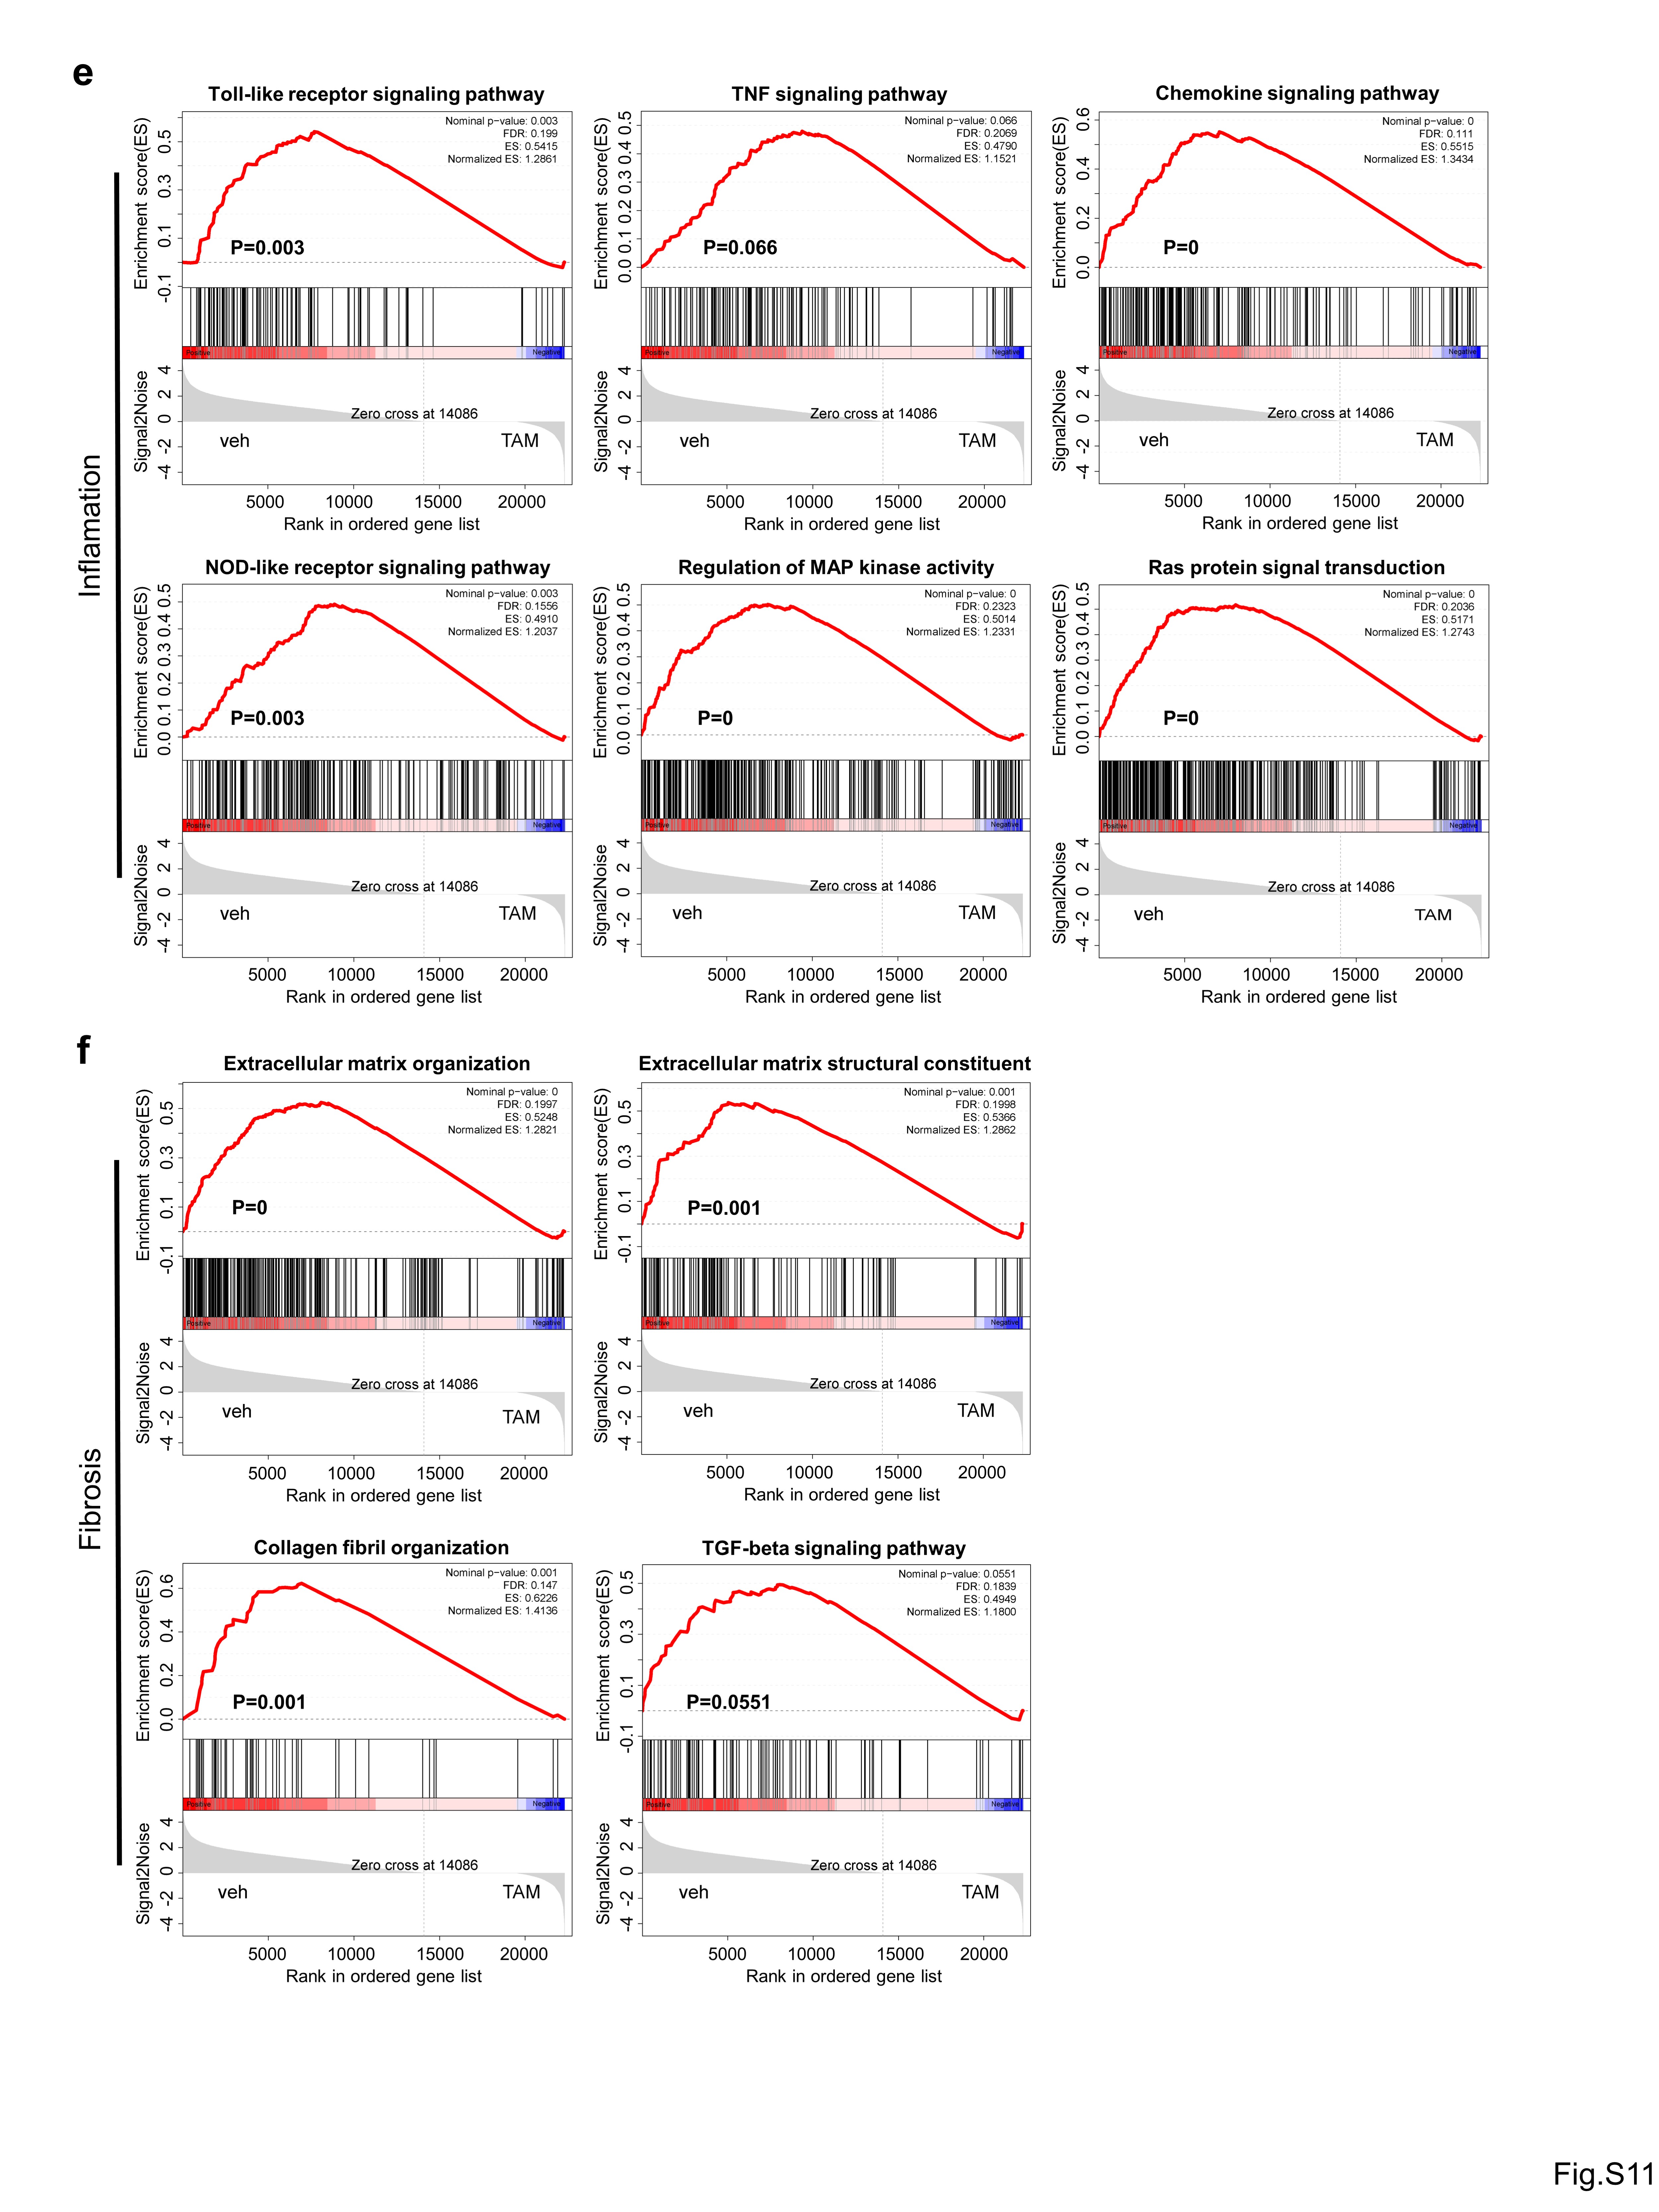

**Fig. S11** (**a**) Correlation heatmap of RNA-seq samples. (**b**) PCA analysis of RNA-seq samples. (**c**) Volcano plot of DEGs. (**d**) GSEA analysis of fatty acid degradation and biosynthesis process. (**e**) GSEA analysis of inflammation-related signaling pathway. (**f**) GSEA analysis of fibrosis-related signaling pathway. Supplementary Fig. a-f were generated on Omicsmart platform (<https://www.omicsmart.com/>).

Figure. S12.

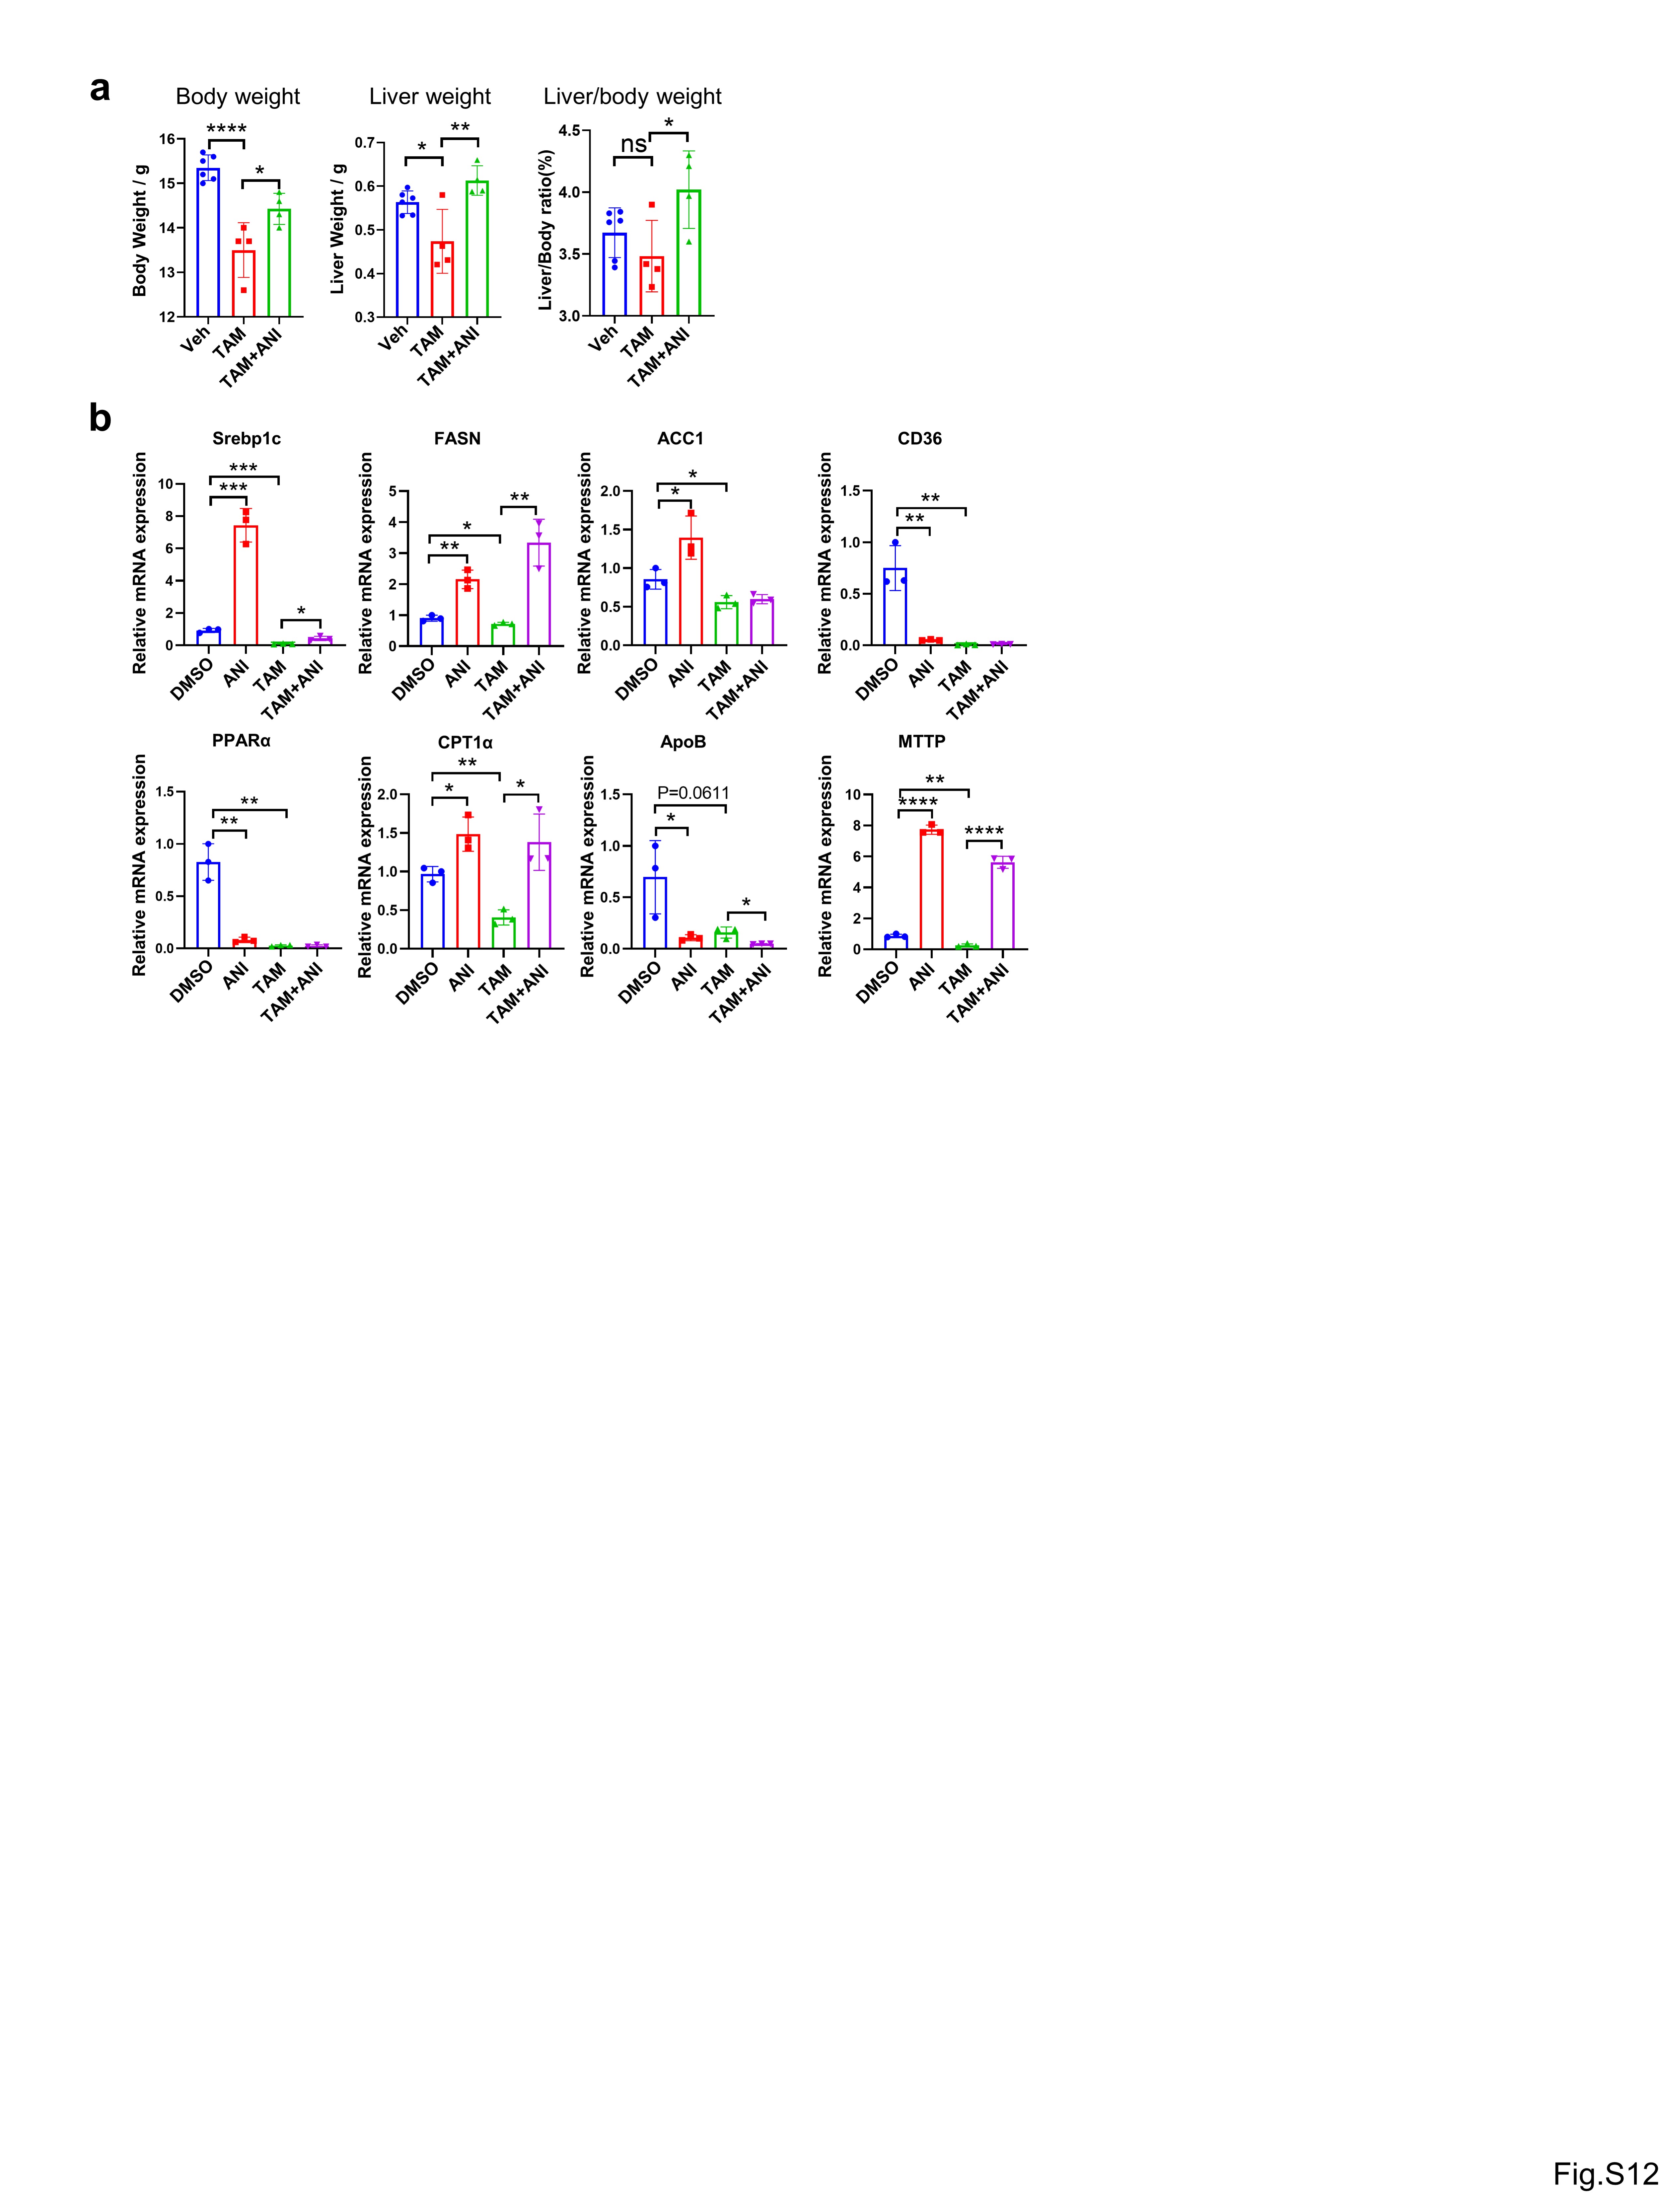

**Fig. S12** (**a**) Body weight, liver weight and liver to body ratio of MCD diets-induced mice administrated with vehicle, tamoxifen or tamoxifen + ANI, respectively. (**b**) Total RNA was extracted from AML12 cells treated with DMSO/ ANI 10 μM/ tamoxifen 40 μM / ANI 10 μM + tamoxifen 40 μM and expression of lipogenesis (Srebp1c, FASN, ACC1), fatty acids intake (CD36), fatty acid oxidation (PPARα, CPT1α) and TG export (ApoB, MTTP)-related genes was determined by RT-qPCR with β-actin as an internal control. Bars = means ± SD; n=3 to 6; ns, no significance; *P < 0.05; **P < 0.01; ***P <0.001; ****P<0.0001.

Figure. S13.

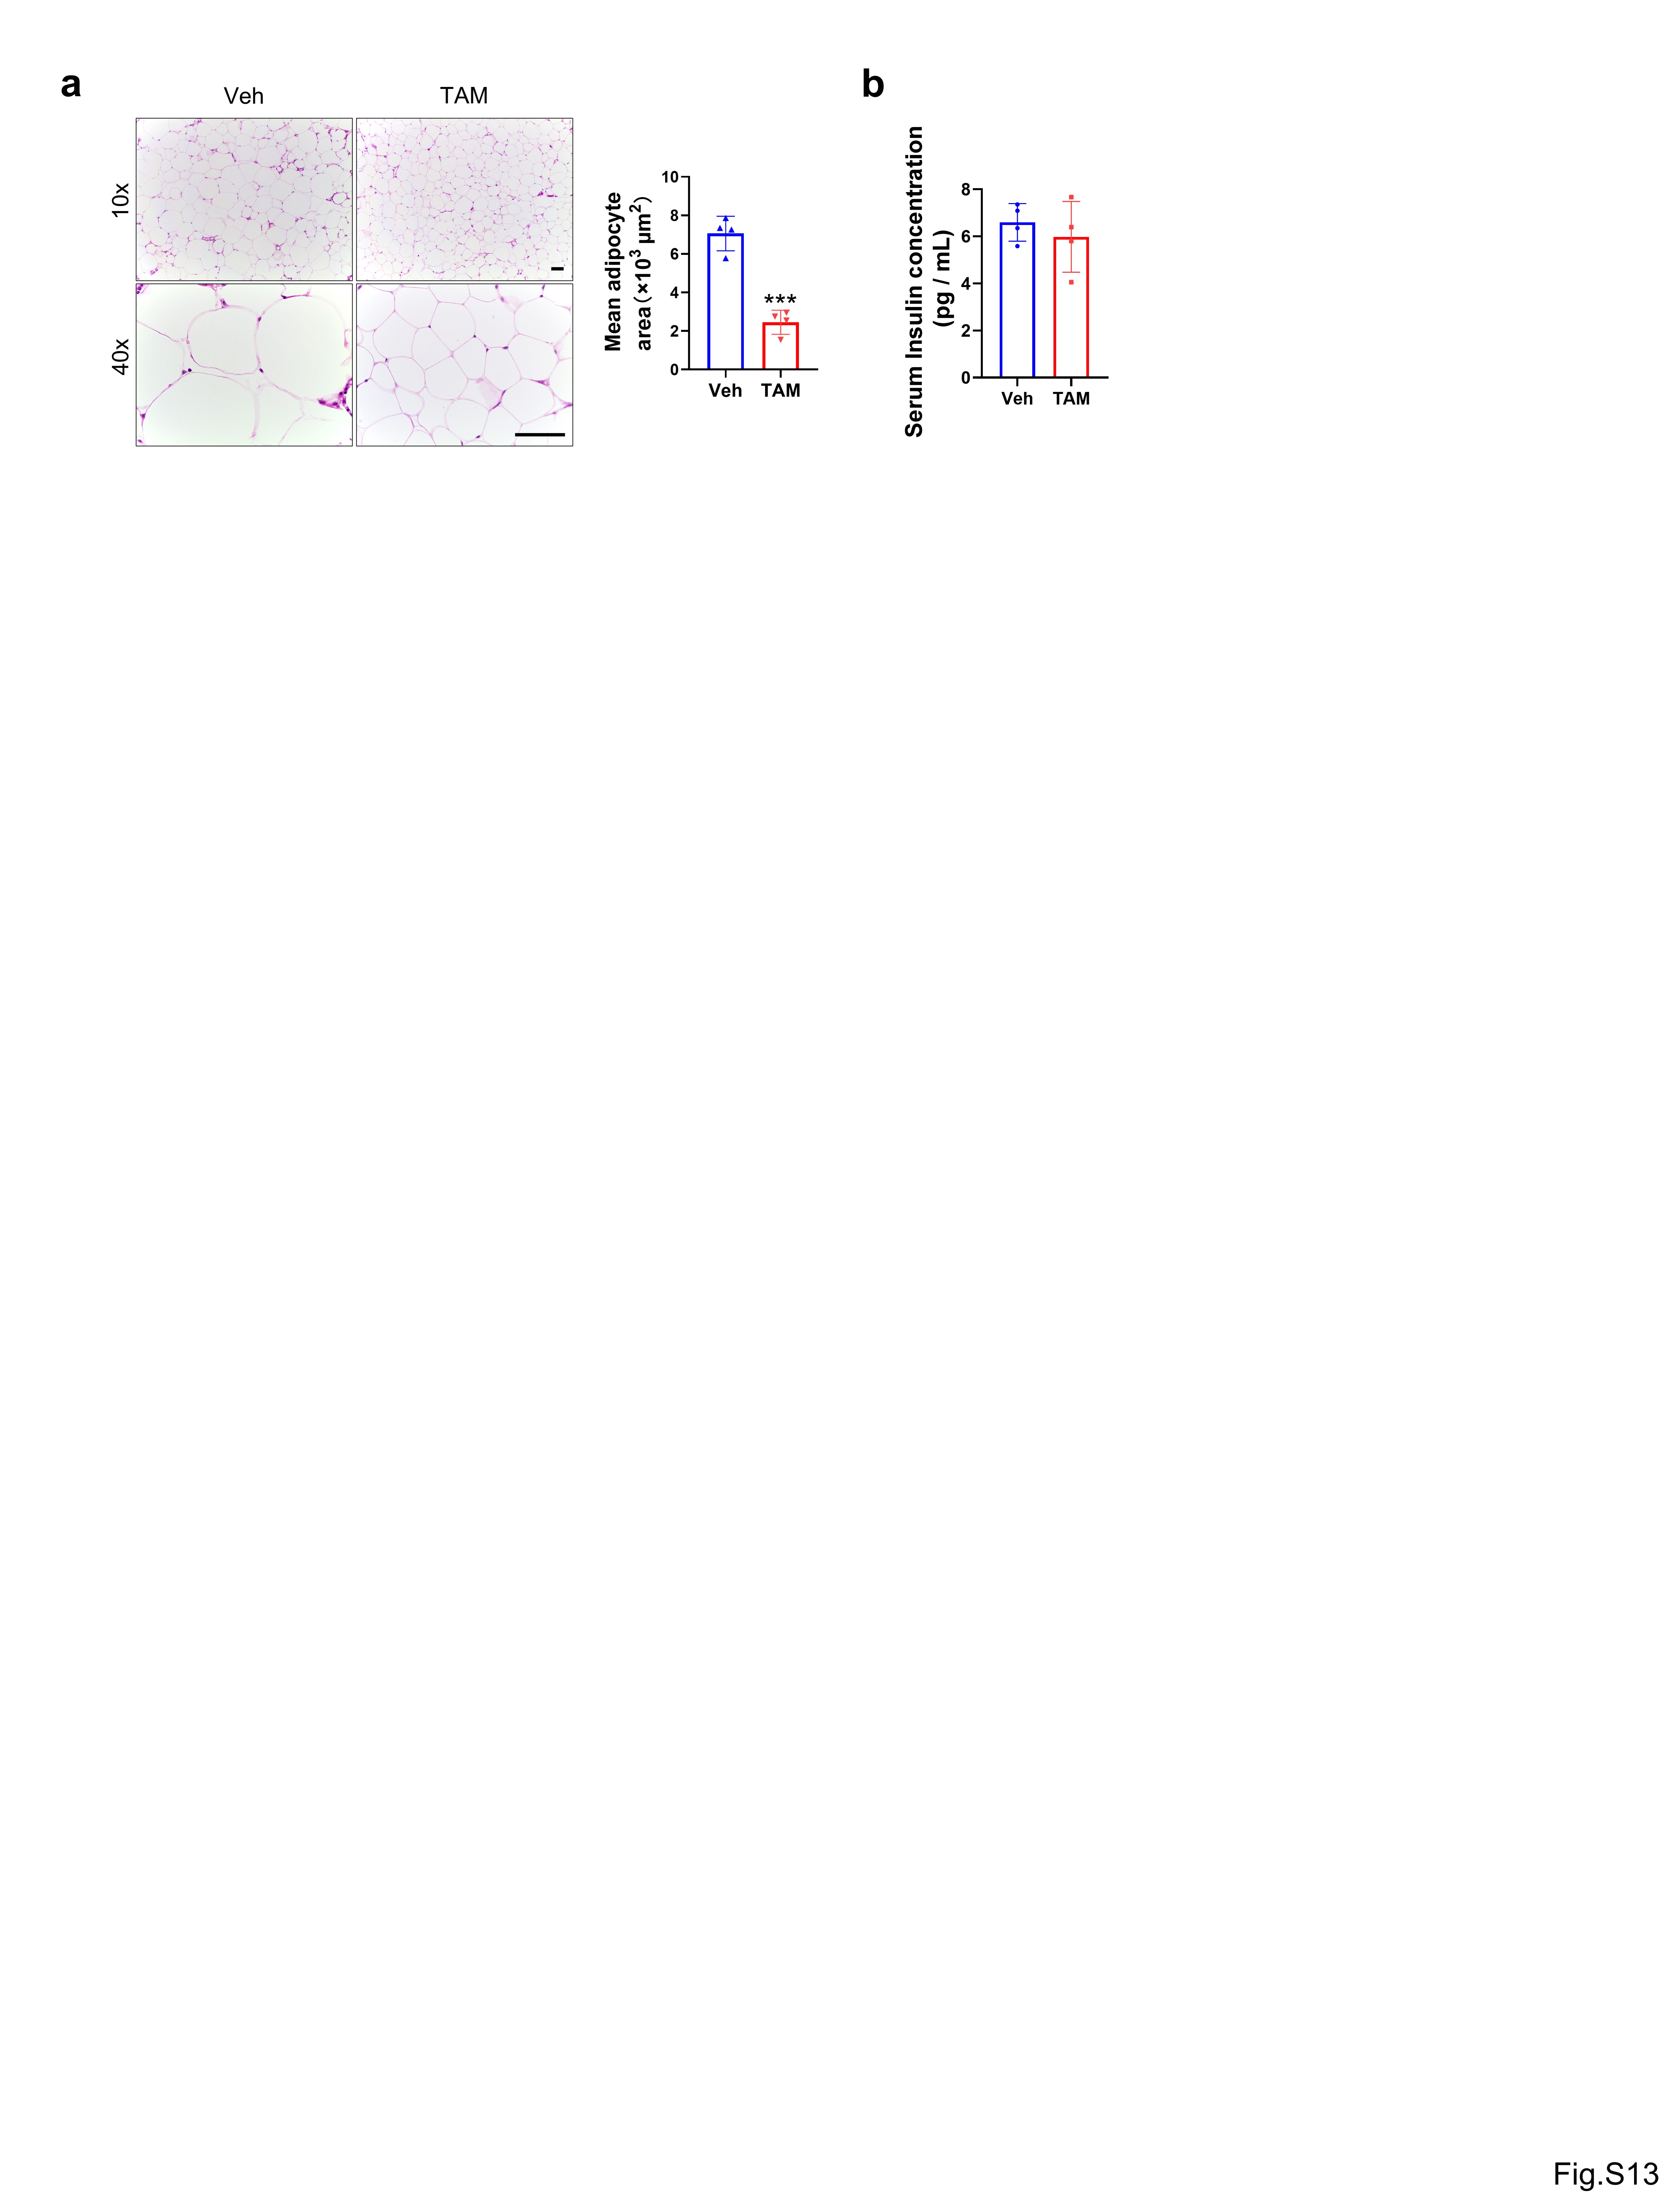

**Fig. S13** (**a**) White adipose tissues (WATs) were harvested from HFD-induced NAFLD mice administrated with 100mg/kg tamoxifen or vehicle every other day for 2 weeks and embedded in paraffin and sectioned. H&E staining was performed and mean adipocyte area was quantitatively compared. Scale bar: 100 μm. (**b**) Serum samples were collected from HFD-induced NAFLD mice administrated with tamoxifen or vehicle every other day for 2 weeks and Insulin concentration was examined using ELISA kit. Bars = means ± SD; n=4; ***P <0.001.

Table S1. Primers used for RT-qPCR

| ***Names*** | ***Species*** | ***Sequence (5′ to 3′)*** |
| --- | --- | --- |
| *Srebp1c* | *Mus musculus* | Sense: GGAGCCATGGATTGCACATT  Antisense: GGCCCGGGAAGTCACTGT |
| *SCD1* | *Mus musculus* | Sense: TCTTCCTTATCATTGCCAACACCA  Antisense: GCGTTGAGCACCAGAGTGTATCG |
| *ACC1* | *Mus musculus* | Sense: GGCCAGTGCTATGCTGAGAT  Antisense: AGGGTCAAGTGCTGCTCCA |
| *PPARα* | *Mus musculus* | Sense: TATTCGGCTGAAGCTGGTGTAC  Antisense: CTGGCATTTGTTCCGGTTCT |
| *CCL2* | *Mus musculus* | Sense: TACAAGAGGATCACCAGCAGC  Antisense: ACCTTAGGGCAGATGCAGTT |
| *α-SMA* | *Mus musculus* | Sense: CCCAGACATCAGGGAGTAATGG  Antisense: TCTATCGGATACTTCAGCGTCA |
| *CXCL10* | *Mus musculus* | Sense: ATGACGGGCCAGTGAGAATG  Antisense: ATGATCTCAACACGTGGGCA |
| *Ctgf* | *Mus musculus* | Sense: TGACCCCTGCGACCCACA  Antisense: TACACCGACCCACCGAAGACACAG |
| *IL-1β* | *Mus musculus* | Sense: CCGTGGACCTTCCAGGATGA  Antisense: GGGAACGTCACACACCAGCA |
| *CD36* | *Mus musculus* | Sense: GACTGGGACCATTGGTGATGA  Antisense: AAGGCCATCTCTACCATGCC |
| *Col1a1* | *Mus musculus* | Sense: TGCTAACGTGGTTCGTGACCGT  Antisense: ACATCTTGAGGTCGCGGCATGT |
| *Col3a1* | *Mus musculus* | Sense: ACGTAAGCACTGGTGGACAG  Antisense: CCGGCTGGAAAGAAGTCTGA |
| *Acox1* | *Mus musculus* | Sense: TCGAAGCCAGCGTTACGAG  Antisense: ATCTCCGTCTGGGCGTAGG |
| *FASN* | *Mus musculus* | Sense: CTGCGGAAACTTCAGGAAATG  Antisense: GGTTCGGAATGCTATCCAGG |
| *PPARγ* | *Mus musculus* | Sense: ATTCTGGCCCACCAACTTCGG  Antisense: TGGAAGCCTGATGCTTTATCCCCA |
| *Timp1* | *Mus musculus* | Sense: GAGACCACCTTATACCAGCGTT  Antisense: TACGCCAGGGAACCAAGAAG |
| *ER* | *Mus musculus* | Sense: CCTCCCGCCTTCTACAGGT  Antisense: CACACGGCACAGTAGCGAG |
| *CPT1α* | *Mus musculus* | Sense: AGGACCCTGAGGCATCTATT  Antisense: ATGACCTCCTGGCATTCTCC |
| *MTTP* | *Mus musculus* | Sense: ATACAAGCTCACGTACTCCACT  Antisense: TCCACAGTAACACAACGTCCA |
| *ApoA* | *Mus musculus* | Sense: GGCAGAGACTATGTGTCCCAGT  Antisense: GCTGACTAACGGTTGAACCCAG |
| *ApoB* | *Mus musculus* | Sense: AAGCACCTCCGAAAGTACGTG  Antisense: CTCCAGCTCTACCTTACAGTTGA |
| *ApoC* | *Mus musculus* | Sense: CGGAACATTGGAGAGCATACCG  Antisense: GGTCTTGGTCAAAATTTCCTTCTG |
| *ApoD* | *Mus musculus* | Sense: GGTGAAGCCAAACAGAGCAACG Antisense: CAGGAGTACACGAGGGCATAGT |
| *ApoE* | *Mus musculus* | Sense: GAACCGCTTCTGGGATTACCTG  Antisense: GCCTTTACTTCCGTCATAGTGTC |
| *Fbp1* | *Mus musculus* | Sense: TCAACTGCTTCATGCTGGAC  Antisense: GGGTCAAAGTCCTTGGCATA |
| *G6pc* | *Mus musculus* | Sense: AGCAGTTCCCTGTCACCTGT  Antisense: TGGCTTTTTCTTTCCTCGAA |
| *Pgc1α* | *Mus musculus* | Sense: CCGAGAATTCATGGAGCAAT  Antisense: TTTCTGTGGGTTTGGTGTGA |
| *FATP2* | *Mus musculus* | Sense: ACAACATTCGTGCCAAGTCTCT  Antisense: CTCCTCCACAGCTTCTTGTAGATC |
| *FATP5* | *Mus musculus* | Sense: AGCTCCTGCGGTACTTGTGT  Antisense: AAGGTCTCCCACACATCAGC |
| *β-Actin* | *Mus musculus* | Sense: GTGACGTTGACATCCGTAAAGA  Antisense: GCCGGACTCATCGTACTCC |

Table S2. List of antibodies used in this study

| ***Antibody*** | ***Catalog Number*** | ***Manufacturer*** |
| --- | --- | --- |
| *F4/80 (D4C8V) Rabbit mAb* | *#30325* | *Cell Signaling Technology* |
| *Anti -F4/80 Rabbit pAb* | *GB113373* | *Servicebio* |
| *Phospho-p38 MAPK (Thr180/Tyr182) (D3F9) Rabbit mAb* | *#4511* | *Cell Signaling Technology* |
| *p38 MAPK (D13E1) Rabbit mAb* | *#8690* | *Cell Signaling Technology* |
| *Phospho-SAPK/JNK (Thr183/Tyr185) (81E11) Rabbit mAb* | *#4668* | *Cell Signaling Technology* |
| *SAPK/JNK Antibody* | *#9252* | *Cell Signaling Technology* |
| *Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) (D13.14.4E) Rabbit mAb* | *#4370* | *Cell Signaling Technology* |
| *p44/42 MAPK (Erk1/2) (137F5) Rabbit mAb* | *#4695* | *Cell Signaling Technology* |
| *ER Polyclonal antibody* | *21244-1-AP* | *Proteintech* |
| *TAK1 Polyclonal antibody* | *12330-2-AP* | *Proteintech* |
| *Phospho-TAK1 (Thr184/187) (90C7) Rabbit mAb* | *#4508* | *Cell Signaling Technology* |
| *ASK1 Polyclonal antibody* | *28201-1-AP* | *Proteintech* |
| *Phospho-ASK1 (Thr845) Antibody* | *#3765* | *Cell Signaling Technology* |
| *GAPDH Polyclonal antibody* | *10494-1-AP* | *Proteintech* |
| *Goat anti Rabbit Cy3* | *111-165-003* | *Jackson Immuno Research* |
| *Goat anti-Rabbit-HRP* | *G1215-200T* | *Servicebio* |

How the deposited data were processed for this re-analysis (not part of the article)

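RNA of hepatocytes isolated from male mice on the methionine- and choline-deficient diet was sequenced in 2 libraries of vehicle and 2 of tamoxifen. The FPKM values were made by the authors before the files were deposited. The submitters name fastp 0.18.0, Bowtie2, HISAT2, StringTie 1.3.1 and RSEM and do not give their roles, and the genome build, the annotation and the rule for the genes listed are not given in the sources used here. No read counts are given, so the depth was estimated from the spacing of low FPKM values times transcript length, using GENCODE M21 annotation of GRCm38, and the shallowest library had about 80.5% of the depth of the deepest. Coordinates come from the same annotation.

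Values were analysed as log2(FPKM + 1) with R 4.3.3 and limma 3.58.1 (lmFit and eBayes with trend), with adjustment by Benjamini-Hochberg over the genes tested. Genes at 1 FPKM or more in at least 2 of 4 libraries were tested, and 5331 genes at 0 in every library were left out. Of all symbols in the lists, 3 were matched to older names by hand, and genes that could not be matched got no value. Camera, part of limma, tested 55 lists with a preset inter-gene correlation of 0.01, and the tests were repeated with an estimated correlation. With 2 libraries per group the repeat passed 0 of 55 lists, so a failure there does not single out 1 list. The correlations it estimated ran from -0.026 for genes higher in female livers to 0.99 for dendritic cell markers. They were 0.30 for MAPK and 0.70 for chemokine signaling. Where genes correlate above the preset 0.01, the p-values from camera at the preset are too small. Fry, a rotation test of whether a list's genes move 1 way on balance, was run beside them. Enrichment among genes past the study's thresholds was tested with Fisher's exact test, two-sided, against all genes tested and adjusted over 17 lists. That test treats the genes of a list as independent, which they are not. Lists were written from general knowledge of each pathway and cell type after the layout of KEGG and are not KEGG's own. The genes named are those labelled in Fig. 6a, those with RT-qPCR primers, the JNK, p38 and ERK kinases and regulators named in the study, the 15 largest called changes in each direction with a mean of at least 5 FPKM and no overlap between the groups, and in each list the 3 largest changes past the study's thresholds and the 2 members with the highest mean. Genes named outside this rule are said to be so in the text. Names and directions in Fig. 6a were seen before the analysis. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

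The method was tested on 10 simulated tables with 200 changed genes. There 50.6% of 4-fold and 79.2% of 8-fold changes were recovered, 0.600% of 2-fold changes were, and 1.62% of the calls were false. These tables had independent noise for each gene and no shift of all genes. In the data the median log2 fold change of all genes tested was -0.60, and the vehicle libraries differed jointly in many genes. The rates therefore do not carry over to the calls made here. The alternatives were rescaling by median ratios, quantile normalization, sample weights, no filter and a stricter filter (a mean of at least 5 FPKM), a pseudocount of 0.1, each library left out, the replicate number as a model term, an estimated correlation, fry, other thresholds and other scales for the correlations. Explanations were tested with 100000 permutations and 10000 bootstrap draws. The western blots, RT-qPCR, histology and mouse measurements of the paper were not analysed here. Some genes that the rule above would name are not reported here.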

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

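The test and the rules that picked the genes and lists in this part were chosen after the results were seen. Of 26 acute phase genes, whose products hepatocytes secrete in inflammation, 23 were higher in tamoxifen and 0 lower at an adjusted p under 0.05 from limma (23 and 0 when adjusted over the list alone; 0 lower at an unadjusted p under 0.05), with a median log2 fold change of 2.17. Hp, haptoglobin, changed from 1029.8 ± 17.9 FPKM to 5269 ± 950.0 FPKM (SD, n = 2 libraries each), and Orm2, an acid glycoprotein with close paralogs, rose by 3.27. For cholesterol biosynthesis 17 of 25 genes were higher and 0 lower (18 and 0 when adjusted over the list alone; 10 higher without vehicle 2, 10 higher without tamoxifen 2), with a median of 0.98 (1.55 after rescaling by median ratios), and Cyp51, lanosterol demethylase, rose by 1.81. For complement and coagulation 25 of 37 genes were higher and 2 lower (25 and 2 when adjusted over the list alone; 16 higher and 2 lower without tamoxifen 1, 14 higher and 2 lower without tamoxifen 2), with a median of 0.94 (1.51 after rescaling by median ratios), and Fga, a fibrinogen chain, rose by 2.31. For the urea cycle and amino acid catabolism 18 of 33 genes were higher and 1 lower (19 and 1 when adjusted over the list alone; 5 higher and 1 lower without vehicle 2, 11 higher without tamoxifen 1, 5 higher and 1 lower without tamoxifen 2), with a median of 0.79 (1.35 after rescaling by median ratios), and Asl, argininosuccinate lyase, rose by 2.22. Camera placed the lists above other genes, acute phase at an adjusted p = 1.13e-36, cholesterol at an adjusted p = 1.41e-24, complement at an adjusted p = 4.75e-27 and the urea cycle at an adjusted p = 6.84e-22. With an estimated correlation they did not pass, at an adjusted p = 0.393 for acute phase and cholesterol, an adjusted p = 0.587 for complement and an adjusted p = 0.599 for the urea cycle. No other of the 55 lists passed with it either. Hepatocyte markers moved with these lists, 10 of 20 higher and 0 lower in limma (0 lower at an unadjusted p under 0.05; 6 higher without vehicle 2, 3 higher without tamoxifen 2), at a median of 0.93 (1.52 after rescaling by median ratios, 0.54 after quantile normalization). The paper reports serum cholesterol but does not discuss the expression of these gene groups.

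Among genes at a mean of at least 5 FPKM that are not in the paper's figure labels or primer table, the largest rises were those of Cyp2b10 (6.61), Prtn3 (5.93), Serpina1e (5.85), Cyp2c54 (5.25) and Wfdc21 (5.03) on the log2 scale, each with both tamoxifen libraries above both vehicle libraries. Cyp2b10 and Cyp2c54 encode drug-metabolizing cytochromes, and Cyp2b10 was at 0.450 and 0.260 FPKM in vehicle and at 91.0 and 187 FPKM in tamoxifen. Serpina1e and Cyp2c54 have near-identical paralogs that share reads with them, so the copy that changed is uncertain. Prtn3, proteinase 3 of neutrophils, changed from 0.265 ± 0.0212 FPKM to 76.1 ± 6.34 FPKM (SD, n = 2 libraries each). The neutrophil granule genes Elane, Mpo and Ctsg were at most 0.680 FPKM in the tamoxifen libraries, and they were looked up after the value of Prtn3 was seen.

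A higher share of hepatocyte RNA in the tamoxifen libraries would raise the acute phase genes and the hepatocyte markers alike. The acute phase median exceeded that of 18 hepatocyte markers outside the list, 0.81, by 1.35 (permutation test, two-sided, p = 3.60e-04), which argues against that share as the whole cause. The test permuted genes, which are not independent replicates, so its p does not measure the spread between preparations. For cholesterol biosynthesis, complement and coagulation and the urea cycle that share stays open, since their medians of 0.98, 0.94 and 0.79 lie near those of these markers in the values as deposited. After rescaling by median ratios they were 1.55, 1.51 and 1.35, against 1.52 for all 20 hepatocyte markers. After quantile normalization they were 1.35, 0.97 and 0.84 against 0.54, so the nearness depended on the scaling, most of all for cholesterol biosynthesis. The acute phase median was 2.76 after rescaling by median ratios. A response of hepatocytes to tamoxifen, or to another difference between the preparations, stays open and was not tested.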

How the results depend on the processing

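No alternative in this part was chosen after the results were seen. Where a result changed, the cause was not tested. After rescaling by median ratios 2647 genes were lower and 1256 higher at an adjusted p under 0.05 (2984 and 1543 at the study's thresholds), and after quantile normalization 1595 and 1563 (2007 and 2163). A stricter filter, which tests fewer genes, gave 3182 lower genes (3356 at the study's thresholds), an adjusted p under 0.25 gave 893 higher genes, and a fold change above 2 gave 3267 lower and 289 higher. Leaving out 1 library at a time gave 2555 to 5531 lower and 263 to 500 higher genes (4155 to 6202 and 426 to 612 at the study's thresholds), where the lone library of a group is assumed to vary like the other group. The JNK arm changed sides in camera after rescaling by median ratios (median 0.11), after quantile normalization (0.17), in the replicate block (-0.38) and without vehicle 2 or tamoxifen 1 (median -0.50 to -0.33 over the 4 left-out libraries). Fatty acid synthesis lost its camera call after rescaling by median ratios (0.30), after quantile normalization (0.24), with the stricter filter (-0.11), in the replicate block (-0.25) and without vehicle 2 or tamoxifen 1 (-0.50 to -0.054 over the 4). Fatty acid degradation lost its call after quantile normalization (0.25). TNF signaling passed in camera after quantile normalization (-0.30), without a filter (-0.86), with the stricter filter (-0.81), in the replicate block (-0.91) and without vehicle 1 or tamoxifen 1 or tamoxifen 2 (-1.07 to -0.74 over the 4), and TGF-β signaling lost its call without vehicle 1 or vehicle 2 (-1.26 to -0.90 over the 4). With an estimated correlation 0 of all 55 lists passed in camera (lowest adjusted p = 0.393), against 40 with the preset correlation. The loss is therefore not particular to a list. Of the 17 lists on the paper's claims 0 passed in camera with an estimated correlation, against 13, and 0 had an unadjusted p under 0.05. With it the calls were lost for MAPK signaling (-0.91), Ras signaling (-1.22), Chemokine signaling (-2.11), Toll-like receptor signaling (-1.51), TGF-β signaling (-1.05), ECM-receptor interaction (-1.62), Fibrosis (-2.34), Inflammatory cytokines and receptors (-2.40), Apoptosis (-0.97), Leukocyte transendothelial migration (-1.56), Estrogen signaling (-0.95), Fatty acid degradation (-0.033) and Fatty acid synthesis and lipogenesis (-0.25). Fry asks whether a list moves on balance, not whether it differs from other genes, so it does not test these calls. Its direction was down for insulin signaling (-0.55), the 1 list of the 17 that passed (adjusted p = 0.0463), and for fatty acid degradation (adjusted p = 0.995) and synthesis (adjusted p = 0.193), which did not. The medians of these 3 lists lie below 0 and above that of all genes tested. Of 85 genes named and tested, 77 kept their direction and call after rescaling by median ratios, 68 after quantile normalization, 82 without a filter on low values and 84 with sample weights. Genes that changed sign after rescaling by median ratios were Jun (0.27), Map2k4 (0.28), Map2k7 (0.13), Map3k7 (0.085), Mapk14 (0.11) and Mapk8 (0.22), and after quantile normalization Fasn (0.020), Map2k4 (0.31), Map2k7 (0.23), Map3k7 (0.25), Mapk14 (0.053) and Mapk8 (0.36). Without 1 library Cpt1a ranged from -0.19 to 0.26, Esr1 ranged from -0.070 to 0.14 and Map3k5 ranged from -0.11 to 0.46. The separation of the samples was 0.0185 on untransformed values. With the replicate number as a block 5863 genes were lower and 573 higher, and as a check of the pairing, vehicle 2 minus vehicle 1 and tamoxifen 2 minus tamoxifen 1 had a correlation of 0.283 across genes, and the labels do not say whether equal numbers mark pairs. The depth limits what can be seen of genes near 1 FPKM.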

Differences from the paper's values

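No test in this part was chosen after the results were seen. The paper describes p53 signaling as inhibited in its gene set enrichment (Fig. 6e). Here 31 of 58 genes were lower and 2 higher, with a median of -0.79 (-0.33 after rescaling by median ratios, 0.11 after quantile normalization), and Trp53 itself was lower (log2 fold change -1.88; -1.23 after quantile normalization), but camera did not place the list below other genes (adjusted p = 0.356). The legend of Fig. 6 gives a false discovery rate under 0.25 without naming its analysis. Taken as the limit here, it was met by camera after rescaling by median ratios (adjusted p = 0.166), after quantile normalization (adjusted p = 0.202), without a filter on low values (adjusted p = 0.177) and without tamoxifen 2 (adjusted p = 0.220). It did not with sample weights (adjusted p = 0.380), a stricter filter (adjusted p = 0.515), a pseudocount of 0.1 (adjusted p = 0.353), without vehicle 1 (adjusted p = 0.548), without vehicle 2 (adjusted p = 0.382), without tamoxifen 1 (adjusted p = 0.254) or with an estimated correlation (adjusted p = 0.775). Fry, which does not compare a list with other genes, gave an adjusted p = 0.0656.

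The paper lists insulin resistance among the enriched pathways (Fig. 6b). Here 42 of 75 genes of a list that is not KEGG's own passed the study's thresholds (adjusted p = 0.907 from Fisher's exact test). Without a filter on low values the list passed (adjusted p = 0.0112 from Fisher's exact test). There 38.2% of all genes passed the study's thresholds, against 54.8% with the filter. After rescaling by median ratios or quantile normalization the list did not pass (adjusted p = 0.818 and 0.714 from Fisher's exact test). Camera did not set it apart from other genes (adjusted p = 0.345), while fry, which does not compare a list with other genes, passed downward (adjusted p = 0.0463), at a median of -0.55 (-0.019 after rescaling by median ratios, 0.13 after quantile normalization). Apoptosis, which the paper also lists as enriched, had 48 of 72 genes past the study's thresholds at an adjusted p = 0.0621 from Fisher's exact test, above 0.05, although camera placed it below other genes (adjusted p = 0.00526; adjusted p = 0.740 with an estimated correlation). It passed Fisher's exact test without a filter on low values (adjusted p = 4.76e-05) and at a fold change above 2 (adjusted p = 0.00423). It did not pass that test after rescaling by median ratios (adjusted p = 0.243) or quantile normalization (adjusted p = 0.559). Its odds ratio was 2.13, 1.45, 2.03 and 1.71 without vehicle 1, vehicle 2, tamoxifen 1 or tamoxifen 2.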

Other observations

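The tests on cell type markers and the list of pancreatic genes in this part were chosen after the results were seen, and the test on the MAPK members was chosen before. Proliferation genes fell in tamoxifen: 32 of 33 genes were lower and 0 higher (33 and 0 when adjusted over the list alone) at an adjusted p under 0.05 from limma, with 0 higher at an unadjusted p under 0.05, and the median log2 fold change was -1.99 (-1.19 after quantile normalization; adjusted p = 2.80e-10 from camera; adjusted p = 0.599 with an estimated correlation). Ube2c, which drives mitotic exit, fell by 3.99 on the log2 scale. Of 32 interferon-stimulated genes 29 were lower and 0 higher, with 0 higher at an unadjusted p under 0.05 from limma, at a median of -2.19. All 32 were higher in vehicle 2 than in vehicle 1, by a median of 1.45, and without vehicle 2 20 were lower, at a median of -1.40; 10 were lower after quantile normalization, at a median of -1.41. Oasl2 fell by 3.66, from 8.76 and 47.5 FPKM in vehicle 1 and 2. All 11 tested genes of antigen presentation by MHC class II were lower, at a median of -3.10, and Cd74, the invariant chain, fell by 4.03. For lysosome and phospholipid storage 28 of 39 genes were lower and 0 higher (31 and 0 when adjusted over the list alone), with 0 higher at an unadjusted p under 0.05 from limma, and Cd63 fell by 2.79. For the NRF2 antioxidant response 15 of 23 genes were lower and 0 higher (17 and 0 when adjusted over the list alone; 9 lower and 1 higher after rescaling by median ratios, 9 lower without tamoxifen 2), with 0 higher at an unadjusted p under 0.05 from limma, and Hmox1, heme oxygenase 1, fell by 3.06. For bile acid synthesis and transport 11 of 22 genes were higher and 1 lower (11 and 1 when adjusted over the list alone; 6 higher and 1 lower without vehicle 2, 7 higher and 1 lower without tamoxifen 1), and Slc10a1, the bile salt importer, rose by 2.66. For xenobiotic metabolism 18 of 57 genes were higher and 10 lower (18 and 10 when adjusted over the list alone; 24 higher and 4 lower after rescaling by median ratios, 17 higher and 6 lower without vehicle 1, 14 higher and 6 lower without tamoxifen 2), and Cyp2c29, a cytochrome with close paralogs, rose by 3.70. For genes that are higher in female livers 10 of 22 genes were higher and 5 lower (10 and 5 when adjusted over the list alone; 10 higher and 2 lower after rescaling by median ratios, 11 higher and 2 lower after quantile normalization, 6 higher and 3 lower without vehicle 2, 10 higher and 2 lower without tamoxifen 2). For genes that are higher in male livers 4 of 19 genes were higher and 3 lower (4 and 3 when adjusted over the list alone; 4 higher and 1 lower after quantile normalization), and Mup20, a urinary protein with close paralogs, fell by 2.14.

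In these preparations of isolated hepatocytes, the median log2 ratio of the markers of 8 other cell types was below 0 in each, from -2.03 for liver endothelial cells to -4.42 for dendritic cells with a pseudocount of 0.1. In limma 8 of 11 cholangiocyte markers were lower (4 lower and 1 higher after rescaling by median ratios, 1 lower and 1 higher after quantile normalization, 4 lower without tamoxifen 1, 4 lower without tamoxifen 2), as were 8 of 8 T and NK cell markers (1 lower after quantile normalization, 4 lower without tamoxifen 1, 4 lower without tamoxifen 2). The range of the medians of the 8 cell types, 2.40, exceeded that of permuted cell type labels (permutation test, p = 0.00366). The test treated markers as independent and used only those above a floor in vehicle. Dendritic cell markers were at -4.42 and Kupffer cell and macrophage markers at -3.19 with a pseudocount of 0.1. With a pseudocount of 1 they were at -2.02 and -3.02. The order thus depended on the pseudocount, so the test does not decide for or against an equal loss of all these cells. All 113 tested markers of other cell types were then pooled, with those of neutrophils, B cells and platelets included. They differed from all genes tested by a median of -1.60 (95% bootstrap interval -2.08 to -1.43), which argues against the scaling of the values as the whole cause. Markers are not independent replicates, so the interval does not measure the spread between libraries. The paper reports an unaltered number of F4/80 positive cells in livers of this model (Fig. 3b), a measure not analysed here that runs against fewer macrophages in the livers. By RT-qPCR of liver tissue of this model, the paper also reports lower Ccl2, Cxcl10, Il1b, α-SMA and Ctgf after tamoxifen (Fig. 3e). It reports unchanged Sirius Red staining (Fig. 3b). Loss of cells at isolation could not cause those falls in whole tissue, which does not settle the falls seen here. For these, fewer cells of the other types, an equal or an unequal loss of cells at isolation and lower expression per cell stay open. Of these only the equal loss was tested.

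The fall of the MAPK members was weighed against RNA of other cells, since vehicle 2 held more of their markers than vehicle 1. Of the 206 members, 39 were no higher in vehicle 2 than in vehicle 1, and their median log2 fold change was -0.18, against -0.20 for the 3385 genes of that kind. The difference of 0.020 (95% bootstrap interval -0.22 to 0.30) reached 0, so the test did not exclude RNA of other cells as the cause of the list's fall. Nor can it speak for that cause, since the split does not sort genes by cell of origin. In all, 8248 of 11633 genes tested were higher in vehicle 2, among them all 52 genes of cytosolic ribosomal proteins. The split also uses the vehicle values that enter the fold changes. The members that were higher in vehicle 2 had a median of -1.13, against -0.78 for all genes of that kind. An effect of tamoxifen on these genes within hepatocytes also stays open and was not tested.

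Of the 29 genes with primers for RT-qPCR, 28 were tested, and 13 were lower, 4 were higher and 11 did not pass in limma (8 lower and 5 higher after quantile normalization). The 22 genes of pancreatic acinar cells, listed after the values of vehicle 2 were seen, summed to 11.9 FPKM in vehicle 1, 1536 FPKM in vehicle 2, 11.5 FPKM in tamoxifen 1 and 54.7 FPKM in tamoxifen 2. At 1 FPKM or more were 2 and 21 of them in vehicle 1 and 2 and 2 and 15 in tamoxifen 1 and 2.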
